# Intragraft memory-like CD127^hi^CD4^+^Foxp3^+^ Tregs maintain transplant tolerance

**DOI:** 10.1172/jci.insight.169119

**Published:** 2024-03-22

**Authors:** Yuanfei Zhao, Leigh Nicholson, Hannah Wang, Yi Wen Qian, Wayne J. Hawthorne, Elvira Jimenez-Vera, Brian S. Gloss, Joey Lai, Adwin Thomas, Yi Vee Chew, Heather Burns, Geoff Y. Zhang, Yuan Min Wang, Natasha M. Rogers, Guoping Zheng, Shounan Yi, Stephen I. Alexander, Philip J. O’Connell, Min Hu

**Keywords:** Transplantation, Tolerance

## Abstract

CD4^+^Foxp3^+^ regulatory T cells (Tregs) play an essential role in suppressing transplant rejection, but their role within the graft and heterogeneity in tolerance are poorly understood. Here, we compared phenotypic and transcriptomic characteristics of Treg populations within lymphoid organs and grafts in an islet xenotransplant model of tolerance. We showed Tregs were essential for tolerance induction and maintenance. Tregs demonstrated heterogeneity within the graft and lymphoid organs of tolerant mice. A subpopulation of CD127^hi^ Tregs with memory features were found in lymphoid organs, presented in high proportions within long-surviving islet grafts, and had a transcriptomic and phenotypic profile similar to tissue Tregs. Importantly, these memory-like CD127^hi^ Tregs were better able to prevent rejection by effector T cells, after adoptive transfer into secondary Rag^–/–^ hosts, than naive Tregs or unselected Tregs from tolerant mice. Administration of IL-7 to the CD127^hi^ Treg subset was associated with a strong activation of phosphorylation of STAT5. We proposed that memory-like CD127^hi^ Tregs developed within the draining lymph node and underwent further genetic reprogramming within the graft toward a phenotype that had shared characteristics with other tissue or tumor Tregs. These findings suggested that engineering Tregs with these characteristics either in vivo or for adoptive transfer could enhance transplant tolerance.

## Abstract 2

A subpopulation of memory-like CD127^hi ^Tregs develops in lymphoid-organs and are further reprogrammed within grafts toward a tissue Treg-like phenotype and are critical for maintaining tolerance.

## Introduction

CD4^+^Foxp3^+^ regulatory T cells (Tregs), which play a critical role in controlling immune activation and preventing autoimmune disease (1, 2), are responsible for the maintenance of transplant tolerance (3, 4). The concept of Tregs suppressing the immune response was clarified by Sakaguchi et al., who identified a subset of thymically derived CD4^+^ T cells expressing high levels of IL-2 receptor-α (CD25) that were capable of controlling autoimmunity (1). This was followed by identification of Foxp3 as the key transcription factor for Treg development in the thymus (2). More recently Tregs have been identified outside of the hematological and lymphoid compartments. These tissue-resident Tregs (tissue Tregs) share many of the features of conventional Tregs. In particular, tissue Tregs in visceral adipose tissue (5, 6), intestine (7), and skin (7, 8) have been studied in detail. Apart from their antiinflammatory properties, tissue Tregs have been implicated in normal wound healing, tissue repair, and maintenance of insulin sensitivity. As they reside in multiple tissue compartments, tissue Tregs express tissue-specific phenotypes and specific gene expression profiles. This includes PPARγ expression and regulation of insulin resistance in visceral adipose tissue Tregs (5) or expression of Notch ligand Jagged 1 (JAG1) in skin tissue Tregs (8). Therefore, while all Tregs share common suppressive, antiinflammatory functions, they differ, with tissue-specific functions and unique gene expression profiles that distinguish them from other Treg populations in lymphoid organs and peripheral blood (9).

The adaptive immune system is characterized by its antigen specificity, tight regulation, and immunological memory. Immune memory has been well described in effector T cells and has been identified in tissue Tregs. For example, Tregs with enhanced CD127 expression, as compared with the classic downregulation of CD127 found in naive Tregs, have been identified in a mouse model of skin inflammation where the response to self-antigen imprints regulatory memory in skin tissues (10, 11). In the transplant setting, there are a number of immunomodulatory approaches that induce tolerance to an organ allograft, which are reliant on Tregs that have been shown to be donor antigen specific (4). In experimental settings, this antigen-specific nonresponsiveness has been shown to be powerful and robust and can operate across MHC mismatches (4, 12). In the clinical setting, the development of Treg-dependent tolerance is more challenging. Most clinical trials, such as the ONE Study, have shown Tregs can be administered safely. However, evidence of sufficient potency to allow immunosuppression withdrawal has been lacking (13), but a subgroup of the ONE Study using “antigen-reactive Tregs” did support rejection-free 6-year survival on tacrolimus monotherapy in 3 patients (14). To exploit this strategy clinically, a better understanding of factors that regulate and maintain antigen activated Tregs is required. An important aspect of this is understanding the transcriptomes and phenotypes of Tregs that reside in the graft and lymphoid tissue of transplant-tolerant recipients as well as a better understanding of the environmental factors that drive their differentiation in different anatomical settings.

Here, we used a murine model of porcine neonatal islet cell cluster (NICC) xenotransplant tolerance induced by short-term costimulation blockade. The B7-CD28/cytotoxic T lymphocyte antigen 4 (CTLA4) and CD40-CD154 pathways have been shown to be critically important for T cell activation in transplant rejection. Blocking these 2 pathways by CTLA4-Fc and the anti-CD154 mAb, MHC class I–related protein 1 (CTLA4-Fc/MR1), has been shown to induce graft acceptance in several model systems (4, 15–17). However, the role and characteristics of Tregs with this approach are not fully understood (4, 16). The advantage of this xenotransplant-tolerant model is a high proportion of indirectly activated T cells leading to Treg selection (17, 18). In this model, we have demonstrated previously that long-term tolerance is dependent on the development of activated effector Tregs, and antigen-experienced Tregs are produced in great enough numbers for phenotypic, functional, and genomic analysis (17). In the present study, we showed that Tregs are crucial to transplant tolerance induced by costimulation blockade and demonstrate that memory-like CD127^hi^ tissue Tregs within grafts maintain transplant tolerance. This suggests the possibility of engineering such cells either in vivo or for adoptive transfer to induce and maintain transplant tolerance.

## Results

### Tregs are essential for the induction of porcine NICC graft tolerance.

To determine the role of Tregs in the induction of tolerance in this model, DEpletion of REGulatory T cells (DEREG) mouse recipients were transplanted with NICC under their renal capsules and received short-term treatment with CTLA4-Fc/MR1 to induce tolerance (Figure 1A). In mice treated with CTLA4-Fc/MR1 (tolerant group/mice), NICC grafts were prolonged beyond 100 days after transplantation with intact pig islets being surrounded by sparse immune cell infiltration (Figure 1B). Serum porcine C-peptide, indicating functional islets, was detected (125.6 ± 158.8 pmol/L, *n* = 69) in tolerant group mice at 100 days after transplantation while none was detected in the recipients without CTLA4-Fc/MR1 treatment (0.73 ± 1.64 pmol/L, *n* = 12) (rejection group mice) (*P* < 0.0001) or in control mice without transplantation and no treatment (naive group mice) (0.45 ± 0.73 pmol/L, *n* = 6) (*P* < 0.001) (Figure 1B).

Next, specific depletion of Tregs was performed in DEREG recipients at the time of CTLA4-Fc/MR1 treatment by administration of diphtheria toxin (DT) (depletion group) (Figure 1A). Treg (CD4^+^GFP^+^/Foxp3^+^) depletion was verified in the peripheral blood of DEREG recipients (Figure 1C). Histological examination of NICC grafts on day 8 showed immune cell infiltration under the kidney capsule in all groups (Figure 1D). By day 20, NICC grafts from recipients treated with CTLA4-Fc/MR1 had intact islets with positive insulin staining and were surrounded by a small cellular infiltrate (Figure 1D). In contrast, NICC graft sites in Treg-depleted recipients showed no intact islets and no insulin staining with immune cell infiltration, similar to that seen in rejected NICC grafts. Serum porcine C-peptide was not detected at day 100 in the depletion group, confirming NICC graft rejection (Figure 1B). Together, these results demonstrate that Tregs are essential for the induction of porcine NICC graft tolerance induced by CTLA4-Fc/MR1 treatment.

### Tregs expand systemically in the spleen and locally in the DLN of long-term tolerant recipients.

Having demonstrated previously the importance of Tregs in the maintenance of tolerance (17), we tracked T cells and Tregs in the spleen, axillary lymph node (ALN), and graft-draining lymph node (DLN) in DEREG recipients in rejection and tolerant groups at day 8 and day 100, as well as naive mice, using flow cytometry. No significant differences were found in the proportion of CD3^+^ T cells in these lymphoid organs between different groups at day 8 and day 100, in CD4^+^ and CD8^+^ T cells as a proportion of CD3^+^ T cells in each of the sites, or at different time points (Supplemental Figure 1, A–C; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.169119DS1).

Next, we examined the proportion of Tregs, based on the expression of GFP and Foxp3, in these lymphoid organs of day 100 DEREG recipients and verified CD4^+^GFP^+^ T cells were CD4^+^Foxp3^+^ Tregs (Figure 2A). Although no significant difference of Tregs in the lymphoid organs was found between rejection and tolerance at day 8 (Supplemental Figure 1D), within the tolerant group, there was a significant increase of Tregs in the spleen, ALN, and DLN between day 8 and day 100, indicating expansion of Tregs over time (Figure 2B). In contrast, there were no differences in Tregs in spleen, ALN, and DLN of mice in the rejection group over time (Figure 2B). Together, the data suggest that Tregs expand in the DLN and egress into the circulation, leading to increased numbers in the spleen and ALN during transplant tolerance.

### Expanded Tregs with enhanced CD127 expression in NICC grafts provide local suppression of activated CD4^+^ T cells.

As memory Tregs are found predominantly in tissue, we hypothesized that graft Tregs may be critical in suppressing the local immune response and inflammation within grafts of tolerant mice. Using imaging mass cytometry (IMC) (Figure 3A), we evaluated the differences between graft-specific infiltrating immune cell profiles in tolerant (day 8, 20, 100) and rejection groups (day 8, 20) at different time points. Pseudo-images using manual cell classification were generated using original single-cell *x* and *y* location to visualize immune cell distribution within the NICC graft sites (Figure 3, B and C). Overall, graft-infiltrating immune cells were identified in both rejecting and tolerant grafts with CD4^+^ and CD8^+^ T cells, B cells, DCs, macrophages, and Tregs all being present (Figure 3, B and C). The number of CD4^+^ and CD8^+^ T cells, B cells, macrophages, and DCs did not differ significantly between tolerant and rejection groups at day 8 and day 20 (Figure 3D). However, the number of Tregs was significantly higher in tolerant mice on day 8 and day 20 when compared with rejection mice, indicating increased numbers of Tregs within the graft at relatively early time points after CTLA4-Fc/MR1 treatment (Figure 3D). Moreover, Tregs were present in day 100 tolerant grafts. Apart from an increase in Tregs, CD8^+^ T cells were significantly decreased in tolerant mice at day 20 when compared with day 8, and DCs were decreased over time in tolerant mice (Figure 3D). Interestingly, an increase of B cells was observed in the NICC grafts of tolerant mice at day 100 when compared with day 8 grafts (Figure 3D). Further, the pseudo-images of a comparison between distribution of Tregs and CD4^+^Foxp3^–^ T cells visualized the relationship between the 2 subsets. While the Tregs and CD4^+^Foxp3^–^ T cells were scattered throughout the graft site in both tolerant and rejection groups at day 8 and day 20, by day 100 Tregs were surrounding and in direct contact with CD4^+^Foxp3^–^ T cells, forming a cell cluster within the tolerant graft (Figure 3C). These in vivo data are consistent with published in vitro data suggesting that Treg suppression involved cell-cell contact mechanisms within the graft (19) or may indicate the induction of a Foxp3^–^ regulatory population, such as type 1 regulatory T cells (20).

Within the grafts of tolerant mice, the percentages of CD25^+^CD4^+^Foxp3^–^ and CD127^+^CD4^+^Foxp3^–^ subsets decreased at day 20 and day 100 (both *P* < 0.05), when compared with day 8, suggesting less activation of CD4^+^Foxp3^–^ T cells (21) over time (Supplemental Figure 3A). Interestingly, the IA/IE^+^(MHC-II)CD4^+^ proportion within CD4^+^Foxp3^–^ T cells was higher within the grafts of tolerant mice, when compared with rejecting grafts at day 8 and day 20, and this proportion was maintained until day 100 (Supplemental Figure 2A). This suggests the ongoing presence of activated CD4^+^ T cells and is consistent with the persistence of xenoantigen-driven activation. However, there were no major differences within tolerant and rejecting grafts of the CD8^+^ T cell subpopulations (Supplemental Figure 2B). This is consistent with published data suggesting a limited role for CD8^+^ T cells in the cellular rejection of NICC grafts (22). There also were no differences for CD27^+^B220^+^B cells and IA/IE^+^F4/80^+^ macrophages between groups and time points (Supplemental Figure 2C).

Skin Tregs have been shown to have increased expression of CD127, and CD127^hi^ has been proposed as a marker of murine Treg memory (10, 11). CD127 was assessed on Tregs within tolerant grafts at day 100. A high proportion of CD4^+^GFP^+^ Tregs within the tolerant grafts were CD127^hi^CD4^+^GFP^+^ Tregs (CD127^hi^ Tregs): 54.1% ± 4.0% (CD127^+^) and 24.6% ± 32.4% (CD127^hi^) of graft Tregs versus 41.9% ± 1.3% (CD127^+^) and 14.9% ± 0.4% (CD127^hi^) of splenic Tregs (Figure 4A). These data identify such memory-like CD127^hi^ Tregs residing in the tolerant graft of mice recipients. This was supported by the finding that, when compared with naive Tregs, the proportion of Tregs coexpressing CD69 and CD103 was significantly elevated in the grafts of tolerant mice at least 100 days after transplant (Figure 4B). The coexpression of CD69 and CD103 is a marker of tissue-resident Tregs and is thought to prevent egress from resident tissues (23, 24).

Taken together, these data support the hypothesis that there was ongoing CD4^+^ T cell activation within NICC grafts, which was under a state of continuous suppression by antigen-experienced and activated effector/memory-like Tregs that resided within the graft. This suggests that CD127^hi^ tissue Tregs are important for the ongoing acceptance of the graft in transplant tolerance.

### Memory-like CD127^hi^ Tregs exist in the spleens of tolerant mouse recipients.

In the context of transplant tolerance, naive Tregs are exposed to donor antigen in secondary lymphoid organs where they are activated, proliferate, and differentiate into effector Tregs that are antigen specific with potent suppressive function that protects the graft from rejection (25, 26). Currently it is not clear whether these effector Tregs transition to memory Tregs in secondary lymphoid organs or within the graft (4, 11). Therefore, in-depth profiling of immune expression panels to determine existence and phenotype of memory Tregs was undertaken. CD4^+^GFP^+^/Foxp3^+^ Tregs were assessed by flow cytometry panels for their expression of CD44, CD127, CD62L, MHC-II, CD27, CD25, and CD39, which are markers of memory Tregs as described by others (Supplemental Figure 3A). There was a significant increase of CD127^+^GFP^+^, CD44^hi^GFP^+^, IA/IE^+^GFP^+^, CD25^hi^GFP^+^, and CD39^+^GFP^+^ Treg subpopulations in the spleen of tolerant mice, when compared with naive and/or rejection group animals (Figure 5). Meanwhile there was no significant increase in CD62L^+^GFP^+^ Tregs (Figure 5) but a significant increase of CD62L^–^GFP^+^ Tregs in the spleen of tolerant mice when compared with both naive and rejection groups (Supplemental Figure 4A). Further analysis within the CD4^+^GFP^+^ Treg population verified that this was predominantly due to an increase of CD127^hi^GFP^+^ Tregs and MHC-II^+^GFP^+^ Tregs whereas the other Treg subsets (CD25^hi^GFP^+^, CD44^hi^GFP^+^, CD39^+^GFP^+^) were similar across all groups (Supplemental Figure 4B). The presence of a high proportion of CD127^hi^ Tregs in the spleen of tolerant mice suggests that memory-like Tregs may migrate among the graft, secondary lymphoid organs, and circulation in the context of transplant tolerance.

### Treg heterogeneity is based on activation status and anatomical location.

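Bulk RNA-Seq covered 11 cell subsets with 3 libraries each of 1000 sorted cells. The paper describes each library as a pool of 3 to 4 mice and gives 10 tolerant mice, but 3 naive mice for the spleen and 3 for the LN, which are too few for 3 separate pools, so that the relation of mice to libraries is unclear and the 3 libraries of a naive subset may not be independent. Tolerant mice had received porcine neonatal islet cell clusters with CTLA4-Fc and MR1, an antibody against CD154, and their cells were sorted at day 100. The 24 libraries of spleen and graft were sequenced on a NextSeq 500 and the 9 libraries of DLN on a MiSeq, so that tissue and sequencer cannot be told apart for the DLN. The values analysed are the read pairs that STAR counted on each gene of mm10 (GRCm38) with EGFP added, over both strands and without normalization, for 31054 features. Between 2550698 and 4615283 read pairs per library were counted on genes in spleen and graft, with a median of 3542201. In the DLN, the range was from 844039 to 1935323, with a median of 1315808. A count of 3, the limit that a count of 0 allows, corresponded to between 0.650 and 1.18 CPM, counts scaled to the total of each library, in spleen and graft libraries and to between 1.55 and 3.55 CPM in DLN libraries. These limits cover counting error only. Libraries were scaled by the TMM method of edgeR, and CPM are given as mean ± SD of 3 libraries. The 25347 genes with at least 1 CPM in at least 1 library were tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment in 1 model of all 33 libraries, and genes with an adjusted p under 0.05 were called DEGs. Each comparison has 3 libraries per subset, for which an exact 2-sided permutation test of a single value cannot give a p below 0.1.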

To investigate Treg heterogeneity in this transplant tolerance model and impacts of CTLA4-Fc/MR1 treatment on immune cells, we investigated the transcriptomes of 7 Treg subsets and 4 Foxp3^–^ subsets, using bulk RNA-Seq. Treg subsets included Tregs (CD4^+^GFP^+^/Foxp3^+^) from infiltrating cells of tolerant grafts (graft Tregs) and the spleen (SP/naive Tregs) and DLN (DLN/naive Tregs) of naive mice and CD127^hi^ Tregs and CD127^–/lo^ Tregs from the spleen and DLN of tolerant mice (Supplemental Figure 5); and Foxp3^–^ subsets included CD4^+^GFP^–^ cells and CD45^+^CD4^–^ cells from spleens of tolerant and naive mice. The multidimensional scaling (MDS) analysis demonstrated that all Treg subsets, CD4^+^Foxp3^–^ T subsets, and CD45^+^CD4^–^ cell subsets clearly separated (Figure 6A); the plot of Foxp3 versus GFP gene expression verified a regulatory phenotype for all Treg subsets (Supplemental Figure 6). 

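Distances for MDS were computed over the 24 spleen and graft libraries as the root mean square of the 500 largest log2 fold changes between each pair of libraries. The nearest library to each of the 24 libraries belonged to its own class of Tregs, CD4+Foxp3– T cells or CD45+CD4– cells, and for 10 libraries it also belonged to the same subset. The first dimension carried 20.6% of the variance and the second 7.22%. On the first dimension, naive and tolerant CD45+CD4– cells lay at -2.74 ± 0.19 and -3.34 ± 0.07 (SD, n = 3), and the other 6 subsets had means between 0.52 and 1.60. On the second dimension, naive and tolerant CD4+Foxp3– T cells lay at 1.76 ± 0.22 and 1.60 ± 0.07 (SD, n = 3). With all 33 libraries adjusted for the sequencer by ComBat-Seq, 31 of the 33 libraries were nearest to one of their own class, against 33 of 33 without adjustment. Foxp3 (ENSMUSG00000039521) lies on chromosome X from 7573644 to 7595245. Its mean log2 CPM was between 8.46 and 9.22 in the 4 Treg subsets of spleen and graft and between 7.67 and 8.25 in the 3 Treg subsets of the DLN. In the 4 Foxp3– subsets it was between 0.17 and 1.29. The mean log2 CPM of EGFP was between 5.71 and 6.83 in Treg subsets of spleen and graft, and between 3.84 and 4.31 in those of the DLN, where the lowest single library had 1.22. In CD45+CD4– cells, the highest log2 CPM of EGFP in a single library was 0.74 in naive and 2.09 in tolerant mice, the latter above the lowest library of DLN/CD127–/lo (1.22) and of DLN/naive Tregs (1.82). EGFP was not detected in any library of CD4+Foxp3– T cells and had 55.4 ± 27.0 CPM in SP/naive Tregs (SD, n = 3), at least 53.4-fold higher. The values moved most after ComBat-Seq, which gave a log2 CPM of 4.08 ± 3.07 (SD, n = 3) for Foxp3 in DLN/CD127–/lo Tregs and 4.23 ± 0.92 in tolerant CD4+Foxp3– T cells. ComBat-Seq was given the sequencer but not the subsets, and all MiSeq libraries are Tregs. Under that setting, sequencer and cell class therefore cannot be told apart, and these 2 values say nothing about the identity of the Tregs.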

Next, using a false discovery rate (FDR) less than 0.05, 15 pairwise comparisons (described in Supplemental Table 1) identified 852 unique differentially expressed genes (DEGs) that clearly distinguished CD45^+^CD4^–^ T cells, Foxp3^–^CD4^+^ T cells, and Treg subsets, with no striking differences found for CD45^+^CD4^–^ cells isolated from naive and tolerant animals (Figure 6B). 

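The 15 pairwise comparisons gave 1049 DEG calls on 530 unique genes. This number moved most with DESeq2, which gave 2671 unique genes, 482 of them among the 530, and with ComBat-Seq, which gave 137, of which 118 were among the 530. Tolerant and naive CD45+CD4– cells differed in 9 DEGs, all lower in tolerant mice, while 1130 genes had an unadjusted p under 0.05. With only the compared libraries in the model, there were 22 DEGs, of which 16 were higher and 6 lower in tolerant mice. In the model of all libraries, the number of DEGs was 5 without replicate 3 of the tolerant cells and 17 without replicate 1 of the naive cells. Cd40lg (ENSMUSG00000031132, chromosome X from 57212143 to 57224042) had 0.0921 ± 0.159 CPM in tolerant and 18.5 ± 3.41 CPM in naive CD45+CD4– cells (SD, n = 3), at least 20.8-fold lower (adjusted p = 7.06e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Tnfrsf4 (ENSMUSG00000029075) had a log2 fold change of -2.67 (standard error 0.45, adjusted p = 7.89e-05 from the same test, but 0.774 with the likelihood ratio test). Reads of Tnfrsf4 in tolerant cells came from replicate 2 alone, and without it the log2 fold change was -8.95, a value that depends on the prior count. Cd28 (ENSMUSG00000026012) had a log2 fold change of -1.89 (standard error 0.41, adjusted p = 0.0198), but an adjusted p of 0.748 without replicate 1 of the tolerant cells and 0.853 with the likelihood ratio test. Among 15 genes that T cells express in general, 14 were lower in tolerant CD45+CD4– cells, with a median log2 fold change of -0.89.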

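Splenic CD4+Foxp3– T cells of tolerant and naive mice differed in 27 DEGs, of which 4 were higher and 23 lower in tolerant mice. Across all genes, 1777 had an unadjusted p under 0.05. With each of the 6 libraries left out in turn, the comparison gave from 19 to 40 DEGs. Rps15a (ENSMUSG00000008683), a gene of the small ribosomal subunit, had 793 ± 36.6 CPM in tolerant and 2521 ± 1388 CPM in naive cells (SD, n = 3), a log2 fold change of -1.67 (adjusted p = 0.000103 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without replicate 2 of the naive CD4+ T cells, the adjusted p of Rps15a was 0.136, and with the likelihood ratio test it was 0.455. Compared with naive CD4+ T cells, SP/naive Tregs had 67 DEGs, SP/CD127hi Tregs 107, SP/CD127–/lo Tregs 119 and graft Tregs 157. Without replicate 2 of the naive CD4+ T cells, the number for SP/CD127–/lo Tregs was 77.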

There were minor differences in splenic Foxp3^–^CD4^+^ T cells between naive and tolerant groups, and the most notable differences were shown across the Treg subsets (Figure 6B). 

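Among the 4 DEGs higher in CD4+Foxp3– T cells of tolerant mice were Il2ra and Penk. Il2ra (ENSMUSG00000026770) lies on chromosome 2 from 11642807 to 11693193 and encodes the α chain of the IL-2 receptor. It had 19.6 ± 3.77 CPM in tolerant and 0.674 ± 0.555 CPM in naive cells (SD, n = 3), a log2 fold change of 4.76 (standard error 0.67, adjusted p = 1.20e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each library left out in turn, the log2 fold change of Il2ra stayed between 4.42 and 5.59. Penk (ENSMUSG00000045573, chromosome 4 from 4133531 to 4138819) encodes proenkephalin. It had 11.3 ± 10.0 CPM in tolerant cells (SD, n = 3) and no read in naive cells, at least 10.9-fold higher (adjusted p = 0.000343). The log2 fold change of Penk was 8.05, and between 7.27 and 8.58 with each library left out in turn. These values depend on the prior count. When only the compared libraries entered the model, the adjusted p was 0.381 for Il2ra and 0.207 for Penk.

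**Figure D1:**
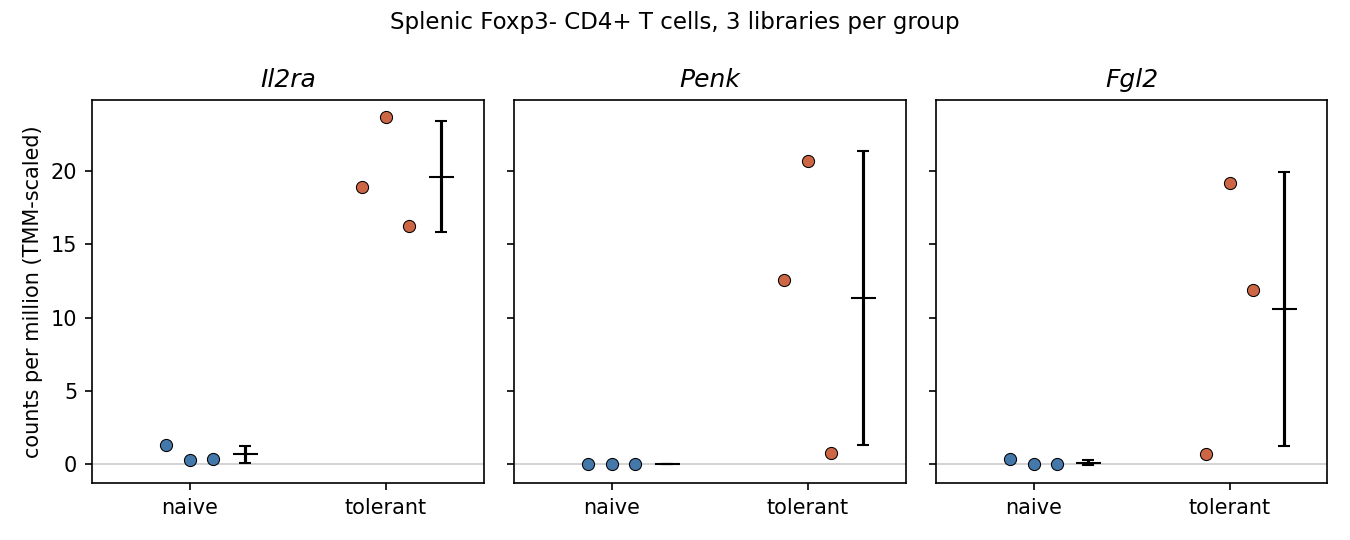
CPM (TMM-scaled) of Il2ra, Penk and Fgl2 in splenic Foxp3- CD4+ T cells of naive and tolerant mice. Points are single libraries, 3 per group, and bars to their right are mean ± SD. The naive libraries of Penk all lie at 0 CPM.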

The upregulated DEGs of *Il12ra* (27) and *Penk* (28) on CD4^+^Foxp3^–^ T cells of the tolerant group suggested that CTLA4-Fc/MR1 treatment did not fully inhibit activation of conventional CD4^+^ T cells (Figure 6C). 

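Fgl2 (ENSMUSG00000039899) lies on chromosome 5 from 21372642 to 21378374. It had 10.6 ± 9.32 CPM in CD4+Foxp3– T cells of tolerant mice and 0.109 ± 0.189 CPM in those of naive mice (SD, n = 3), at least 10.2-fold higher (adjusted p = 0.00461 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without replicate 2 of the naive cells, the adjusted p of Fgl2 was 0.0656, and with only the compared libraries in the model it was 0.469.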

Interestingly, fibrinogen-like protein 2 (*Fgl2*), which is reported to be preferentially expressed on memory T cells with the presence of IFN-γ (29), was upregulated on CD4^+^Foxp3^–^ T cells of the tolerant group (Figure 6C). FGL2 is reported to have a positive correlation with T cell immunoglobulin mucin receptor 3 (TIM3) and CTLA4 (30) and is an effector molecule that promotes Treg activity (29, 31).

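The 9 comparisons between Treg subsets gave 563 DEG calls on 358 unique genes. Of these genes, 218 were called in a single comparison and 140 in at least 2. By tissue, 315 genes were called between DLN subsets, 51 in comparisons with graft Tregs and 36 between splenic subsets. DESeq2 moved the number of unique genes most upward, to 2008 with 318 of the 358 among them, and ComBat-Seq most downward, to 76 with 71 of the 358 among them.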

Next, we focused on DEGs between different Treg subsets and identified 427 DEGs (FDR < 0.05) (Supplemental Table 1), including 158 overlapping DEGs and 269 DEGs that were unique to specific Treg subsets. After we removed 32 genes that were uninformative to the process, the heatmap of the 237 DEGs showed large differences in gene expression between graft Tregs and Treg subsets of the spleen or DLN (Figure 7A). 

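Graft Tregs differed from SP/naive Tregs in 33 DEGs, of which 19 were higher in graft Tregs, from SP/CD127hi Tregs in 26, of which 10 were higher, and from SP/CD127–/lo Tregs in 21, of which 14 were higher. With each library left out in turn, these numbers were from 27 to 44, from 25 to 47 and from 8 to 28, with 47 reached without replicate 2 of SP/CD127hi Tregs and 8 without replicate 3 of SP/CD127–/lo Tregs. Kap (ENSMUSG00000032758), the kidney androgen regulated protein on chromosome 6 from 133849851 to 133853762, had 338 ± 478 CPM in graft Tregs (SD, n = 3) and no read in SP/naive Tregs, at least 390-fold higher (adjusted p = 3.96e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and its 3 graft libraries had 114, 887 and 13.4 CPM. The adjusted p of Kap was 0.110 without replicate 2 of graft Tregs and 0.546 with DESeq2. The mitochondrial gene mt-Cytb (ENSMUSG00000064370) had 19481 ± 3276 CPM in graft Tregs, a log2 fold change of 1.69 against SP/naive Tregs (adjusted p = 6.83e-14), and the log2 fold change of SP/CD127hi Tregs against graft Tregs was -1.06 (adjusted p = 3.46e-05), while the likelihood ratio test gave an adjusted p of 0.195 and 0.484. Cxcr6 (ENSMUSG00000048521) had no read in SP/CD127–/lo Tregs and 54.9 ± 51.5 CPM in graft Tregs (SD, n = 3), at least 66.4-fold higher (adjusted p = 2.35e-05, and 0.331 with the stricter filter on low counts). The log2 fold change of SP/CD127–/lo against graft Tregs was -10.3 for Cxcr6. It was -9.33 without replicate 2 and -10.8 without replicate 3 of graft Tregs, values that depend on the prior count.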

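Between splenic Treg subsets, SP/CD127hi Tregs had 23 DEGs against SP/CD127–/lo Tregs and 5 against SP/naive Tregs, and SP/CD127–/lo Tregs had 18 against SP/naive Tregs. The first number was 14 without replicate 1 of SP/CD127–/lo Tregs, and the last 28 without replicate 3 of SP/naive Tregs. Of the 5 DEGs of SP/CD127hi Tregs against SP/naive Tregs, Cd79a, Ctsh and Mef2c were higher and Iglc1 and Malat1 lower. Iglc1 was not called without replicate 3 of SP/naive Tregs, where its adjusted p was 0.865, Mef2c reached 0.307 without the same library and Ctsh 0.392 without replicate 2 of SP/naive Tregs (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). None of the 5 was called with the likelihood ratio test or with the stricter filter on low counts. Across all genes, 1290 had an unadjusted p under 0.05 in this comparison, and without replicate 2 of SP/CD127hi Tregs it gave 20 DEGs. Between DLN subsets, DLN/CD127hi Tregs had 241 DEGs against DLN/naive Tregs and 106 against DLN/CD127–/lo Tregs, and DLN/CD127–/lo Tregs had 90 against DLN/naive Tregs. These 3 numbers moved most upward with DESeq2, to 959, 730 and 626, and most downward when only the compared libraries entered the model, to 22, 10 and 6. Without replicate 2 of DLN/CD127hi Tregs the first 2 gave 371 and 232, and without replicate 1 of DLN/CD127–/lo Tregs the last gave 177. The mean MDS distance between libraries of SP/naive and DLN/naive Tregs was 5.85 ± 0.09 (SD over 9 pairs of libraries), and that between libraries of DLN/naive Tregs was 6.58 ± 0.05 (3 pairs).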

There were moderate differences between splenic Treg and DLN Treg subsets and minor differences within the 3 Treg subsets of the spleen and DLN (Figure 7A). These data verified a Treg heterogeneity among Treg populations within transplant-tolerant mice and differed from that seen in naive mice. When looked at in the context of the MDS data (Figure 6A), these gene profiles showed that the Treg populations from transplant-tolerant mice shared many signaling pathways in common but also had different transcriptional profiles based on their anatomical location and activation status.

### Lymphoid memory-like CD127^hi^ Tregs and graft Tregs of tolerant mice show a shared transcriptional trajectory with tissue Tregs.

Next, we explored possible precursor relationships between secondary lymphoid organ Tregs and nonlymphoid tissue Tregs. The MDS showed naive Treg and CD127^–/lo^ Treg subsets tended to subcluster together; meanwhile CD127^hi^ Treg and graft Treg subsets tended to group together, indicating a similarity between lymphoid CD127^hi^ Tregs and graft Tregs in transplant tolerance (Figure 6A). This also supports the hypothesis that the graft Treg subset was the result of further differentiation of lymphoid Treg populations. 

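The mean MDS distance of the SP/CD127hi Treg libraries to the 3 graft Treg libraries was 5.88 ± 0.17, against 5.70 ± 0.16 for SP/CD127–/lo Tregs and 5.62 ± 0.11 for SP/naive Tregs (SD, n = 3). The distance of SP/CD127hi Tregs was larger by 0.175 than that of SP/CD127–/lo Tregs (exact permutation test, p = 0.3) and by 0.261 than that of SP/naive Tregs (exact p = 0.1, the smallest that 3 libraries against 3 allow). Graft Treg libraries lay 6.24 ± 0.14 from each other. In the plane of the first 2 dimensions, in contrast, the distance to the graft Tregs was 0.580 ± 0.093 for SP/CD127hi Tregs, 1.05 ± 0.19 for SP/CD127–/lo Tregs and 0.997 ± 0.199 for SP/naive Tregs (SD, n = 3), a difference of -0.470 between the CD127hi and CD127–/lo subsets (exact p = 0.1). This difference in the plane reversed when distances were taken over all genes (0.260) or over a common set of genes (0.315). On the second dimension, SP/CD127hi Tregs lay at -1.12 ± 0.44 and graft Tregs at -1.25 ± 0.09, and SP/naive and SP/CD127–/lo Tregs at -0.32 ± 0.18 and -0.34 ± 0.20 (SD, n = 3). Across the genes tested, the log2 fold changes of SP/CD127hi against SP/CD127–/lo Tregs and those of graft against SP/naive Tregs, which share no library, had a Pearson r of -0.0294 and a Spearman rho of -0.0725. Genes are not independent replicates, and r was 0.0120 without replicate 2 of SP/naive Tregs. With SP/naive Tregs as the common control of both subsets, in a model of the 9 libraries, r was 0.410, against 0.506 on average in 20 simulations of subsets without a difference. Both comparisons had an unadjusted p under 0.05 for 324 genes, against 158 to 194 in the simulations, and 7 genes were DEGs in both, against 0 to 1 in the simulations. In the model of all libraries, no gene was a DEG in both. With the same control in that model, r with graft Tregs was 0.403 for SP/CD127hi and 0.445 for SP/CD127–/lo Tregs. From the grouping of CD127hi Tregs with graft Tregs on the MDS plot (Figure 6A), the paper sees an indication of similarity between these subsets and support for the hypothesis that graft Tregs differentiated further from lymphoid Tregs.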

We next interrogated the DEGs in splenic CD127^hi^ Treg, DLN CD127^hi^ Treg, and graft Treg subsets compared with either naive Treg or CD127^–/lo^ Treg subsets. A summary of selected upregulated DEGs and their identified functions or associations is outlined in Supplemental Table 2. 

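Genes were compared in SP/CD127hi, DLN/CD127hi and graft Tregs against naive and CD127–/lo Tregs of the spleen or, for DLN Tregs, of the DLN. Among Il7r, Kctd12, H2-Ab1, Ctla2a, Anxa1, Adam8, Ccr2, Id2 and Ccl5, 8 of 9 genes were higher than in both reference subsets in SP/CD127hi Tregs, 9 of 9 in DLN/CD127hi Tregs and 8 of 9 in graft Tregs, and 2, 5 and 2 of them were DEGs in at least 1 comparison. Of Nebl, Fgl2, Rgs2, Il1rl1, Il18r1 and Ifngr1, none of 6 was a DEG of SP/CD127hi Tregs, although 5 were higher than in both references, and Ifngr1 and Rgs2 were DEGs of graft Tregs. Id2 (ENSMUSG00000020644) had 892 ± 438 CPM in graft Tregs and 168 ± 29.4 CPM in SP/naive Tregs (SD, n = 3), a log2 fold change of 2.41 (adjusted p = 0.000533 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ifngr1 (ENSMUSG00000020009) had a log2 fold change of 2.49 (adjusted p = 0.00317) and Rgs2 (ENSMUSG00000026360) of 3.42 (adjusted p = 0.0241) in the same comparison. Without replicate 2 of SP/naive Tregs, the adjusted p was 0.0733 for Ifngr1 and 0.298 for Rgs2. Ly6d (ENSMUSG00000034634) had 210 ± 126 CPM in DLN/CD127hi Tregs and 0.182 ± 0.315 CPM in DLN/CD127–/lo Tregs (SD, n = 3), at least 89.0-fold higher (adjusted p = 1.68e-10). Plac8 (ENSMUSG00000029322) had 88.1 ± 24.1 CPM in DLN/CD127hi Tregs (SD, n = 3) and no read in DLN/naive Tregs, at least 43.4-fold higher (adjusted p = 9.35e-10). With only the compared libraries in the model, the adjusted p of Plac8 was 0.0537, and with the likelihood ratio test that of Id2 and of Ifngr1 was 0.0813. Of 67 genes that the paper names, 4 were DEGs of SP/CD127hi against SP/naive Tregs and 10 against SP/CD127–/lo Tregs, 16 of graft against SP/naive Tregs, and 26 and 16 of DLN/CD127hi against DLN/naive and DLN/CD127–/lo Tregs. Adjusted over the 67 genes alone, the numbers were 26, 26, 48, 37 and 26, but the study chose these genes on the same libraries, so that this gives no independent evidence.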

The genes expressed by the subsets included shared upregulated DEGs or those with a tendency for enhanced gene expression (DEGs with FDR < 0.05 for at least 1 paired comparison) across the 3 Treg subsets, including *Il7r* (*CD127*), *Kctd12*, *H2*.*Ab1*, *Ctla2a*, *Anxa1*, *Adam8*, *Ccr2*, *Id2*, and *Ccl5* (marked *); the DEGs among DLN CD127^hi^ Tregs and graft Tregs included *Klrk1*, *Ccl8*, *Cxcr6*, *Ly6d*, *Plac8*, *CD19*, and *Igkv8*.*30* (unfilled dot); and DEGs among splenic CD127^hi^ Tregs and graft Tregs included *Nebl*, *Fgl2*, *Rgs2*, *Il1rl*, *Il18r1*, and *Ifngr1* (filled dot) (Figure 7A and Supplemental Figure 7). The enhanced *Il7r* expression on graft Tregs correlated well with the increased proportion of CD127^hi^ Tregs found in the grafts (Figure 4A). 

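Il7r (ENSMUSG00000003882) lies on chromosome 15 from 9505788 to 9530176 and encodes CD127. It had 866 ± 260 CPM in graft Tregs and 543 ± 108 CPM in SP/naive Tregs (SD, n = 3), a log2 fold change of 0.67 (standard error 0.36, adjusted p = 0.686 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The 3 graft libraries lay above the 3 libraries of SP/naive Tregs (exact permutation test, p = 0.1). Against SP/CD127–/lo Tregs, the log2 fold change of graft Tregs was 1.48 (adjusted p = 0.0685, and from 0.0131 with the replicate block to 0.401 with the stricter filter on low counts). In SP/CD127hi Tregs, Il7r had 1172 ± 80.0 CPM, against 311 ± 45.6 CPM in SP/CD127–/lo Tregs (SD, n = 3), a log2 fold change of 1.92 (adjusted p = 0.00163, and 0.296 with the likelihood ratio test). Against SP/naive Tregs, the log2 fold change of SP/CD127hi Tregs was 1.11 (adjusted p = 0.628, or 0.0367 with only the compared libraries in the model). In DLN/CD127hi Tregs, Il7r had 596 ± 106 CPM, against 522 ± 259 CPM in DLN/CD127–/lo Tregs (SD, n = 3), a log2 fold change of 0.19 that turned to -0.13 without replicate 1 of DLN/CD127–/lo Tregs. Compared with DLN/naive Tregs the log2 fold change was 0.42 (adjusted p = 0.619). It was 0.13 without replicate 1 and 1.12 without replicate 2 of DLN/naive Tregs.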

The majority of these DEGs have been identified on activated/effector or memory Tregs, or tissue Tregs found in various tissues or tumors, and demonstrated high suppressive function or tissue repair in numerous animal models and clinical studies (Supplemental Table 2). For instance, splenic CD127^hi^ and graft Tregs expressed *Il1rl1*, which encodes ST2/IL33 receptor. 

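A list of 29 genes of tissue Tregs, of which the paper names 7, was tested with camera on voom values. In graft Tregs against SP/naive Tregs, 25 of the 29 genes were higher, with a median log2 fold change of 1.18 (adjusted p = 3.00e-14 over 17 lists and 10 comparisons). In SP/CD127hi Tregs against SP/naive Tregs, 21 of 29 were higher, with a median of 0.82 (adjusted p = 2.36e-07). Both calls held with fry (0.000196 and 0.00514) and with an estimated correlation between genes. In SP/CD127hi against SP/CD127–/lo Tregs, 18 of 29 were higher (adjusted p = 0.332), and the list went down without the genes named in the paper (adjusted p = 0.353). In DLN/CD127hi Tregs against DLN/naive Tregs, 19 of 29 were higher (adjusted p = 0.512, but 0.0292 with fry and 0.00713 with the stricter filter on low counts), and without the named genes the list went down (adjusted p = 0.925). Without replicate 2 of DLN/CD127hi Tregs, the adjusted p was 0.0419.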

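Il1rl1 (ENSMUSG00000026069) lies on chromosome 1 from 40429570 to 40465415. It had 166 ± 63.6 CPM in SP/CD127hi Tregs, 244 ± 200 CPM in graft Tregs, 27.5 ± 14.6 CPM in SP/naive Tregs and 9.36 ± 6.58 CPM in SP/CD127–/lo Tregs (SD, n = 3). Against SP/naive Tregs, its log2 fold change was 3.15 in graft Tregs (standard error 1.09, adjusted p = 0.336) and 2.60 in SP/CD127hi Tregs (standard error 1.07, adjusted p = 0.718). Between SP/CD127hi and SP/CD127–/lo Tregs the log2 fold change was 4.15 (standard error 1.15, adjusted p = 0.209, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With only the compared libraries in the model, the adjusted p was 1.76e-06, 0.000219 and 1.85e-08 in these 3 comparisons. In each of them the 3 libraries of one subset lay above the other 3 (exact permutation test, p = 0.1).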

ST2^+^ tissue Tregs are highly suppressive, are associated with homeostasis and tissue repair function, and are found in a broad range of tissues, including skin, muscle (32), colon/intestine (33, 34), lung (33), brain (35), visceral adipose tissue (6, 33, 36), and kidney (37). The transcriptional regulator *Id2* has been shown to be essential for tissue-resident Tregsʼ differentiation, survival, and function (38).

To determine the biological processes specific to lymphoid CD127^hi^ Treg and graft Treg subsets, we tested DEGs on 6 paired cross-comparisons for enrichment of Gene Ontology (GO) terms (Biological Process, Benjamini-Hochberg–corrected *P* < 0.05; based on hypergeometric distribution against all observed genes) (Supplemental Table 3). This analysis showed a preponderance of pathways associated with immune regulation and revealed enrichment of upregulated DEGs in the IFN-γ pathway of graft Tregs and CD127^hi^ Tregs of the spleen and DLN (Figure 7B).

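With the second threshold of the paper, an absolute log2 fold change over 1.5 and an unadjusted p under 0.01, 787 genes differed between SP/CD127hi and graft Tregs, of which 481 were higher in SP/CD127hi Tregs. Graft and SP/naive Tregs differed in 670 genes, of which 235 were higher in graft Tregs. SP/CD127hi Tregs differed from SP/CD127–/lo Tregs in 452 genes, 287 of them higher, and from SP/naive Tregs in 359, of which 164 were higher. DLN/CD127hi Tregs differed from DLN/naive Tregs in 949 genes, 532 of them higher, and from DLN/CD127–/lo Tregs in 793, of which 394 were higher. These numbers moved most when only the compared libraries entered the model, with 215 and 143 genes for the 2 DLN comparisons, and with the stricter filter, with 75 genes for SP/CD127hi against SP/naive Tregs. Of the 164 and 235 genes higher in SP/CD127hi and in graft Tregs than in SP/naive Tregs, 22 were higher in both.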

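A list of 44 genes that respond to IFN-γ, of which the paper names 5, was tested with camera on voom values. In SP/CD127hi Tregs against SP/naive Tregs, 33 of the 44 genes were higher, with a median log2 fold change of 0.38 (adjusted p = 0.000796), and the call held with fry (0.0399) and with an estimated correlation (0.0345), but not without replicate 2 of SP/naive Tregs (0.199). In graft Tregs against SP/naive Tregs, 30 of 44 were higher, with a median of 0.26 (adjusted p = 0.00575). The call in graft Tregs did not hold with fry (0.300), with an estimated correlation (0.0585) or without the genes named in the paper (0.0679), nor without replicate 2 of SP/naive Tregs (0.322). In SP/CD127hi against SP/CD127–/lo Tregs, the adjusted p was 0.159 with 31 of 44 genes higher, and 0.0151 with the stricter filter on low counts and 0.00982 without replicate 2 of SP/CD127hi Tregs. In the DLN, it was 0.883 for DLN/CD127hi against DLN/naive Tregs (0.0105 with fry and 0.0111 with the stricter filter), where the direction turned downward without the named genes (0.757) and without replicate 2 of DLN/naive Tregs (0.877). Against DLN/CD127–/lo Tregs the adjusted p was 0.173, and it was 0.0218 without replicate 3 of DLN/CD127–/lo Tregs and 0.498, in the other direction, without replicate 2. The 3 IFN-γ response genes that were DEGs in graft Tregs against SP/naive Tregs were Cd74, Ciita and Ifngr1.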

To verify the findings of DEGs, we further assessed by real-time reverse transcriptase polymerase chain reaction (RT-PCR) the cytokine expression of IL-2, IL-7, and IL-33 and TIM3, a coinhibitory receptor expressed on IFN-γ–producing T cells and Tregs (39). A significantly increased expression of *Il2* and *Il33* in day 8 grafts and *Il7* in day 100 grafts was observed in tolerant mice, but not rejecting mice, when compared with naive mice. Meanwhile there was a significant increase of *Havcr2* (*Tim3*) in both day 8 and day 100 grafts of tolerant mice, indicating effector T cell exhaustion (40) and immune regulation of Tregs (39) at early and late time points after transplantation (Supplemental Figure 8A). Expression of *Il7*, *Il33*, and *Havcr2* (*Tim3*) was enhanced significantly in the spleen of tolerant mice at day 100 after transplantation (Supplemental Figure 8B). This verifies the RNA-Seq data for *Il7r*, *Il1rl*, *Fgl2*, and *Il12ra* within tolerant mice.

Together, these data support the hypothesis that antigen-experienced Tregs are primed in the DLN to be effector and memory-like CD127^hi^ Tregs and migrate back to the graft, where a proportion take on the function and phenotype of memory-like tissue-specific Tregs.

### IL-7 leads to strong phosphorylation of STAT5 in CD127^hi^ Tregs.

IL-2 is essential for naive Treg thymic development and is the main cytokine for homeostasis of peripheral naive/resting Tregs. IL-2 signals are propagated, in part, via activation of STAT5 (a positive regulator of IFN-γ production) (41), which functions as a key regulator of CD4^+^ T cell gene programming (42) and plays a critical role in Treg differentiation and function. IL-7 contributes to host defense by regulating the development and homeostasis of immune cells, including T cells (43). To understand the role of IL-2 and IL-7 on Tregs, using intracellular phosphor-protein staining with a multicolor flow cytometry panel, phosphorylation of STAT5 after IL-2 and IL-7 stimulation was assessed on Tregs (CD4^+^GFP^+^) and CD4^+^Foxp3^–^ T cells in recipient mice treated with CTLA4-Fc/MR1 at 100 days after transplantation. The baseline mean fluorescence intensity (MFI) of STAT5 phosphorylation was not different between cell types (Treg or CD4^+^GFP^–^ cell) in the 2 groups (transplant or naive mice), regardless of origin from the spleen or DLN (Figure 8A). As expected, a low dose of IL-2 (concentration 320 ng/mL) induced a vigorous phosphorylation of STAT5 in splenic CD4^+^GFP^+^ Tregs of naive mice but not CD4^+^GFP^–^ T cells (Figure 8, B and C). This IL-2–induced STAT5 phosphorylation was also observed on CD4^+^GFP^+^ Tregs in tolerant mice at 100 days. 

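In SP/naive Tregs, Il2ra had 398 ± 98.7 CPM (SD, n = 3), and its log2 fold change in naive CD4+Foxp3– T cells against SP/naive Tregs was -9.10 (standard error 0.76, adjusted p = 4.55e-22 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The mean CPM of Il2ra was between 275 and 509 in the other splenic and graft Treg subsets and between 403 and 494 in the DLN Treg subsets.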

Interestingly, although splenic CD4^+^Foxp3^–^ T cells of tolerant mice showed increased expression of *Il2ra*, there was no increase in IL-2–induced STAT5 phosphorylation on splenic CD4^+^Foxp3^–^ T cells of tolerant mice (Figure 8, B and C). As expected, low-dose IL-7 (concentration 5 ng/mL) significantly induced STAT5 phosphorylation on CD4^+^GFP^–^ T cells in both naive mice and transplant recipient mice. Importantly, a similar level of STAT5 phosphorylation was induced in CD4^+^GFP^+^ Tregs by IL-7 stimulation in both naive mice and tolerant mice. When IL-7–induced STAT5 phosphorylation was evaluated on CD127^hi^ Tregs, a significant increase in STAT5 phosphorylation was seen in CD4^+^GFP^+^CD127^hi^ Tregs from the spleen, DLN, and graft of tolerant mice (Figure 8D). These data provide an explanation for the observed increase in Tregs within day 8 grafts, where there was high *Il2* expression, and the increased number of CD127^hi^ Tregs in grafts and spleens of tolerant mice on day 100, where there was high *Il7* expression (Figure 4A, Figure 5, and Supplemental Figure 8).

### Memory-like CD127^hi^ Tregs prevent xenograft rejection.

To verify CD127^hi^ Treg suppressive ability, we sorted CD127^hi^ Tregs (CD127^hi^ CD44^+^CD62L^–^CD4^+^GFP^+^ Tregs) and tolerant Tregs (CD4^+^GFP^+^ Tregs) from the spleens of tolerant mice at ≥100 days after transplantation and adoptively transferred them into immune-deficient Rag^–/–^ recipients of NICC grafts (Supplemental Figure 9A). Sorted CD4^+^GFP^+^ Tregs from DEREG naive mice (naive Tregs) and CD4^+^GFP^–^ T cells (Foxp3^–^ CD4^+^ T) from Ly5.1Foxp3^GFP^ (CD45.1) naive mice were used as controls. First, the number of CD4^+^ T cells (Foxp3^–^) required for rejection of NICC grafts was determined after reconstitution of Rag^–/–^ recipients (Supplemental Table 4 and Supplemental Figure 9B). As described in Figure 9A, Tregs (CD45.2) were transferred into Rag^–/–^ recipients of NICC grafts 22 days after transplantation, and these mice were challenged with CD4^+^GFP^–^ T cells (CD45.1) at the ratio of 1:3 (Treg/CD4^+^ T) at day 45 and assessed for graft viability at day 122 or later. Insulin-positive islets were seen in recipient mice that received the memory-like CD127^hi^ Tregs and the insulin-positive control transplant–only group, not in those recipients that received unselected Tregs from tolerant mice or unselected naive Tregs or the Foxp3^–^ CD4^+^ T cell–only groups (Figure 9B). Islet function was further verified where the level of serum porcine C-peptide was not different between memory-like CD127^hi^ Tregs and the control transplant–only groups (Figure 9C). In contrast, no serum porcine C-peptide was detected in mice that received unselected Tregs from tolerant mice or naive mice (Figure 9C). The presence of both the memory-like CD127^hi^ Tregs (CD45.2) and the Foxp3^–^ CD4^+^ T cells (CD45.1) in the peripheral blood of transplanted Rag^–/–^ mice was verified 72 days after adoptive transfer of the Tregs (Supplemental Figure 9C). Here we demonstrated that memory-like CD127^hi^ Tregs prevented the NICC grafts from rejection in vivo and were more effective than naive or tolerant Tregs at preventing rejection.

### IFN-γ and regulatory cytokines, particularly IL-35 and IL-10 from CD127^hi^ Tregs, were associated with transplant tolerance.

IL-10 (44), TGF-β1 (45), and CTLA4 (46) play important roles in Treg suppression of other immune cell populations. IFN-γ is a key cytokine in both acute T cell–mediated allograft rejection (47) and tolerance induction, where IFN-γ has been shown to be produced by allogeneic Foxp3^+^ Tregs (48). Therefore, we assessed expression of these genes in the spleen, ALN, DLN, and graft in tolerant and rejection groups by real-time RT-PCR. There were no differences in *Ctla4* and *Tgfb1* expression in all lymph organ types. However, significantly increased *Ifnγ* expression was observed in the DLN of tolerant mice at day 100 compared with naive mice, but *Il10* expression was significantly higher in the ALN but not the DLN of the tolerant mice at day 8 and day 100 after transplantation when compared with the naive mice (Supplemental Figure 10). At day 8, *Ctla4* and *Il10* gene expression was increased significantly in the grafts of tolerant mice when compared with rejection or control grafts. Meanwhile there were no differences in *Tgfb1* and *Ifnγ* gene expression between rejection and tolerant mice. At day 100, the expression of *Ctla4*, *Il10*, *Tgfb1*, and *Ifn*γ was significantly increased in tolerant grafts when compared with controls (Supplemental Figure 10).

The expression of *Il10*, *Tgfb*, *Ebi3* (reflecting IL-35) (49), and *Blimp1* (50) was assessed on sorted splenic CD127^hi^ Tregs of day 100 tolerant mice by real-time RT-PCR. Compared with naive Tregs, the expression of *Ebi3* was significantly increased in CD127^hi^ Tregs, but there was no significant difference in *Il10* gene expression between CD127^hi^ Tregs and naive Tregs (Figure 9D). EBI3 dimerizes with IL12p35 to produce IL-35, a regulatory cytokine secreted by Tregs and shown to have potent suppressive function in a variety of conditions, including cancer (51), autoimmunity (52), and infections (49). The expression of *Blimp1*, a marker of activated T cells and essential for the secretion of IL-10 by Tregs, was increased on CD127^hi^ Tregs compared with Tregs and Foxp3^–^ CD4^+^ T cells from naive mice (Figure 9D).

Taken together, this suggests that IFN-γ and the regulatory cytokines, particularly IL-35 and IL-10 from CD127^hi^ Tregs, play an important role in transplant tolerance.

## Discussion

Here, we show that Tregs are vital to maintaining islet transplant tolerance induced by CTL4-Fc/MR1 treatment. We further identify a subset of memory-like CD127^hi^ Tregs within the graft and lymphoid organs Tregs that is critical to maintenance of transplant tolerance. We demonstrated that Tregs differentiate to express high CD127, and increased CD127^hi^ Tregs were associated with strong activation of phosphorylation of STAT5 by IL-7. Under tolerizing conditions, Tregs encounter antigen in the DLN and migrate to the graft, where they encounter antigen in the context of the graft and as a result undergo further differentiation into memory-type Tregs with high CD127 and CD44 expression and coexpression of CD69 and CD103, identifying them as tissue Tregs. Functionally, these memory-like CD127^hi^ Tregs had potent suppressive function in very small numbers and had a transcriptional profile that matched those of tissue Tregs or tumor-associated Tregs.

In recent years, the importance of the differing functional subsets of Tregs has been recognized in several immune conditions (5, 10, 12, 32, 37, 49, 51, 53–55). Tissue Tregs perform important homeostatic and regenerative functions in multiple tissues, limiting the harmful effects of inflammation (6, 7, 32–37, 56, 57). Tregs are also abundant in many tumors, where their potent suppressive function inhibits antitumor responses (51, 58–69). There is a shared transcriptional trajectory between tissue Tregs found in different anatomical sites and across species (7, 33, 36, 56, 57). It has also been reported that precursors for ST2^+^ tissue Tregs undergo a stepwise reprogramming in secondary lymphoid organs driven by the transcription factor *Batf* (33). These same processes appear to be present in the transplant setting, following antigen priming and activation in the DLN, then migration to the graft, where they undergo further differentiation and are involved in graft homeostasis and suppression of the inflammatory response.

In the context of transplant tolerance, it is known, from experimental studies in mice, that donor-antigen-experienced Treg suppression leads to tolerance that is antigen specific and infectious (4, 12, 70). Therefore, T cell receptor affinity to antigen is an important component of their suppressive function, and continuous exposure to antigen is essential for their ongoing activation (71). However, it is not clear if these activated/effector Tregs partially differentiate into memory Tregs (4, 11, 12). However, by using the porcine NICC graft-tolerant model, relatively large numbers of indirectly activated Tregs can be isolated and phenotyped from specific compartments. In long-surviving tolerant mice, Tregs with a memory-like phenotype and CD127^hi^ Tregs were found in the spleen, DLN, and grafts. The transcriptional profiles of these memory-like CD127^hi^ Tregs had unique transcriptional and signaling features that distinguished them from classical lymphoid Tregs, as well as shared similarities with other tissue Treg phenotypes that have been described (6, 32–37, 55, 56, 58, 63, 72).

Expression studies in mice and humans suggest a large diversity of overlapping Treg subsets (73). Specialization allows the Tregs to match canonical features that define the T cell–mediated inflammatory response, such as CD4^+^ T cell–mediated Th1, Th2, Th17, and T follicular cell responses (74–76). 

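Cd79b (ENSMUSG00000040592) had 151 ± 42.0 CPM in DLN/CD127hi Tregs and 0.701 ± 1.21 CPM in DLN/naive Tregs (SD, n = 3), at least 74.3-fold higher (adjusted p = 1.51e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.0643 with the stricter filter on low counts). Cd79a (ENSMUSG00000003379) had 29.1 ± 25.2 and 2.70 ± 2.81 CPM (SD, n = 3), a log2 fold change of 3.42 (adjusted p = 0.0750, or 0.0179 without the filter on low counts and 0.00228 without replicate 3 of DLN/CD127hi Tregs), and was a DEG of SP/CD127hi Tregs against SP/naive Tregs, at least 11.7-fold higher (adjusted p = 0.00181, but 0.276 with DESeq2). A list of 19 B cell genes, of which the paper names 8, was tested with camera. In DLN/CD127hi Tregs, 18 of the 19 were higher than in DLN/naive Tregs, with a median log2 fold change of 3.27, or 2.74 with genes at the limit of detection set to that limit (adjusted p = 4.50e-09, and 3.42e-05 with fry). Against DLN/CD127–/lo Tregs, 15 of 19 were higher (adjusted p = 1.07e-06, and 0.00845 with fry). In SP/CD127hi against SP/naive Tregs, 13 of 19 were higher (adjusted p = 0.0559). With 1 library left out, this ranged from 0.00180 without replicate 2 of SP/CD127hi Tregs to 0.524 without replicate 2 of SP/naive Tregs. Over 14 abundant B cell genes, the level in DLN/CD127hi Tregs corresponded to a median of 4.8% of that in CD45+CD4– cells. Serpinb1a (ENSMUSG00000044734), on chromosome 13 from 32842092 to 32851185, had 32.4 ± 21.2 CPM in SP/CD127hi Tregs (SD, n = 3) and no read in graft or SP/CD127–/lo Tregs, at least 38.4-fold and 39.1-fold higher (adjusted p = 0.000162 and 0.000302, and 0.218 and 0.428 with the stricter filter). In DLN/CD127hi Tregs it had 97.0 ± 150 CPM (SD, n = 3) and no read in DLN/naive Tregs, at least 47.8-fold higher (adjusted p = 3.76e-05). Its 3 DLN/CD127hi libraries had 270, 14.2 and 7.26 CPM, so that this limit rests mainly on replicate 1, without which the adjusted p was 0.0109.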

Our studies show that both the lymphoid CD127^hi^ Treg subsets and/or graft Tregs found in the tolerized islet transplants express transcription regulators associated with B cells and immunoglobulin production, such as *Cd19*, *Cd79a*, *CD79b*, and immunoglobulin genes, in addition to the major survival factor of neutrophils *Serpinb1a* (Supplemental Table 2). As proposed by others, these data suggest that Tregs can adapt to the inflammatory environment and suppress the corresponding immune response using similar transcriptional drivers (77). These Treg findings reflect reports of tissue-resident memory CD8^+^ T cells that possess unique functional and transcriptomic signatures in different tissue environments (78–80).

Although this study has focused on the phenotype of CD127^hi^ Tregs and their capacity to suppress rejection and promote tolerance, the experimental model did rely on dual blockade of the B7/CD28 and CD40/CD154 pathways. Whether this is essential for the development of CD127^hi^ Tregs in transplant settings is uncertain. Clinically, belatacept is approved for use in transplantation, though early studies of CD154 blockade were ceased because of thromboembolic complications. However, newer agents blocking either CD154 or CD40 are undergoing clinical trials, and there is the potential, in the future, to assess the clinical value of dual costimulation blockade (81). Regardless of the induction agent, Tregs have been proposed as therapy for promoting transplant tolerance as well as suppressing autoimmune diseases, due to their unique suppressive function and stability. However, developing Tregs as a viable clinical therapy has had issues around selection, potency, and specificity; concerns regarding off-target effects; and limitations in suppressing established immune responses (82, 83). Further, our data suggest that strategies that promote or develop a tissue-specific, long-lived memory Treg may be more potent and effective in suppressing the cognate immune response and inflammation in a transplanted graft. In addition, after activation, Tregs may utilize IL-7 or IL-35 for survival, in preference to IL-2, which may act more broadly (10, 34, 36, 49, 51, 52).

In conclusion, this study demonstrates that memory-like CD127^hi^ Tregs develop in lymphoid organs and are further reprogrammed within the graft with an established phenotype as a memory-like CD127^hi^ tissue Treg with a unique molecular signature that is critical for maintaining tolerance. It provides a potential pathway for developing Tregs with this phenotype for potential clinical studies.

## Methods

### Sex as a biological variable.

Mice of both sexes were used in the study, and no significant difference was observed.

### Animals.

Breeding pairs of transgenic Foxp3^GFP^ mice expressing GFP under the control of the Foxp3 promoter (84) and DEREG mice (CD45.2), which carry the DT receptor and enhanced GFP transgene under the Foxp3 promoter (all on C57BL/6 background) (85), were provided by Alexander Rudensky (Sloan Kettering Institute, New York, New York, USA) and Tim Sparwasser (Institute of Medical Microbiology and Hygiene, Dresden, Germany), respectively. C57BL/6 Ly5.1 mice were purchased from the Animal Resource Center (Perth, Australia), and Ly5.1Foxp3^GFP^ mice (CD45.1) were bred at Westmead Animal Care Facility (Sydney, Australia). Rag^–/–^ mice were obtained from the Animal Resource Center (Perth, Australia) and Australia BioResources (Moss Vale, Australia). Newborn Westran pigs aged 2–7 days were obtained from either The University of Sydney Camden Campus or Bringelly Pig Farm.

### Mouse model of porcine NICC transplant tolerance.

Porcine NICCs were isolated from the pancreas of 1- to 3-day-old piglets and propagated in culture for 6 days as described previously (86) and in Supplemental Methods. DEREG mice were transplanted with 4,000 islet equivalent porcine NICCs under their renal capsules as described previously (17). The tolerant group of DEREG mice received an i.p. dose (500 μg/mouse) of MR-1 (Bioexpress) at days 0, 2, 4, and 6 and a single i.p. dose (500 μg/mouse) of CTLA4-Fc (NS-1, WEHI Antibody Facility, Australia) at day 0. The DEREG mice transplanted with porcine NICCs without treatment were the rejection group. The transfer of donor immune cells did not occur in this islet transplant model (Supplemental Figure 11). Graft function was assessed by histological examination and serum porcine C-peptide. Graft rejection was defined as no visible intact graft with no positive insulin staining and serum porcine C-peptide less than 10 pmol/L (17).

### Depletion of Tregs in DEREG recipients.

DEREG mice were used for specific depletion of Tregs (12). In addition to costimulatory blockade, the transplanted DEREG mice were administrated DT (Calbiochem) daily at 12 ng/g i.p. starting 3 days before transplantation and continued for 3 days at 8 ng/g i.p., followed by no injection for the next 3 days (depletion group). This was continued until day 17 after transplantation.

### Flow cytometric analysis and cell sorting.

Peripheral blood samples were collected from CTLA4-Fc/MR1–treated DEREG recipients with and without DT treatment, to assess the efficacy of depletion on days 0, 3, 10, and 15. Spleens, ALNs, DLNs, or grafts were collected on days 8 and/or ≥100 after transplantation from DEREG recipients with and without treatment of CTLA4-Fc/MR1 and control DEREG mice (without transplantation and no treatment) for assessment of T cell and Treg subsets. The peripheral blood samples in transplanted Rag^–/–^ mice were collected at day 72 after adoptive transfer of Tregs (day 49 after challenging Foxp3^–^ CD4^+^ T cells). Transferred Tregs from DEREG mice were identified by the expression of CD45.2, and Foxp3^–^ CD4^+^ T cells from Ly5.1Foxp3^GFP^ mice were identified by the expression of CD45.1. Flow cytometry analysis was performed on a BD LSRII and BD LSRFortessa. Data were acquired using BD FACSDiva Version 6 Software system, then analyzed using FlowJo V10 as described previously (87).

Cell sorting and purity (the percentage of selected cell subset) after sorting were performed on BD FACSAria II to attain a purity more than 95% for collected samples used for assessment of Treg function in Rag^–/–^ mice. The tolerant Tregs or memory-like CD127^hi^ Tregs were sorted from the spleens of DEREG recipients that received CTLA4-Fc/MR1 at least 100 days after transplantation. DEREG mice without transplantation were the source of naive Tregs. CD4^+^GFP^–^ T cells from Ly5.1Foxp3^GFP^ mice were sorted as Foxp3^–^ CD4^+^ T cells for rechallenge. Briefly, the CD4^+^ T cells were separated using the mouse CD4 (L3T4) microbeads (Miltenyi Biotec) according to the manufacturer’s instructions using the autoMACS Pro Separator (Miltenyi Biotec). These isolated CD4^+^ T cell samples were sorted to collect tolerant Tregs based on negative DAPI (Invitrogen) and positive expression of CD4 and GFP and memory-like CD127^hi^ Tregs further based on positive or negative expression of CD44, CD127, and CD62L (Supplemental Figure 9A).

Cell sorting was performed on BD Influx using a single-drop envelope to attain high purity (>98%) and accurate sort volumes for performing real-time RT-PCR and bulk RNA-Seq. The samples of spleen, DLN, and graft were collected from DEREG recipients with tolerized porcine NICC grafts at day 100 or DEREG mice without transplantation. Cell samples were stained and sorted for naive Tregs, CD4^+^GFP^–^ T cells based on negative DAPI and the expressions of CD4 and/or GFP, and CD127^hi^ Treg and CD127^–/lo^ Treg subsets further based on CD127 expression (Supplemental Figure 5). Splenic cells were depleted of CD4^+^ T cells using CD4 (L3T4) microbeads and stained and sorted for CD45^+^CD4^–^ based on expression of CD45 and negative expression of DAPI.

Staining protocols, including intracellular phosphorylated STAT5 staining, are described in detail in Supplemental Methods, and antibodies are listed in Supplemental Table 5.

### Response of Tregs to IL-7 and IL-2.

Cells of spleens, DLNs, and grafts from CTLA4-Fc/MR1–treated DEREG recipients day 100 after transplantation and naive mice were stimulated with murine IL-7 (PeproTech) or recombinant human IL-2 (Novartis) at a final concentration of 5 ng/mL or 320 ng/mL, respectively, for 5 minutes at 37°C in a water bath, then incubated for 25 minutes at 37°C with 5% CO_2_. PBS was used as control on spleen and DLN samples. After stimulation, cells were fixed with CytoFix (BD) and permeabilized with Phosflow Perm Buffer III (BD) before staining with CD4, CD127, and STAT5 antibodies. Flow cytometry analysis was performed on BD FACSymphony.

### Assessment of Treg function by adoptive transfer of Tregs and challenge with Foxp3^–^ CD4^+^ T cells in Rag^–/–^ mouse recipients of porcine NICC grafts.

Sorted memory-like CD127^hi^ Tregs were adoptively transferred intravenously into Rag^–/–^ mouse recipients of NICC xenografts on day 22 after transplantation. On day 45 after transplantation, these mice were challenged intravenously with CD4^+^GFP^–^ T cells at the ratio of 3:1 (CD4^+^ T/Treg). There were 5 transplanted groups, including Rag^–/–^ mice that were infused with naive Tregs, tolerant Tregs, and memory-like CD127^hi^ Tregs and were challenged with Foxp3^–^ CD4^+^ T cells. The 2 control groups included transplanted Rag^–/–^ mice without infusion of Tregs and Foxp3^–^ CD4^+^ T cells (transplant only, the positive islet control) and Rag^–/–^ mice transfused with CD4^+^GFP^–^ T cells (the negative islet control). All mice were sacrificed by ≥day 120 after transplantation (which was equal to post–adoptive transfer ≥100 days).

### Measurement of porcine C-peptide.

To assess graft function, the level of porcine C-peptide was measured in the serum of NICC graft recipients using Mercodia porcine C-peptide ELISA according to the manufacturer’s instructions.

### Histological examination of porcine NICC grafts.

Kidneys containing the grafts in DEREG recipients at days 8, 20, and ≥100 after transplantation and in Rag^–/–^ recipients day ≥122 after transplantation were fixed in 10% formalin and paraffin-embedded for H&E staining and insulin staining. Porcine endocrine cells were detected using immunohistochemistry by primary antibody polyclonal guinea pig anti-insulin (Agilent Dako) with secondary antibody rabbit anti–guinea pig IgG/HRP (Agilent Dako) on paraffin sections. Slides were incubated with DBA, stained with hematoxylin, and dehydrated as described previously (17). Slides were imaged on the NanoZoomer Slide Scanner using NDP.scan 2.2.60 software. Images were visualized using Aperio ImageScope (v.12.4.0.7018) software (Leica Biosystems).

Porcine endocrine cells also were identified using immunofluorescence staining with polyclonal guinea pig anti-insulin antibody (primary antibody) and with goat anti–guinea pig Texas Red (Abcam) as the secondary antibody on frozen OCT sections of grafts of rejection and tolerant mice (17). The slides were counterstained with DAPI Vectashield Mounting Medium (Vector Laboratories) (87). Slides were imaged on Olympus FV ≥1000 confocal microscope, with FV10-ASW 4.2 software.

Antibodies used are detailed in Supplemental Table 6. The staining protocols of immunohistochemistry and immunofluorescence are described in Supplemental Methods.

### Real-time RT-PCR.

RT-PCR was performed using TaqMan Gene Expression Assay (Thermo Fisher Scientific) according to the manufacturer’s instructions on the cDNA of spleen, ALN, DLN, and NICC graft with kidney capsule on day 8 and day 100 from DEREG recipients with and without CTLA4-Fc/MR1 treatment and control samples. Real-time RT-PCR was performed in duplicate using the Bio-Rad CFX96 in 96-well and 384-well plates (Bio-Rad). *Il10*, *Tgfb1*, *Ifnγ*, *Blimp1*, *Ctla4*, *Ebi3*, *Il12*, *Il7*, *Il18*, *Il33*, *Havcr2* (*Tim3*), *Hprt* (Thermo Fisher Scientific), and *Gapdh* (Applied Biosystems) (Supplemental Table 7). The mRNA expression was measured as the relative quantity of *Gapdh* or *Hprt* for normalized gene expression using the comparative Ct method.

### IMC.

All antibodies were validated, pretitrated, and supplied in per-test amounts by the Ramaciotti Facility for Human Systems Biology Mass Cytometry Reagent Bank, The University of Sydney, and listed in Supplemental Table 8. Reagent bank antibodies were purchased from Fluidigm in preconjugated form, or unlabeled antibodies were purchased and conjugated by the Ramaciotti Facility for Human Systems Biology with the indicated metal isotope using the MaxPAR conjugation kit (Fluidigm) according to the manufacturer’s protocol. Frozen OCT graft-kidney samples from DEREG recipients at days 8, 20, and 100 after transplantation were performed for IMC with staining protocol as in Supplemental Methods. Subsequent slides were stained for hematoxylin and insulin to confirm graft sites. IMC sections were acquired on a Helios time-of-flight mass cytometer coupled to Hyperion Imaging System (Fluidigm), using an Nd:YAG 213 nm laser (200 Hz, energy 4–8 dB). Laser ablation was performed at approximately 1 μm resolution. Slides were ablated in a semirandomized order over a period of 3 weeks, with machine calibration occurring after every shutdown. Ablated areas were those containing NICC graft sites, with the previously hematoxylin- and insulin-stained subsequent slides being used as guides. IMC data visualization, cell segmentation and region of interest extraction, and software for IMC analysis are described in detail in Supplemental Methods and listed in Supplemental Table 9.

### Bulk RNA-Seq library preparation, data visualization, and data analysis.

Amplified cDNA for each sample was generated directly from 1,000 sorted Tregs using the SMART-Seq v4 Ultra Low Input RNA Kit for sequencing (Takara Clontech) according to the manufacturer’s instructions. Barcoded cDNA libraries were generated with the Nextera XT DNA Library Preparation kit (Illumina) and sequenced with a 2 × 75 bp paired-end protocol with a v3 reagent kit on the MiSeq (samples of DLN) and NextSeq 500 instruments (Illumina) (samples of spleen and graft) according to the manufacturer’s instructions.

Bulk RNA-Seq library data were visualized. To evaluate gene expression patterns between models, we constructed an integrated gene expression object, read counts were imported into R, and background was removed (counts per million < 1 in all samples or not mapped specifically to gene features). ComBat-Seq from the R package Surrogate Variable Analysis (R package version 3.40.0.) (88) was used to generate batch-normalized counts. The resulting count matrix was converted into an edgeR DGEList object. Normalization was performed using the edgeR function calcNormFactors before MDS with the plotMDS function. The limma function voom was used to make weighted log-scaled expression values for heatmap visualizations using pheatmap (89) and to make candidate expression box plots using ggplot2 (90).

Library sequencing quality was determined using FastQC (Babraham Bioinformatics). Illumina adaptor sequence and low-quality read trimming (read pair removed if < 20 bp) was performed using Trim Galore (Babraham Bioinformatics). STAR (91) was used to align reads to mouse genome mm10 using Ensembl gene annotations as a guide. Read counts data corresponding to Ensembl gene annotations were generated using HTSeq (92). 

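The unique mapping rates computed from the counts were between 75.6% and 85.3% in the 24 libraries of spleen and graft and between 81.2% and 88.4% in the 9 libraries of DLN. The read pairs on genes equalled those of Supplemental Table 10 in 33 of 33 libraries. The share of read pairs that mapped to the genome outside annotated genes was from 13.2% to 40.2% in spleen and graft and from 25.5% to 49.0% in DLN.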

In this study, libraries were mapped to a mouse mm10 + EGFP genome with a 75%–85% unique mapping rate (Supplemental Table 10), consistent with low-input kits. All analyses were performed in the R Statistical Environment (R Core Team) with tidyverse (90). Briefly, counts data were background corrected and normalized for library size using edgeR (93). DEG were determined using the glmLRT (FDR < 0.05 as significance, or absolute log FC > 1.5 combined *P* < 0.01). DEG lists with absolute log FC > 1.5 combined *P* < 0.01 were functionally annotated with GO Biological Processes pathway analysis (Supplemental Table 3) (94).

### Statistics.

Statistical analysis was performed using GraphPad Prism 8.2. Differences between 2 groups were evaluated using 2-tailed unpaired *t* test, 2-tailed paired *t* test, or Mann-Whitney *U* test, while 3 or more groups were compared using a 1-way ANOVA followed by Tukeyʼs multiple-comparison test or Kruskal-Wallis test (nonparametric) followed by Dunnʼs multiple-comparison test. Data were expressed as mean ± SEM. *P* < 0.05 was considered statistically significant.

### Study approval.

Animal protocols were approved by the animal ethics committee of Western Sydney Local Health District, Westmead, New South Wales, Australia.

### Data availability.

All data presented in this manuscript are accessible in the Supporting Data Values XLS file. All RNA-Seq data have been deposited at National Center for Biotechnology Gene Expression Omnibus and are publicly available as of the date of publication (accession number GSE220447).

## Author contributions

YZ, LN, and HW as co–first authors contributed to performing experiments and establishing transplant models, analyzed data, and wrote the manuscript. YZ was responsible for the establishment of the transplant model and related experiments, and her name appears first because of her role in the initiation of the project; LN and HW were responsible for the phenotypic, transcriptomic, and functional experiments in vitro. YWQ contributed to performance of experiments and establishment of the transplant model and analyzed and visualized data. WJH performed islet transplantation and porcine NICC isolation and culture. AT, YVC, HB, and EJV contributed to performance of porcine NICC isolation and culture. GYZ and YMW contributed to establishment of Ly5.1Foxp3^GFP^ mice and discussion of transplant model establishment. BSG and JL contributed to performance of Bulk RNA-Seq and data analysis. NMR, GZ, and SY contributed to the discussion of the research data. SIA contributed to interpretation of this work and edited the manuscript. MH and PJO contributed to conception, design, and interpretation of this work and wrote and finalized the manuscript for publication.

## Supplementary Material

Supplemental data 1

Supplemental data 2

Supplemental table 10

Supporting data values

## Figures and Tables

**Figure 1:**
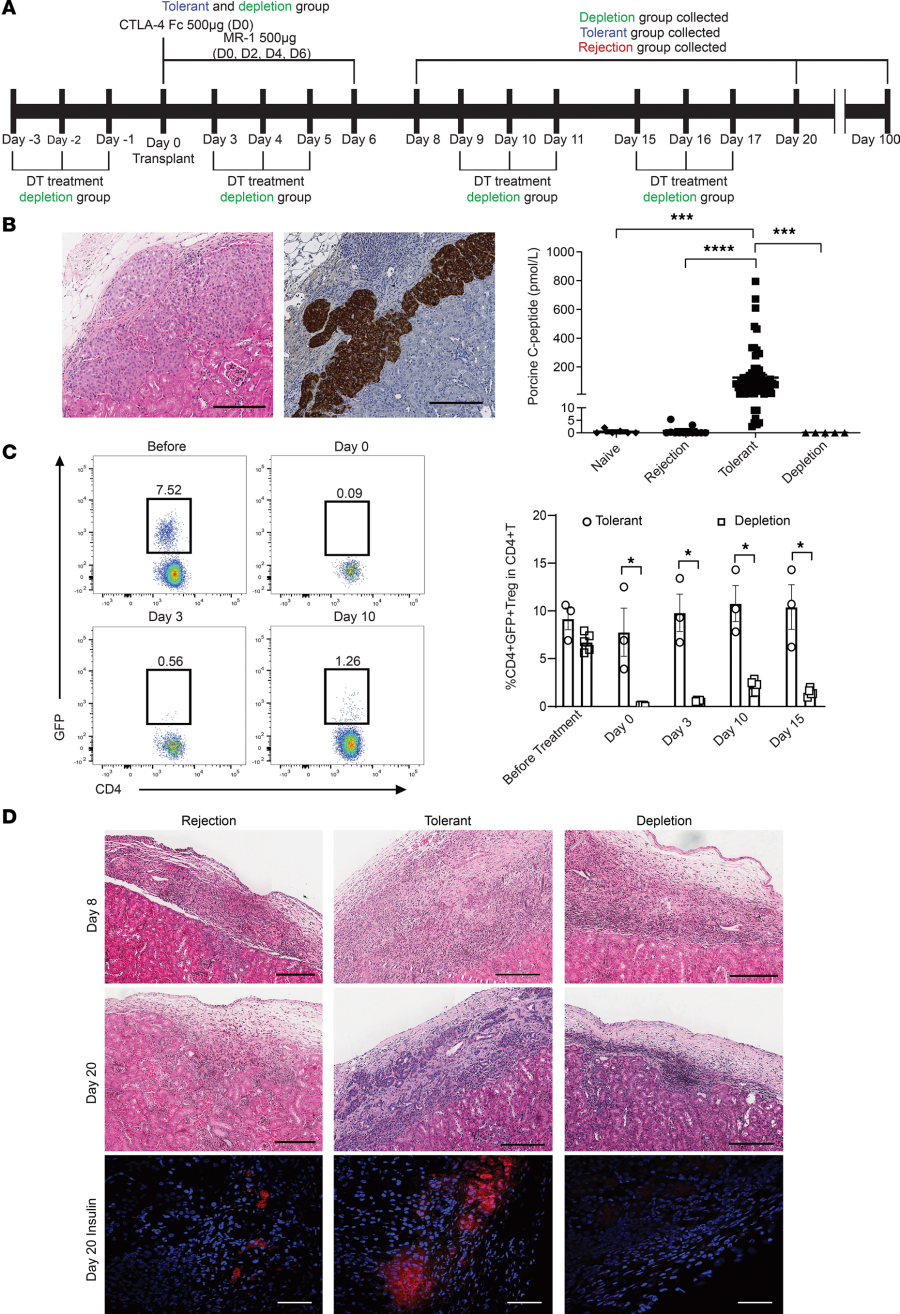
Depletion of Tregs in induction phase abolishes transplant tolerance induced by short-term treatment with CTLA4-Fc/MR1 in DEREG mouse recipients of porcine NICC grafts. (**A**) Schematic illustration of CTLA4-Fc/MR1 treatment (tolerant group) and Treg depletion (depletion group) timelines for DEREG recipients receiving porcine NICC transplants. DEREG recipients assigned to the rejection group did not receive any treatments. Samples were collected from all groups on days 8, 20, and ≥100 after transplantation. (**B**) Functional assessments of porcine NICC transplants in DEREG recipients day 100. Micrographs of H&E (left) and immunohistochemistry (IHC) insulin-positive staining (brown) (right) of porcine NICC grafts in the tolerant group are shown. Data for serum porcine C-peptide in tolerant group (*n* = 69), rejection group (*n* = 12), depletion group (*n* = 5), and control DEREG mice, which were neither transplanted nor treated with CTLA4-Fc/MR1 (naive group/mice) (*n* = 6). (**C**) Confirmation of Treg depletion in CTLA4-Fc/MR1–treated DEREG recipients with the DT injection regimen. Representative pseudocolor plots of CD4 versus GFP (gated on CD4^+^ T cells) showing CD4^+^GFP^+^ Tregs in peripheral blood mononuclear cells (PBMCs) from deletion group recipients before transplant and days 0, 3, and 10 after transplant. The proportion of CD4^+^GFP^+^ Tregs in CD4^+^ T cells of PBMCs in the depletion group (*n* = 5) and tolerant group (*n* = 3) before treatment and on day 0, day 3, day 10, and day 15. (**D**) Micrographs of H&E-stained porcine NICC grafts at day 8 and day 20 and immunofluorescence insulin-stained porcine NICC grafts day 20 in the rejection, tolerant, and depletion groups. The positive insulin staining was shown in red. H&E and IHC images were visualized using Aperio ImageScope (v.12.4.0.7018) software (Leica Biosystems). The immunofluorescence images were imaged on Olympus FV ≥1000 confocal microscope with FV10-ASW 4.2 software. Scale bar: 200 μm (**B** and H&E, **D**); 50 μm (immunofluorescence, **D**) Kruskal-Wallis test was used in **B**, and Mann-Whitney test was used in **C**. Data were from 9 independent experiments and shown as mean ± SEM. Label of statistical significance: *P < 0.05, ***P < 0.001, ****P < 0.0001.

**Figure 2:**
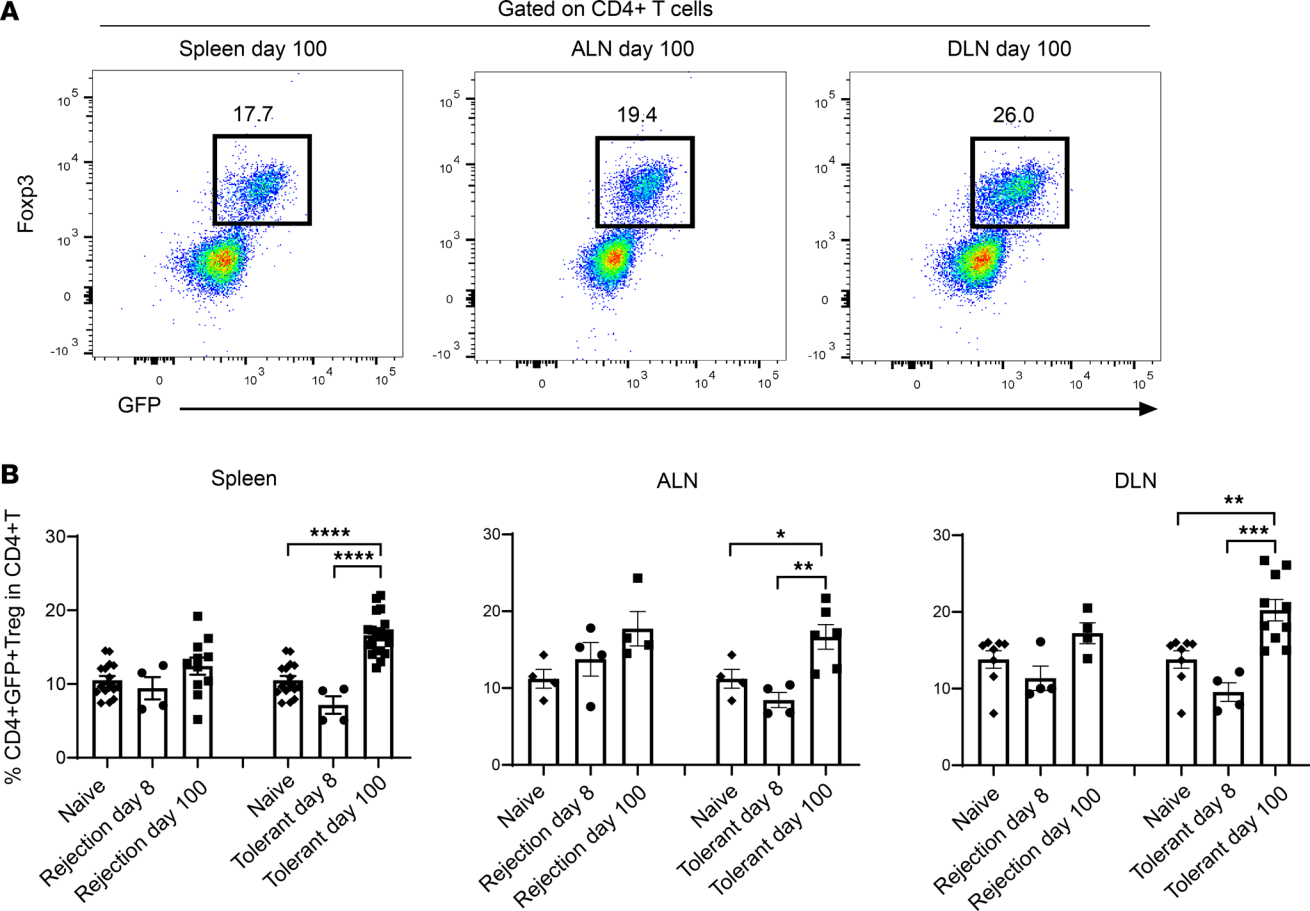
Tregs expand in spleen and lymph nodes of transplant-tolerant mice during transplantation. (**A**) Confirmation of surface GFP expression representing intracellular Foxp3 expression in DEREG recipients. Representative pseudocolor plots of GFP versus Foxp3 (gated on CD4^+^ T cells) revealed that CD4^+^GFP^+^ T cells were CD4^+^Foxp3^+^ Tregs in the spleen, axillary lymph node (ALN), and draining LN (DLN) in the tolerant group at day 100 after transplantation. (**B**) The proportions of CD4^+^GFP^+^Foxp3^+^ Tregs within CD4^+^ T cells of the spleen, ALN, and DLN in tolerant group (*n* = 4–20), rejection group (*n* = 4–11) on day 8 and day 100 after transplantation, and control naive group (*n* = 4–16) by flow cytometry analysis. The comparison within the group between different time points is shown. A 1-way ANOVA was used. Data were from 4 independent experiments and shown as mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

**Figure 3:**
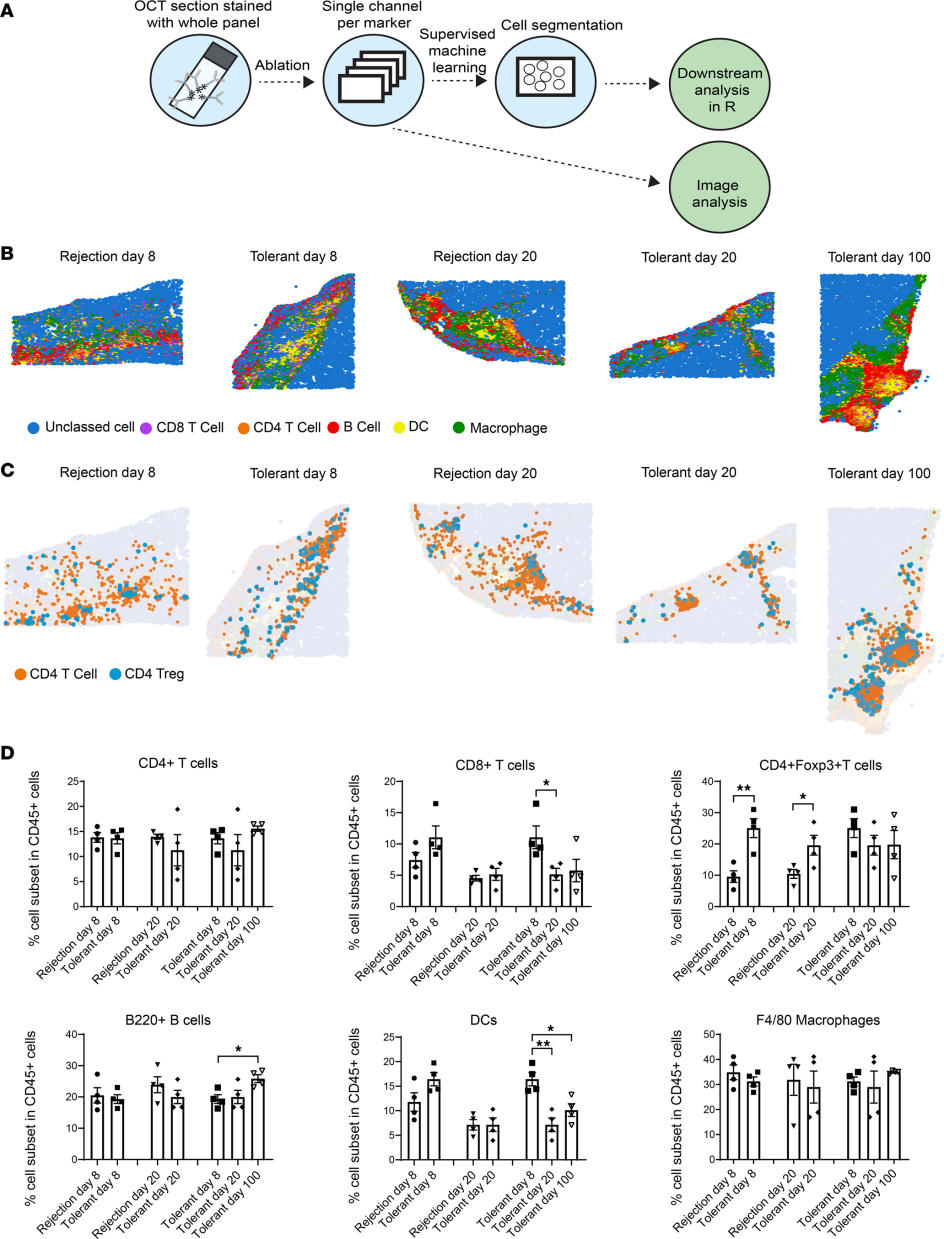
Immune cell classification in the graft site shows expanded Tregs within tolerant grafts. (**A**) A schematic image showing the imaging mass cytometry (IMC) staining and data analysis pipeline. (**B**) Presentation of CD8^+^ and CD4^+^ T cells, B cells, macrophages, and dendritic cells (DCs) in both rejection and tolerant grafts. Representative pseudo-images of tolerant (day 8, 20, 100) and rejection (day 8, 20) groups by IMC. Cell group classification included CD8^+^ T cells (purple: CD45^+^CD3^+^CD8^+^CD4^–^), CD4^+^ T cells (orange: CD45^+^CD3^+^CD4^+^CD8^–^Foxp3^–^), B cells (red: CD45^+^CD3^–^B220^+^), DCs (yellow: CD45^+^F4/80^–^IA/IE^+^CD11c^+^), macrophages (green: CD45^+^F4/80^+^), and unclassed cells (blue: CD45^–^). Pseudo-image plots represented tissue area of average 1.044 mm^2^ (SEM = 0.06 mm^2^). (**C**) IMC pseudo-images of the same representative graft sites as in **B** showing distribution of CD4^+^ T cells (orange) and CD4^+^ Tregs (blue: CD45^+^CD3^+^CD4^+^CD8^–^Foxp3^+^ cells). (**D**) Quantification of cell types between experimental groups/days based on classification in **B** and **C**, where numbers were presented as percentage of all CD45^+^ cells. An unpaired 2-tailed *t* test was used for comparing rejection group to tolerant group and spleens to grafts. A 1-way ANOVA was used for comparing day 8, day 20, and day 100 within tolerant group. Error bars indicate the mean ± SEM. Label of statistical significance: *P < 0.05, **P < 0.01.

**Figure 4:**
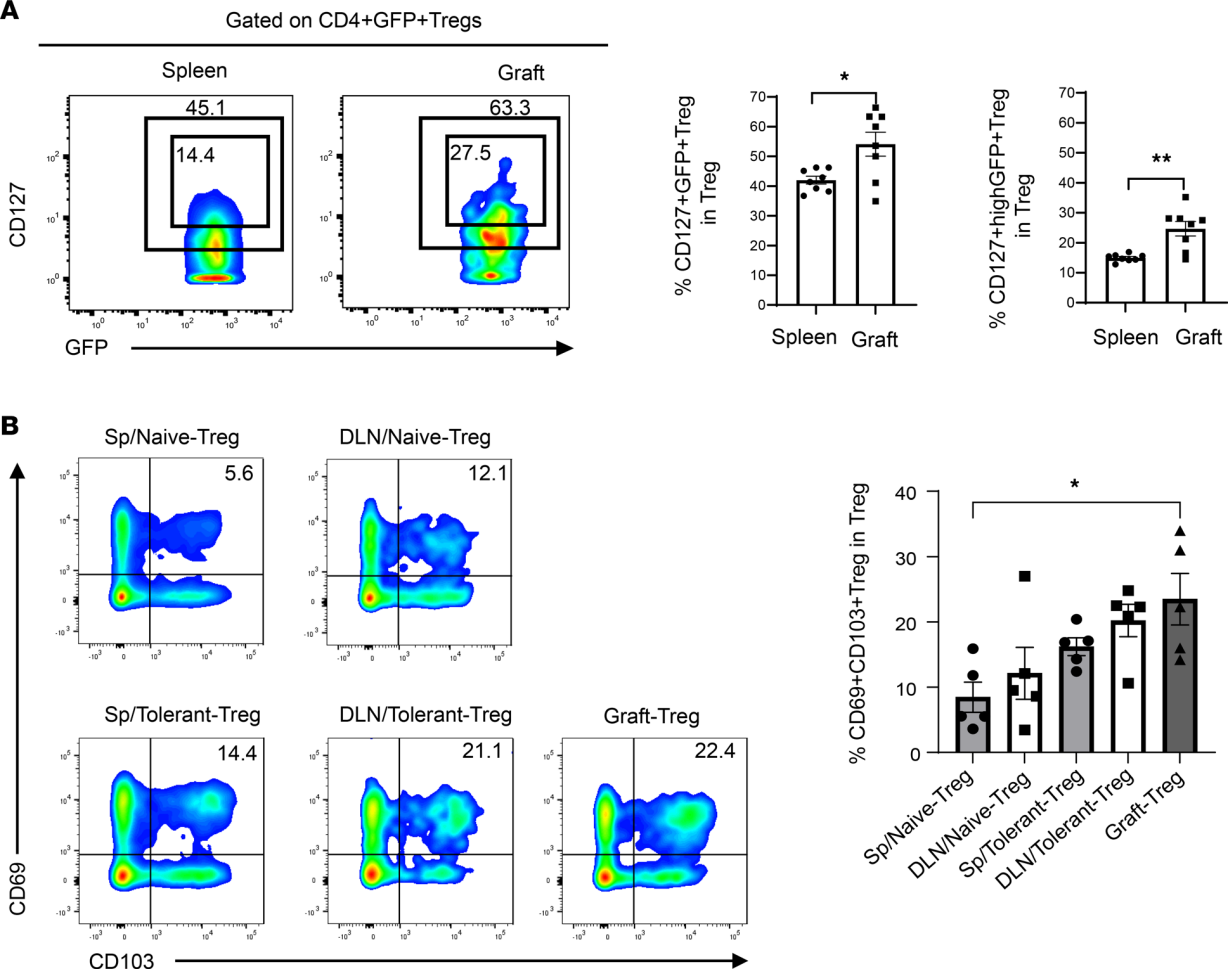
The features of Tregs within grafts in mouse recipients receiving CTLA4-Fc/MR1 treatment at 100 days after transplantation. (**A**) Proportions of CD127^+^ Tregs and CD127^hi^ Tregs within CD4^+^GFP^+^Foxp3^+^ Tregs of spleen (*n* = 8) and graft (*n* = 8) in tolerant group on day 100 after transplantation by flow cytometry analysis. (**B**) Proportion of CD69^+^CD103^+^ Tregs within CD4^+^GFP^+^Foxp3^+^ Tregs of the spleen, DLN, and graft in tolerant group (*n* = 5) and in naive group (*n* = 5) by flow cytometry analysis. An unpaired *t* test was used in **A**, and a 1-way ANOVA was used in **B**. Data were from 3 independent experiments and shown as mean ± SEM. *P < 0.05, **P < 0.01.

**Figure 5:**
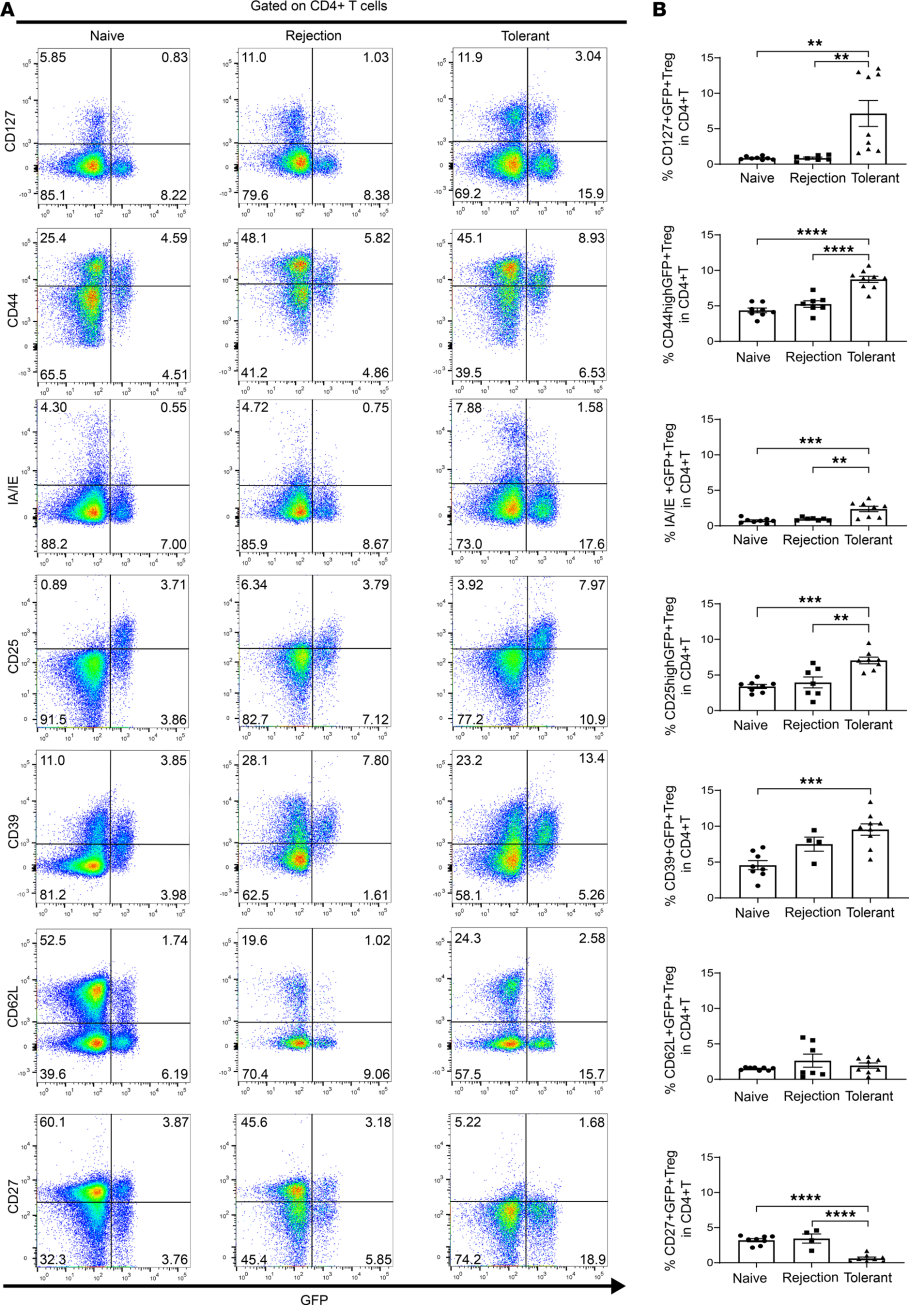
Expanded splenic Tregs show memory-like Treg phenotype in tolerant mouse recipients. (**A**) Representative pseudocolor plots of GFP versus various immune markers: CD127, CD44, IA/IE, CD25, CD39, CD62L, or CD27 (gated on CD4^+^ T cells) in spleens of tolerant group, rejection group at day 100 after transplantation, and control naive group by flow cytometry analysis. (**B**) Proportions of CD127^+^GFP^+^, CD44^hi^GFP^+^, IA/IE^+^GFP^+^, CD25^hi^GFP^+^, CD39^+^GFP^+^, CD62L^+^GFP^+^, and CD27^+^GFP^+^ Tregs in total CD4^+^ T cells in spleens of rejection group (*n* = 4–7) and tolerant group (*n* = 8–9) day 100 after transplantation and naive group (*n* = 8). A 1-way ANOVA was used. Data were from 3 independent experiments and shown as mean ± SEM. **P < 0.01, ***P < 0.001, ****P < 0.0001.

**Figure 6:**
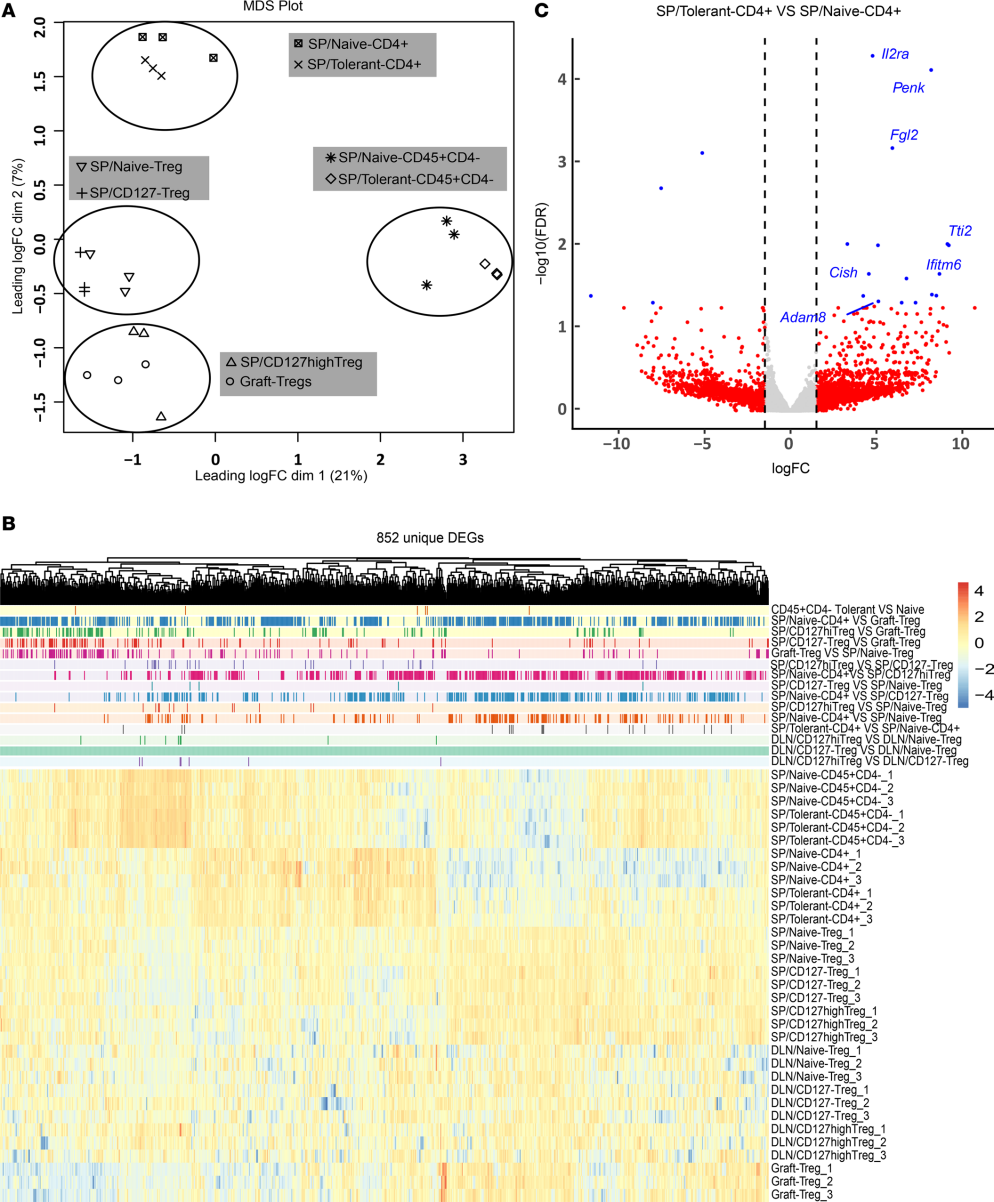
Distinct transcriptional profiles of Foxp3^–^ CD4^+^ T cell and Treg subsets between transplant-tolerant mice and naive mice. (**A**) Multidimensional scaling analysis (MDS) of bulk RNA-Seq showed the segregation of Tregs and Foxp3^–^ immune cells. Treg subsets comprised splenic CD127^+/hi^CD4^+^GFP^+^ Treg (SP/CD127^hi^ Treg) and CD127^–/lo^CD4^+^GFP^+^ Treg subsets (SP/CD127^–^ Treg) and graft-infiltrating CD4^+^GFP^+^ Tregs (graft Tregs) from tolerant group day 100 after transplantation, as well as CD4^+^GFP^+^ Tregs from spleen of naive mice (SP/Naive Tregs). The Foxp3^–^ subsets included CD4^+^GFP^–^ T cells and CD45^+^CD4^–^ immune cells from spleens of naive mice (SP/Naive CD4^+^ and SP/Naive CD45^+^CD4^–^) and spleens of tolerant mice (SP/Tolerant CD4^+^ and SP/Tolerant CD45^+^CD4^–^). (**B**) Heatmap of the 852 unique DEGs (FDR < 0.05) among the 1,740 DEGs derived from 15 paired cross-comparisons. These cross-comparisons were listed in Supplemental Table 1. (**C**) The volcano plot showed DEGs in SP/Tolerant CD4^+^ subset compared with SP/Naive CD4^+^ subset. Vertical dashed lines on the volcano plot indicated a fold-change of ± 1.5, and DEGs with FDR < 0.05 were indicated in blue dots. Bulk RNA-Seq sample size for each cell subset was 3 samples (a pool of 3–4 mice/sample) in which DEREG recipients of tolerant group (*n* = 10, male mice) were from 2 independent transplant experiments, and DEREG naive mice (*n* = 6, 3 male mice for spleen samples, and 3 female mice for LN samples) were used.

**Figure 7:**
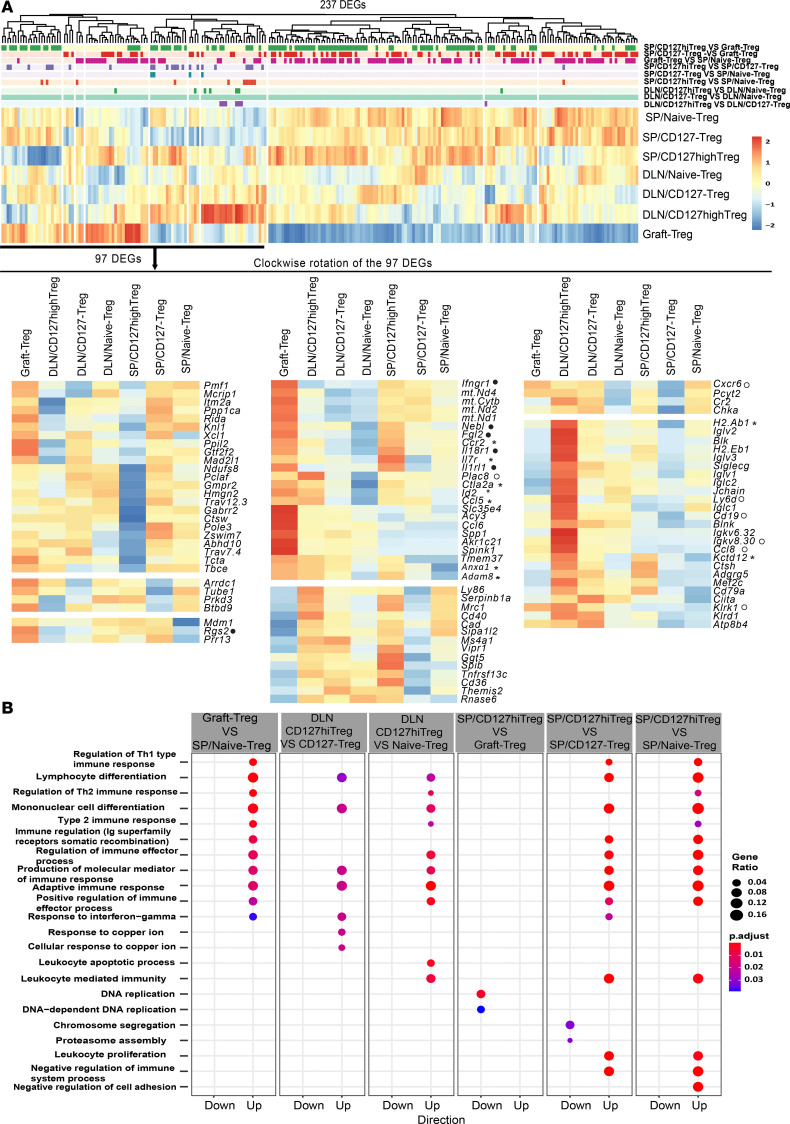
CD127^hi^ Tregs and graft Tregs in transplant-tolerant recipients share transcriptional trajectory with tissue Tregs. (**A**) Heatmap of the 237 unique DEGs (FDR < 0.05) derived from 9 paired cross-comparisons within 7 Treg subsets (Supplemental Table 1 with a symbol, ^§^). Treg subsets were the same as shown in Figure 6. Compared with either naive Treg or CD127^–^ Treg subsets, the shared upregulated DEGs or tendency of enhanced gene expressions (DEGs with FDR < 0.05 for at least 1 paired comparison) across SP/CD127^hi^ Treg, DLN/CD127^hi^ Treg and graft Treg subsets were marked with the star, among DLN/CD127^hi^ Treg and graft Treg subsets were indicated with the filled dot, and among SP/CD127^hi^ Treg and graft Treg subsets were marked with the unfilled dot. (**B**) GO Biological Process pathway analysis based on DEGs (absolute log FC > 1.5 and *P* < 0.01) in the 6 paired cross-comparisons listed in Supplemental Table 3.

**Figure 8:**
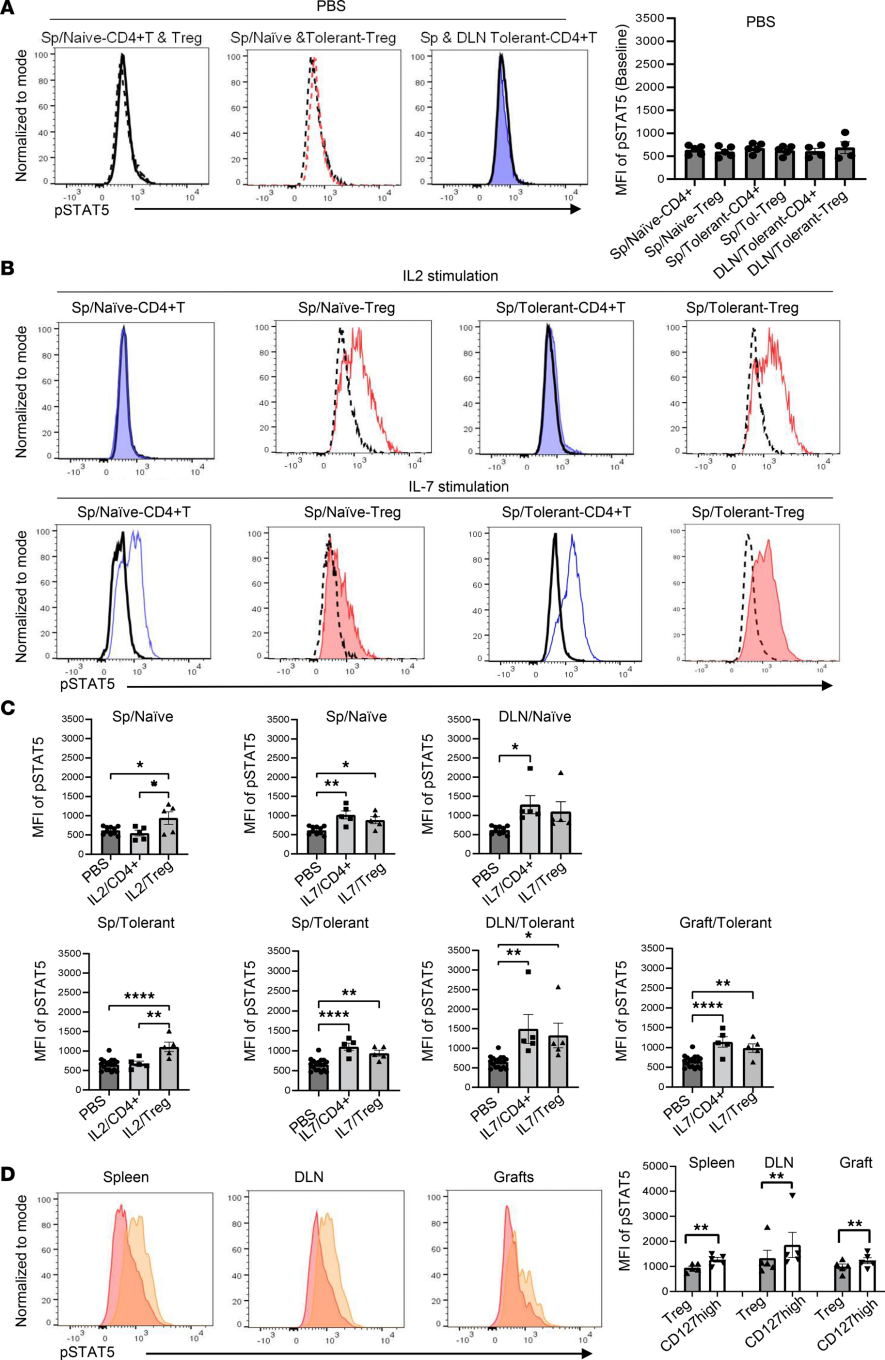
IL-7 stimulation induces enhanced phosphorylation of STAT5 in CD127^hi^ Tregs. (**A**) Baseline mean fluorescence intensity (MFI) of STAT5 phosphorylation (p-STAT5) on Tregs (gated on CD4^+^GFP^+^) and Foxp3^–^ CD4^+^ (gated on CD4^+^GFP^–^ cells) of the spleen and/or DLN from mouse recipients receiving CTLA4-Fc/MR1 treatment at day 100 (*n* = 5) and naive mice (*n* = 5) under PBS is shown. (**B**) Representative histograms of pSTAT5 expression on splenic CD4^+^GFP^–^ cells (blue shade — naive group, blue line — tolerant group) and CD4^+^GFP^+^ Tregs (red line — naive group, red shade — tolerant group), induced by IL-2 or IL-7 stimulation, and PBS (black line). (**C**) MFI of p-STAT5 expression on Tregs (*n* = 5) and CD4^+^GFP^–^ cells (*n* = 5) from the spleen, DLN, and/or graft of tolerant mice (*n* = 5) and naive mice (*n* = 5) induced by IL-2 or IL-7 stimulation compared with the baseline under PBS (*n* = 10, including Tregs and CD4^+^GFP^–^ cells in naive mice; and *n* = 18, including Treg and CD4^+^GFP^–^ cells in tolerant mice). (**D**) IL-7–induced p-STAT5 on Tregs (red) and CD127^hi^ Tregs (yellow) of spleens, DLNs, and grafts in tolerant mice is shown. A 1-way ANOVA was used in **A** and **C**, and the paired 2-tailed *t* test was used in **D**. Data were from 5 independent experiments and shown as mean ± SEM. *P < 0.05, **P < 0.01, ****P < 0.0001.

**Figure 9:**
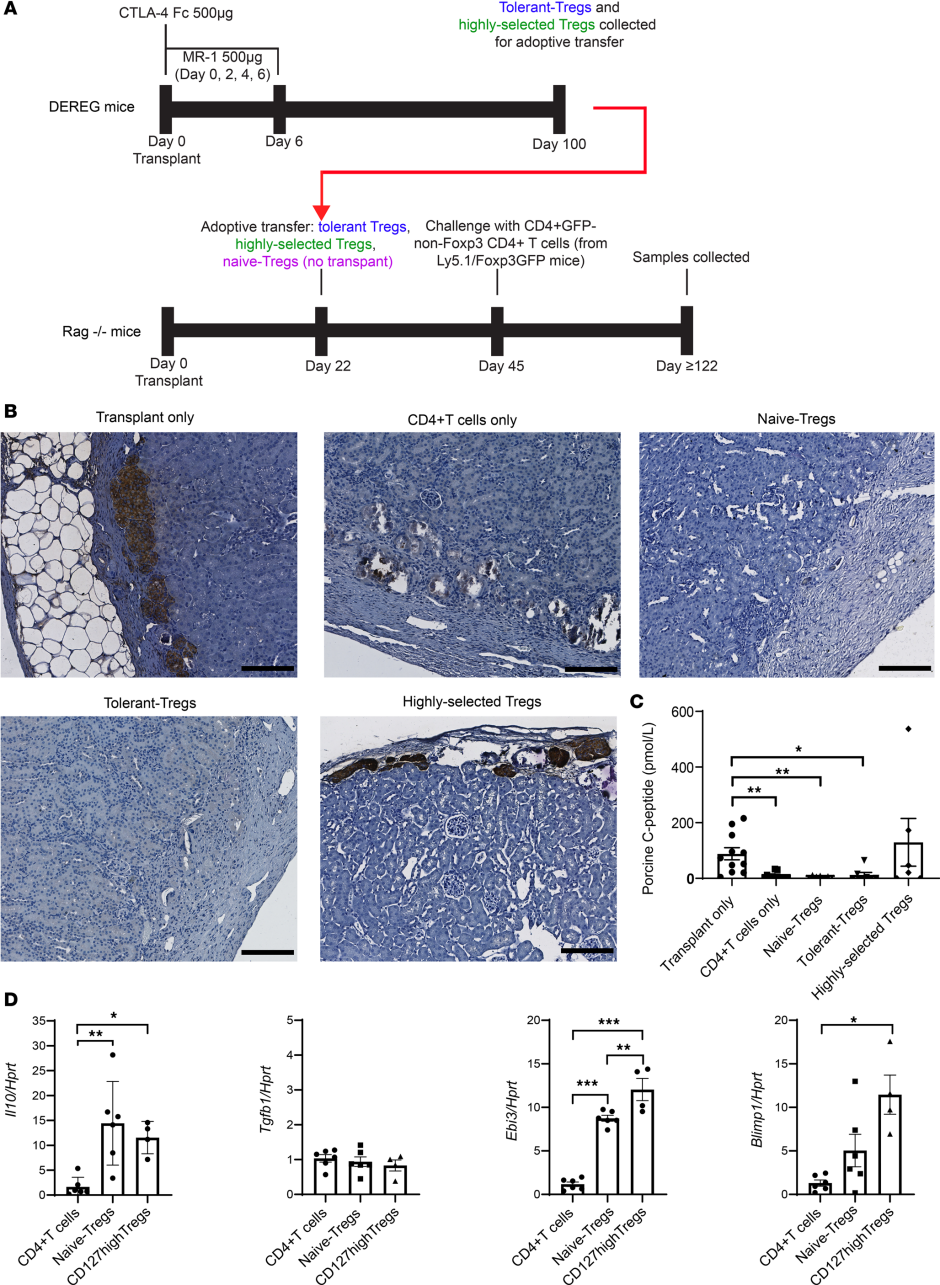
The suppressive function of memory-like CD127^hi^ Tregs is potent in vivo. (**A**) Schematic illustration of procedures and timelines for assessing suppressive function of Tregs in Rag^–/–^ mice receiving porcine NICC transplantation. DEREG mice were given CTLA4-Fc/MR1 described in Figure 1A. On ≥100 days after transplant, the CD4^+^GFP^+^ Tregs (tolerant Tregs) and CD127^hi^ Tregs from tolerant mice, as well as control CD4^+^GFP^+^ Tregs from naive mice (naive Tregs), were sorted and collected. Rag^–/–^ mice that received porcine NICC grafts were adoptively transferred with the tolerant Tregs, CD127^hi^ Tregs, or naive Tregs at day 22 after transplant. The 3 Treg adoptive transfer Rag^–/–^ mice groups and a Rag^–/–^ group that did not receive Tregs (CD4^+^ T cells only) were challenged with Foxp3^–^ CD4^+^GFP^–^ T cells from Ly5.1Foxp3^GFP^ mice on day 45 after transplant at 1:3 ratio (Treg/CD4^+^ T cell). The samples of these 4 groups and Rag^–/–^ mice with grafts and without transferring/challenging cells (transplant only) ≥120 days after transplant were collected. (**B**) Representative insulin-stained IHC images of porcine NICC grafts (brown as positive insulin staining) in Rag^–/–^ mice: 5 experimental groups. Scale bar: 150 μm. (**C**) Serum porcine C-peptide measurement for Rag^–/–^ mice experimental groups, including transplant only (*n* = 11), CD4^+^ T cells only (*n* = 12), naive Tregs (*n* = 7), tolerant Tregs (*n* = 7), and CD127^hi^ Tregs (*n* = 6). (**D**) Real-time RT-PCR performing measurement of *Il-10*, *Tgf-β*, *Ebi3*, and *Blimp1* on sorted splenic CD127^hi^CD4^+^GFP^+^Foxp3^+^ Tregs from tolerant mice day 100 after transplantation (CD127^hi^ Tregs) (*n* = 4), sorted splenic CD4^+^GFP^–^ T cells (CD4^+^ T cells) (*n* = 6), and CD4^+^GFP^+^Foxp3^+^ Tregs from naive mice (naive Tregs) (*n* = 6). Kruskal-Wallis test was used for the comparisons of serum porcine-C-peptide in **C**. A 1-way ANOVA followed by Tukey’s multiple comparison was used in **D**. Data were collected from 5 independent experiments and shown as mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001.

# Supplementary material for: Intragraft memory-like CD127hiCD4+Foxp3+ Tregs maintain transplant tolerance
**Source:** JCI Insight. 2024 Mar 22;9(6):e169119. doi: 10.1172/jci.insight.169119
**Supplement:** Supplemental data 2

# **Intragraft memory-like CD127<sup>hi</sup>CD4<sup>+</sup>Foxp3<sup>+</sup> regulatory T cells maintain transplant tolerance**

Yuanfei Zhao,<sup>1</sup> Leigh Nicholson,<sup>1</sup> Hannah Wang,<sup>1</sup> Yi Wen Qian,<sup>1</sup> Wayne J Hawthorne<sup>1</sup>, Elvira Jimenez-Vera,<sup>1</sup> Brian S Gloss,<sup>2</sup> Joey Lai,<sup>2</sup> Adwin Thomas,<sup>1</sup> Yi Vee Chew,<sup>1</sup> Heather Burns,<sup>1</sup> Geoff Y Zhang,<sup>3</sup> Yuan Min Wang,<sup>3</sup> Natasha M Rogers,<sup>1,4,5</sup> Guoping Zheng,<sup>1</sup> Shounan Yi,<sup>1</sup> Stephen I Alexander,<sup>3</sup> Philip J. O'Connell,<sup>1</sup> and Min Hu<sup>1,5</sup>

---

## **Supplemental Materials**

---

### **Supplemental Methods**

### **Supplemental Figure 1 to 11**

### **Supplemental Table 1 to 9**

## Supplemental Methods

***The isolation protocol for porcine neonatal islet cell-clusters and culture.*** Pancreas were extracted from two to seven days old piglets and chopped in 15ml of 1× Hanks Balanced Salt Solution (HBSS) without porcine sera into small pieces (about 2 mm in size) and then were digested with 1 mg/ml Collagenase Type V (Sigma–Aldrich) at 37° for 12-14 minutes and filtered through a metal mesh. Then the islets were washed twice with 1× HBSS solution with 1% heat inactivated porcine sera, and centrifuged at 300g for 1 minutes. The supernatant was aspirated, and the islets were cultured in 20ml Hyclone Ham's F-10 culture media (GE Healthcare) containing 10% porcine sera, 10 mM glucose, 2 mM L-glutamine, 100 U/ml penicillin, 100 µg/ml streptomycin, Hepes 80 mM, 10 mM nicotinamide, 50 mM isobutylmethlxanthine, CaCl<sub>2</sub> 0.236 g/l, and NaHCO<sub>3</sub> 21.3% at 37°C, 4.9% CO<sub>2</sub> in 150mm × 20mm Petri dishes. Media were changed on day 1 and 3, where the cells were settled, and the supernatant was removed. The supernatant was then spun down at 300×g for 1 minutes at room temperature, and the supernatant was again removed. The cell pellet was suspended in HAMS F-10 culture medium. On day 5, each dish was topped up by 10ml of HAMS F-10 culture media. Islets were collected on day 6-7 and their diameter measured and categorised under the microscope, with the smallest being 50µm, and increasing incrementally by 50µm to 400µm. To normalise islet volume, the islet equivalent (IEQ) was calculated from the diameters, assuming that 1 IEQ is equal to a spherical islet with a diameter of 150µm. The islets under each diameter category were then converted to IEQ and 4000 IEQ porcine-NICC for each transplant.

***Single cell suspensions for flow cytometric analysis and cell sorting.*** For preparing single cell suspensions from PB, PB was collected from mice into 4% w/v sodium citrate solution (Sigma Aldrich), which was kept at 4°C. The sample tubes were centrifuged at 300g for 10 minutes, and the supernatant was poured off. The samples were lysed using sterile Ammonium-Chloride-Potassium (ACK) lysis buffer (Lonza Bioscience) for 3 minutes at room temperature and centrifuged at 300×g for 10 minutes at 4°C, then were washed using the FACS buffer solution [containing Dulbecco's phosphate-buffered saline (DPBS),

0.5% bovine serum albumin (BSA) and 2mM EDTA)] twice at 4°C. The cells were resuspended in the FACS buffer solution at  $1 \times 10^6$  cells/100  $\mu$ l.

For preparing single cell preparation from spleen, the spleens were removed from mice and transferred to a tube with RPMI 1640 (Lonza) supplemented with 10% fetal calf serum (FCS), then dissociated in a gentle MACS C Tube (MiltenyiBiotec) using the gentle MACS Dissociator (MiltenyiBiotec) with 3ml of FACS buffer solution as per the manufacturer's instructions. The samples were centrifuged at 300 $\times$ g for 30 seconds at 4°C, and were washed through 70 $\mu$ m cell strainer (BD Biosciences) with the FACS buffer solution and centrifuged again at 300 $\times$ g for 10 minutes at 4°C, then incubated in ACK lysis buffer for 2 minutes at room temperature, and washed using the FACS buffer solution twice at 4°C. The cells were resuspended in the FACS buffer solution at  $1 \times 10^6$  cells/100  $\mu$ l.

For preparing single cell preparation from lymph nodes, the lymph nodes were removed from mice and transferred to a tube with 3ml RPMI 1640 medium containing 10%FCS and 2mM EDTA, the lymph nodes were gently ground through a 70 $\mu$ m cell strainer (BD Biosciences) in a petri dish into a single cell suspension, were transferred and centrifuged at 300 $\times$ g for 10 minutes at 4°C in the FACS tube, and washed twice using the FACS buffer solution at 4°C. The cells were resuspended in the FACS buffer solution at  $1 \times 10^6$  cells/100  $\mu$ l.

For preparing single cell preparation from graft infiltrating cells, the islet grafts were removed from mouse kidney and transferred to a petri dish with 3ml RPMI 1640 medium containing 10%FCS and 2mM EDTA, and were gently flushed with 19G needle syringe, then were ground gently through a 70 $\mu$ m cell strainer (BD Biosciences) into a single cell suspension. The samples were washed twice using the FACS buffer solution at 4°C and resuspended in the FACS buffer solution at  $1 \times 10^6$  cells/100  $\mu$ l.

***Staining protocols for flow cytometric analysis and cell sorting.*** For the staining protocol to assess CD4<sup>+</sup>GFP<sup>+</sup>Tregs in PB samples, the single cell suspension samples in the FACS buffer solution at  $1 \times 10^6$  cells/100  $\mu$ l were blocked with 1 $\mu$ l of 1:100 dilution purified anti-mouse-CD16/CD32 (2.4G2, BD

Biosciences) for 20 minutes at 4°C, then the samples were stained with 1 µl of 1:100 dilution anti-mouse-CD4-Pacific blue for another 30 minutes at 4°C. After washing twice in the FACS buffer solution at a speed of 300×g for 10 minutes at 4°C, samples were resuspended in the FACS buffer solution for analysis on a flow cytometry for GFP and CD4 expressions.

For the surface staining protocol of multicolor panels, fluorescent-antibody cocktails were made in the FACS buffer solution prior to staining, and for the panels that contain two BD Horizon Brilliant antibodies were pre-mixed in BD Horizon Brilliant Stain Buffer (BV buffer) (BD Biosciences) at a 1:2 ratio. The antibody concentration in the cocktails was based on antibody titration and product instructions. For Treg phenotyping panels, the samples of single cell suspension at  $1 \times 10^6$  cells/100 µl were stained with viability dye Zombie yellow (BioLegend) for 30 minutes at 4°C based on the manufacturer's instructions with a temperature modification, then washed with the FACS buffer solution and centrifuged at 300×g for 10 minutes at 4°C. The samples were resuspended in FACS buffer solution at  $1 \times 10^6$  cells/100 µl, and were blocked with purified anti-mouse-CD16/CD32 for another 20 minutes at 4°C, then stained with surface antibody cocktails for another 30 minutes at 4°C. The samples were washed twice with the FACS buffer solution at a speed of 300×g for 10 mins at 4°C, and resuspended for acquisition.

For cell sorting, cell samples were stained with surfaces antibody cocktails after blocking with purified anti-mouse-CD16/CD32. 4',6-diamidino-2-phenylindole (DAPI) (Invitrogen) was used to stain samples after surface antibody staining.

For the Foxp3 intracellular staining protocol, the samples were prepared at 4°C during processes according to the Foxp3/transcription Factor Staining Buffer Set protocol (eBioscience™). Briefly, after surface staining completion, the sample were fixed and permeabilized with transcription factor buffer set for 50 minutes at 4°C, then washed with fixation washing buffer twice. Samples were stained with Foxp3 antibody for 40 minutes at 4°C. Then the samples were washed twice with fixation washing buffer, and resuspended for acquisition.

For the phosphorylation of STAT5 intracellular staining, single-cell suspensions containing  $2 \times 10^6$  cells from DLN and graft, and  $10 \times 10^6$  cells from the spleen in 1 mL PBS/2% FCS were stimulated with murine IL-7 (5 ng/ml; PeproTech) or recombinant human IL-2 (320 ng/ml; Novartis) for 5 minutes at 37°C in a water bath, followed by 25 minutes in a 37°C incubator with 5% CO<sub>2</sub>. Samples were fixed with 1 mL CytoFix (BD Biosciences, warmed to 37°C before use) for 10 minutes at 37°C. These fixed cell samples were washed with PBS/2% FCS and then permeabilised with Phosflow Perm Buffer III (BD Biosciences) on ice for 30 minutes. Next, samples were washed with PBS/2% FCS, and stained with CD4, CD127, and STAT5 antibodies for 1.5 hours at room temperature in the dark. Finally, the samples were washed with PBS/2% FCS twice and then resuspended for acquisition.

***Staining protocol of immunohistochemistry for insulin Staining.*** Formalin-fixed paraffin wax-embedded samples of kidney containing grafts were sectioned at 6-7µm. Slides were de-waxed in xylene and rehydrated in decreasing concentrations of ethanol, finishing in an H<sub>2</sub>O wash. Slides were incubated in 3% H<sub>2</sub>O<sub>2</sub>/methanol for 10 minutes at room temperature and washed in phosphate-buffered saline solution (PBS) with 0.05% Tween™ 20 (PBSt). Slides were blocked in PBSt with 7% rabbit serum for 20 minutes at room temperature and incubated in the primary antibody for 1 hour at room temperature. Slides were washed in PBSt and incubated in the secondary antibody mix for 30 minutes at room temperature. Slides were washed in PBSt, incubated in DAB for 3 minutes before rinsing in H<sub>2</sub>O. Slides were stained with hematoxylin and dehydrated in increasing concentrations of ethanol and xylene before coverslipping.

***Staining protocol of immunofluorescence for insulin.*** Frozen OCT samples of kidney containing grafts were cryo-sectioned at 6-7µm. Antibodies used are detailed in table S5. Sections were fixed in 4% paraformaldehyde for 10 minutes at room temperature and washed in PBS solution. Slides were blocked in DPBS with 2% BSA for 20 minutes and then incubated in the primary antibody mix (diluted in 2% BSA/PBS) overnight at 4°C. Slides were then washed in PBSt and incubated in secondary antibody mix (diluted in 2% BSA/PBSt) for 1 hour at room temperature, in the dark. Slides were washed in PBSt and then counterstained with DAPI before being mounted and coverslipped.

***Staining protocol of imaging mass cytometry.*** Frozen OCT NICC graft-kidney samples for imaging mass cytometry (IMC) were cryo-sectioned at 6-7µm two days before antibody incubation. Subsequent slides were stained for hematoxylin and insulin to confirm graft sites. Slide staining was split into two groups with evenly distributed samples from each experimental group to prevent both batch effects and inconsistent staining times. IMC slides were fixed with 100% methanol for 10 minutes at room temperature and washed in PBSt. Slides were blocked using 3% BSA/PBSt, with anti-CD16/32 added to block low-affinity Fc receptors. Slides were incubated with the primary antibody cocktail (Supplementary Table 6) overnight at 4°C. Slides were washed in PBSt and a secondary fixation of 4% paraformaldehyde was carried out at room temperature for 20 minutes. Slides were washed in PBSt and counter-stained with iridium-DNA-intercalator diluted in 3% BSA/PBSt for 30 minutes at room temperature. Slides were washed in PBSt with a final ultra-pure H<sub>2</sub>O 5 second wash before air-drying. Slides were stored in a sealed container at room temperature prior to acquisition.

***IMC data visualisation, cell segmentation and ROI extraction.*** IMC data was visualised using MCD Viewer. Colour thresholding was performed on each channel to remove background noise and was consistently applied to the same channel across all samples. Channels of interest were overlayed and processed in ImageJ. Prior to quantitative analysis, cell masks for each sample were created using a process modified from the Bodenmiller Lab protocol by the Sydney Cytometry Facility. MCD files of each sample acquired from the Hyperion™ Imaging System were extracted to produce tiff image files corresponding to each marker channel. CellProfiler was then used to create random cropped sections for each sample. These crops were used in Ilastik to train feature identification using supervised machine learning. Pixels were classified as belonging to either nucleus, cytoplasm, or background, generating a probability map. The probability map was then imported back into CellProfiler to generate an individual cell mask file for each sample, identifying cell nuclei and cytoplasmic regions, for use in all proceeding analysis. A false-positive edge artifact in the B220\_176Yb channel was observed in all 24 samples, resulting in a strong signal running the length of the tissue edge, which has commonly been reported in similar methods. Since this artefact was

consistent across every sample, an additional step was incorporated to exclude the edge-regions using a gating method common to IMC ROI extraction. IMC data for each sample, including respective cell masks, was loaded into computational histology topography cytometry analysis toolbox (histoCAT). Each sample was then manually gated to exclude the edge-region (distance) and all single-cell information (marker abundance, xy spatial data and neighbourhood data) was extracted as an csv file per sample.

Archsinh transformed expression values were scaled per image and cells were assigned as positive for each marker based on scaled values greater than background and verified by manual image analysis. Cell types were assigned according to standard type marker designation. Heatmaps were generated using the SPECTRE do.aggregate function (1) and pheatmap (2). Other visualizations were generated using ggplot2 (3).

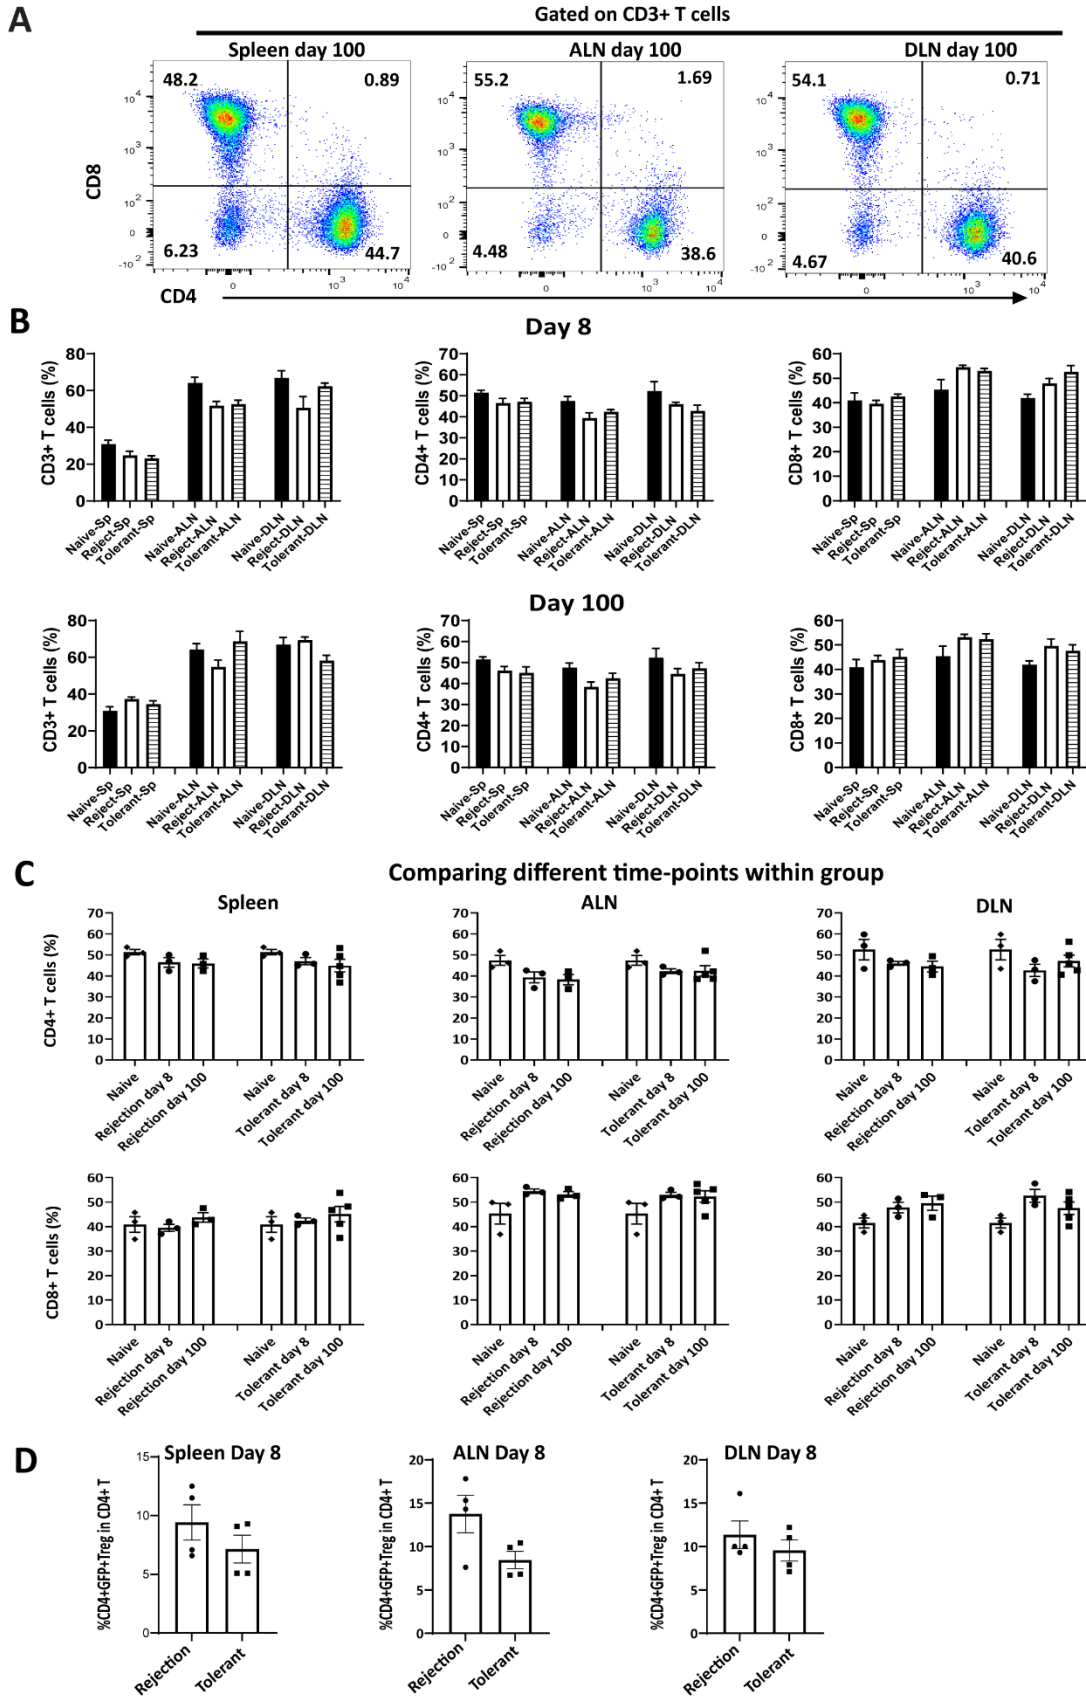

Supplemental Figure 1. T cells in spleen and lymph nodes of DEREK-mouse recipients receiving porcine-NICC transplantation. (A) Representative pseudocolor plots of CD4 versus CD8 (gated on

CD3<sup>+</sup>T cells) in spleen, auxiliary lymph node (ALN) and graft-draining LN (DLN) in tolerant-group at day-100 post-transplantation. **(B)** Proportion of CD3<sup>+</sup> T cells in the spleen, ALN and DLN; and proportions of CD4<sup>+</sup> and CD8<sup>+</sup> T cells within total CD3<sup>+</sup>T cells in the spleen, ALN and DLN from DEREg-mice without transplant and no treatment (naïve-Sp, naïve-ALN, naïve-DLN) (naïve-group,  $n = 3 - 6$ ); and from DEREg-mouse recipients receiving porcine-NICC transplants and CTLA4-Fc/MR-1 treatment (tolerant-Sp, tolerant-ALN, tolerant-DLN) (tolerant-group,  $n = 3 - 6$ ) and no treatment (reject-Sp, reject-ALN, reject-DLN) (rejection-group,  $n = 3$ ) on day-8 and day-100 post-transplantation. **(C)** The comparisons of CD3<sup>+</sup>CD4<sup>+</sup>T and CD3<sup>+</sup>CD8<sup>+</sup>T cells as a proportion of CD3<sup>+</sup>T cells in the spleen, ALN and DLN within tolerant-group or rejection-group respectively. **(D)** Proportion of CD4<sup>+</sup>GFP<sup>+</sup>/Foxp3<sup>+</sup>Tregs within CD4<sup>+</sup>T cells of spleen, ALN and DLN at day-8 post-transplantation. Flow cytometry analysis was performed. Kruskal-Wallis test was used in (B) and (C). An unpaired t test (2-tailed) was used in (D). Error bars indicate the mean  $\pm$  SEM.

**A**

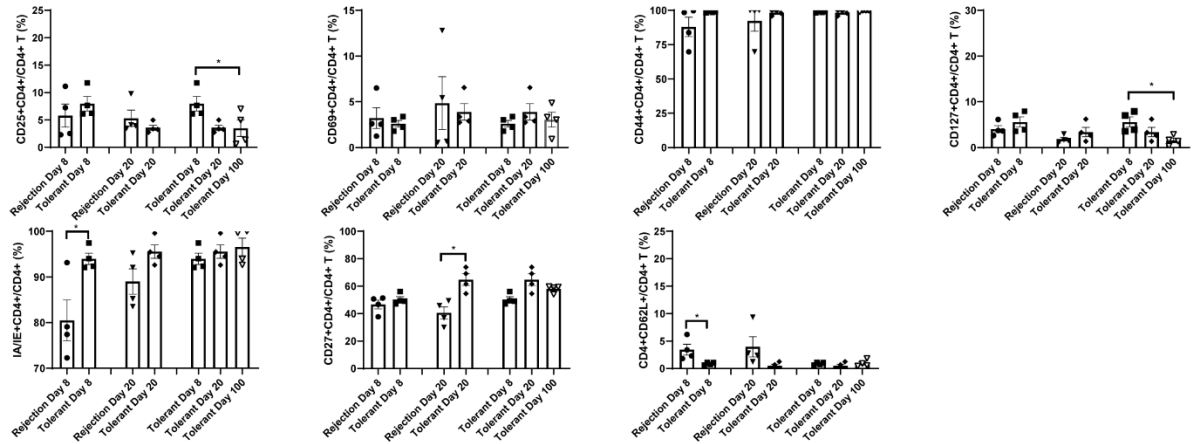

**B**

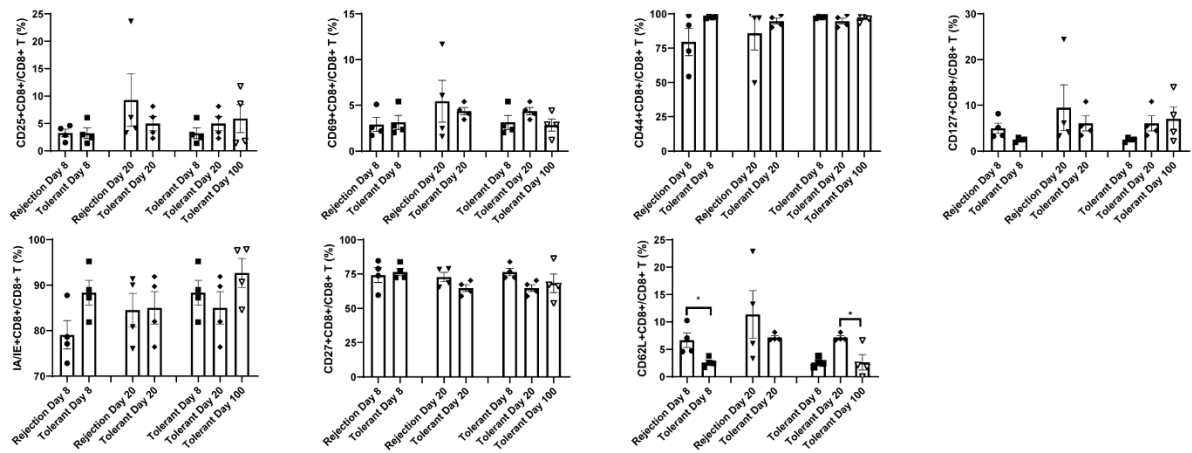

**C**

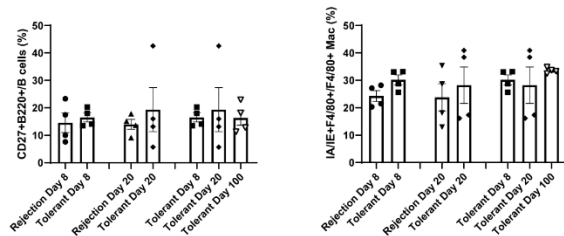

**Supplemental Figure 2. The status of immune cell subsets in the graft site by imaging mass cytometry.**

Expressions of CD25, CD69, CD44, CD127, IA/IE, CD27, CD62L as the proportion (%) in (A) CD4<sup>+</sup>T cells (CD45<sup>+</sup>CD3<sup>+</sup>CD4<sup>+</sup>CD8<sup>+</sup>Foxp3<sup>-</sup>) and (B) CD8<sup>+</sup>T cells (CD45<sup>+</sup>CD3<sup>+</sup>CD8<sup>+</sup>CD4<sup>-</sup>); (c) and expression of CD27 or IA/IE as the proportions (%) in B cells (CD45<sup>+</sup>CD3<sup>+</sup>B220<sup>+</sup>) or macrophages (CD45<sup>+</sup>F4/80<sup>+</sup>) respectively were shown in tolerant-group (day-8, 20, 100) and rejection-groups (day-8, 20). An unpaired t test was used for comparing rejection-group and tolerant-group (except CD62<sup>+</sup>CD4<sup>+</sup> T cells used the Mann-Whitney test) and a one-way ANOVA followed was used for comparing day-8, day-20, and day-100 within tolerant-group (except CD62<sup>+</sup>CD4<sup>+</sup> and CD62<sup>+</sup> CD8<sup>+</sup> T cells used Kruskal-Wallis test). Label of statistical significance: \**P* < 0.05. Error bars indicate the mean ± SEM.

**A**

**B**

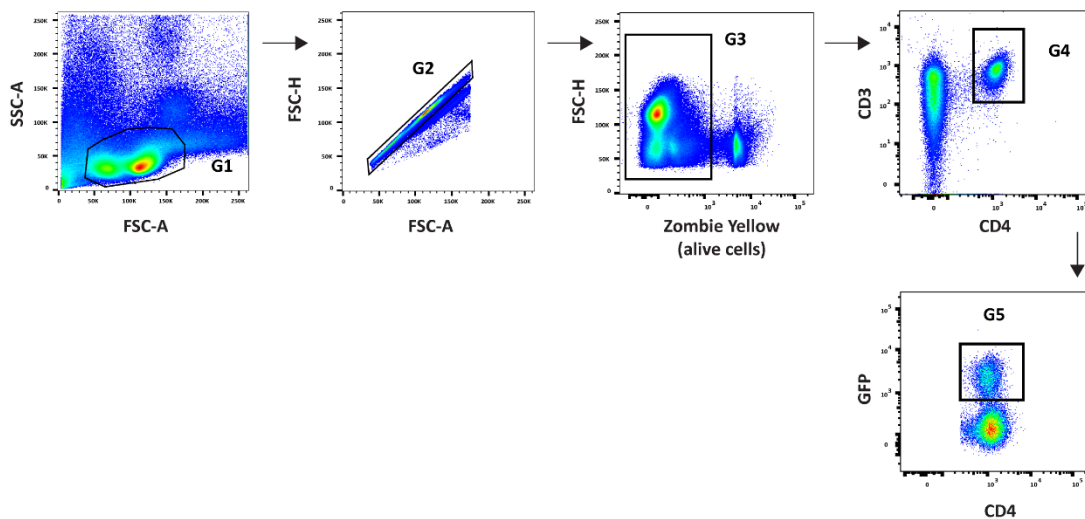

**Supplemental Figure 3. Multicolour flow cytometry panels for phenotyping Tregs.** (A) The two multicolour antibody panels. Two Treg panels were used for flow cytometry analysis containing 9 parameters in the panel 1 and 7 parameters in panel 2 acquiring on BD-LSR Fortessa. (B) Gating strategies for phenotyping Tregs. The first gate (G1) was for lymphocytes using FSC-A versus (vs) SSC-A. The second gate (G2) was to exclude double cells using FSC-A vs FSC-H. The third gate (G3) was to include only live cells using Zombie Yellow vs FSC-H. The fourth gate (G4) was on CD3<sup>+</sup>CD4<sup>+</sup>T cells (for Figure 4 and Supplemental Figure 5A), and the fifth gate (G5) was on CD4<sup>+</sup>GFP<sup>+</sup>/Foxp3<sup>+</sup> Tregs (for Supplemental Figure 5B).

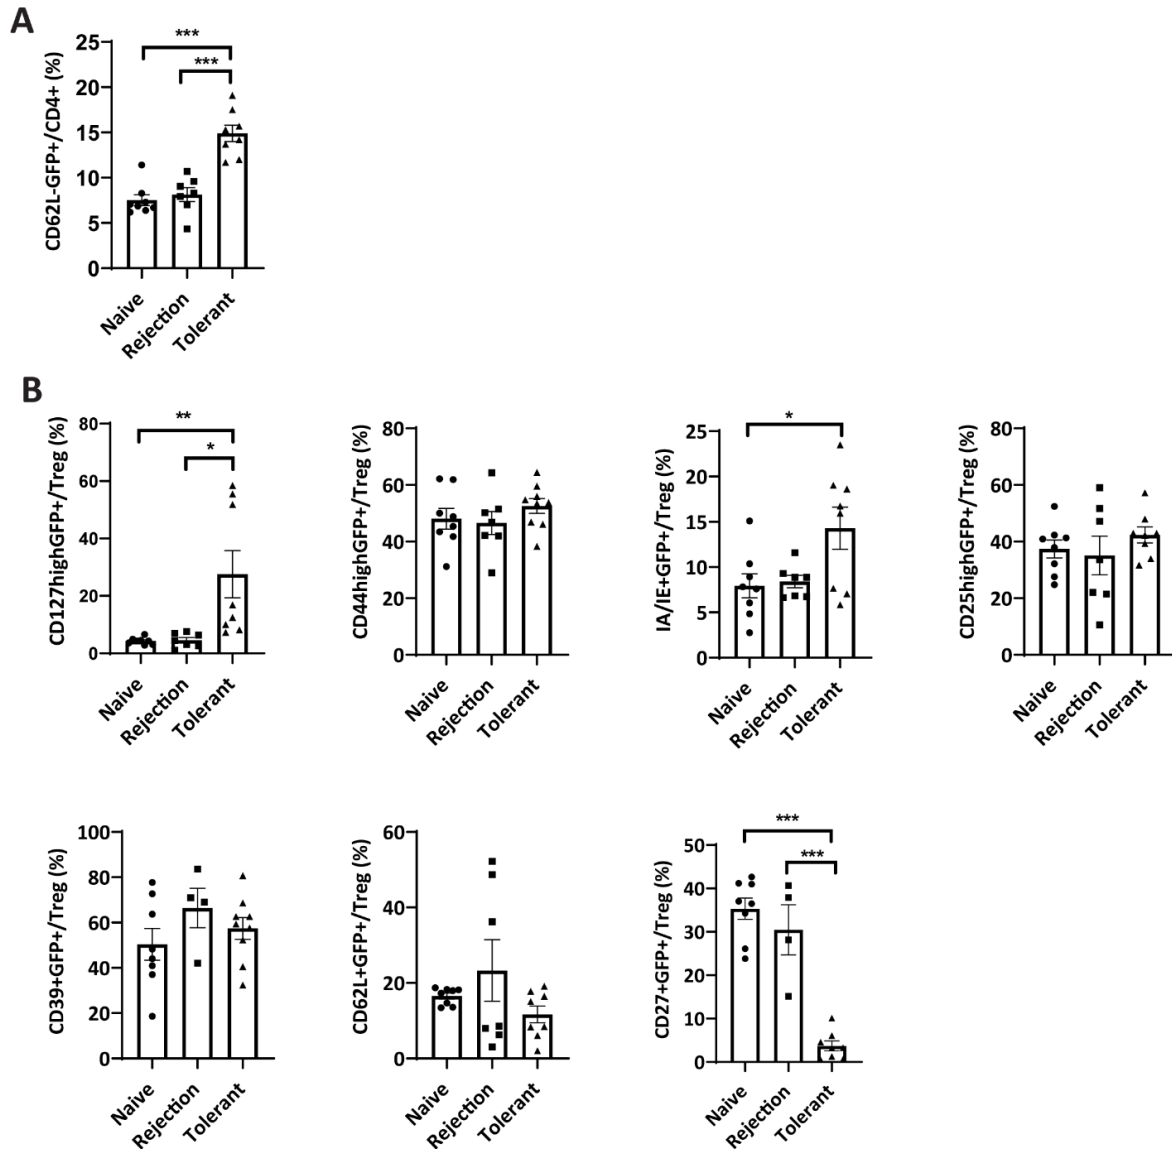

**Supplemental Figure 4. Immune phenotype of Tregs in the spleens in naïve-, tolerant- and rejection-groups.** (A) Proportions of CD62L<sup>+</sup>GFP<sup>+</sup>Tregs in CD4<sup>+</sup>T cells, and (B) proportions of CD127<sup>high</sup>GFP<sup>+</sup>, CD44<sup>high</sup>GFP<sup>+</sup>, IA/IE<sup>+</sup>(MHC-II)GFP<sup>+</sup>, CD25<sup>high</sup>GFP<sup>+</sup>, CD39<sup>+</sup>GFP<sup>+</sup>, CD62L<sup>+</sup>GFP<sup>+</sup>, CD27<sup>+</sup>GFP<sup>+</sup>Tregs within CD4<sup>+</sup>GFP<sup>+</sup>/Foxp3<sup>+</sup> of spleens in the rejection-group ( $n = 4 - 7$ ) and the tolerant-group ( $n = 8 - 9$ ) on day-100 post-transplantation, and naïve-group ( $n = 8$ ) are shown. Flow cytometry analysis was performed. A one-way ANOVA followed by Tukey's multiple comparison was used. Data were from three independent experiments. Label of statistical significance: \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$ . Error bars indicate the mean  $\pm$  SEM.

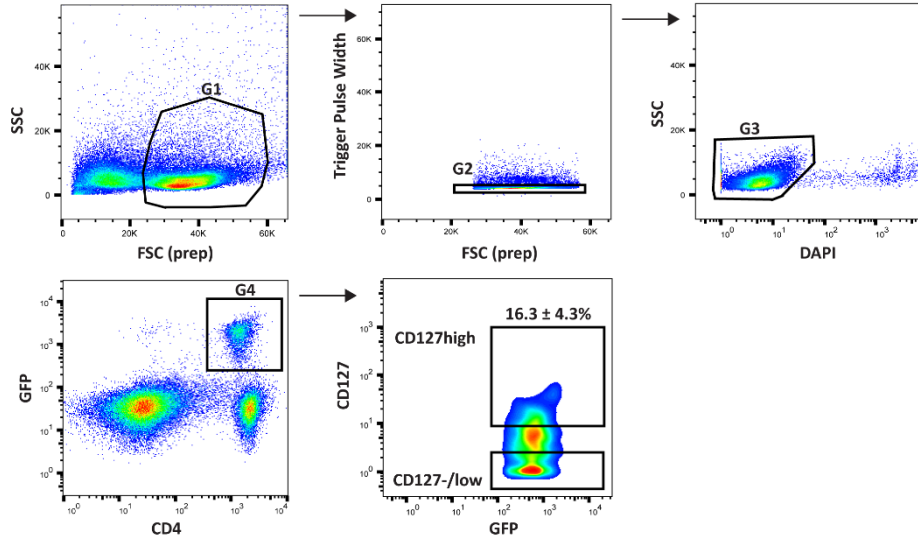

**Supplemental Figure 5. The gating strategies for sorting CD127<sup>high</sup> and CD127<sup>-/low</sup> Tregs and the proportion of CD127<sup>high</sup> Tregs in DLN of tolerant-mouse recipients.** The first gate (G1) on FSC (prep) vs SSC for lymphocytes, the second gate (G2) on FSC (prep) vs Trigger Pulse width for single cell staining, the third gate (G3) on DAPI vs SSC to exclude dead cells, the fourth gate (G4) on CD4 vs GFP for separating Foxp3<sup>+</sup> Tregs, GFP vs CD127 for sorting CD127<sup>high</sup> Tregs and CD127<sup>-/low</sup> Tregs. Representative pseudocolor-plot was from DLN samples on day-100 post-transplantation from DEREK recipients receiving CTLA4-Fc/MR-1 treatment (n = 6) (CD127<sup>high</sup> Tregs: 16.3 ± 4.3%). Cell sorting was performed on BD-Influx (BD Biosciences).

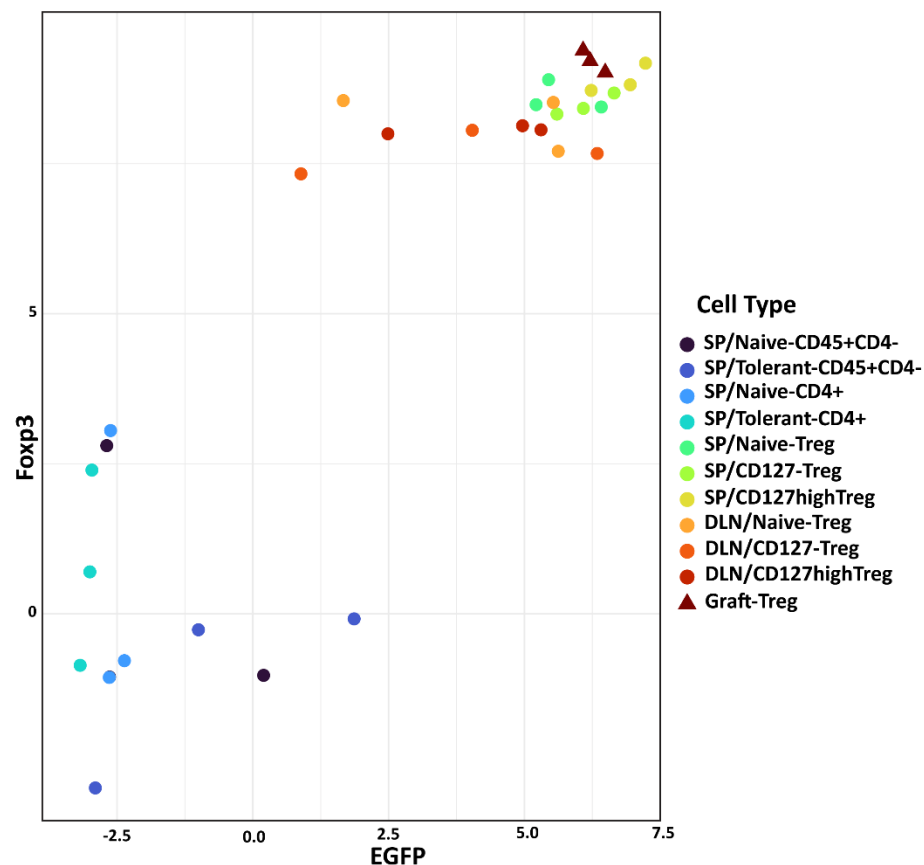

**Supplemental Figure 6. The relation between Foxp3 gene and GFP gene expressions.** Dot plot of Foxp3 vs GFP genes showing the segregation of Tregs and non-Foxp3 immune cell subsets by Bulk RNA-seq data analysis. Treg subsets included CD127<sup>high</sup>CD4<sup>+</sup>GFP<sup>+</sup>Treg and CD127<sup>low</sup>CD4<sup>+</sup>GFP<sup>+</sup>Treg subsets of spleen (SP/CD127highTreg & SP/CD127-Treg) and DLN (DLN/CD127highTreg & DLN/CD127-Treg), and graft infiltrating CD4<sup>+</sup>GFP<sup>+</sup>Tregs (graft-Tregs) from DEREK-recipients in tolerant-group day-100 post transplantation; and CD4<sup>+</sup>GFP<sup>+</sup>Tregs from spleen (SP/Native-Tregs) and DLN of DEREK naïve-mice (DLN/Native-Tregs). Non-Foxp3 subsets included CD4<sup>+</sup>GFP<sup>+</sup>T cells and CD45<sup>+</sup>CD4<sup>-</sup> immune cells from spleens of DEREK naïve-mice (SP/Native-CD4<sup>+</sup> and SP/Native-CD45+CD4<sup>-</sup>) and spleens of tolerant-group DEREK-recipients (SP/Tolerant-CD4<sup>+</sup> and SP/Tolerant-CD45+CD4<sup>-</sup>).

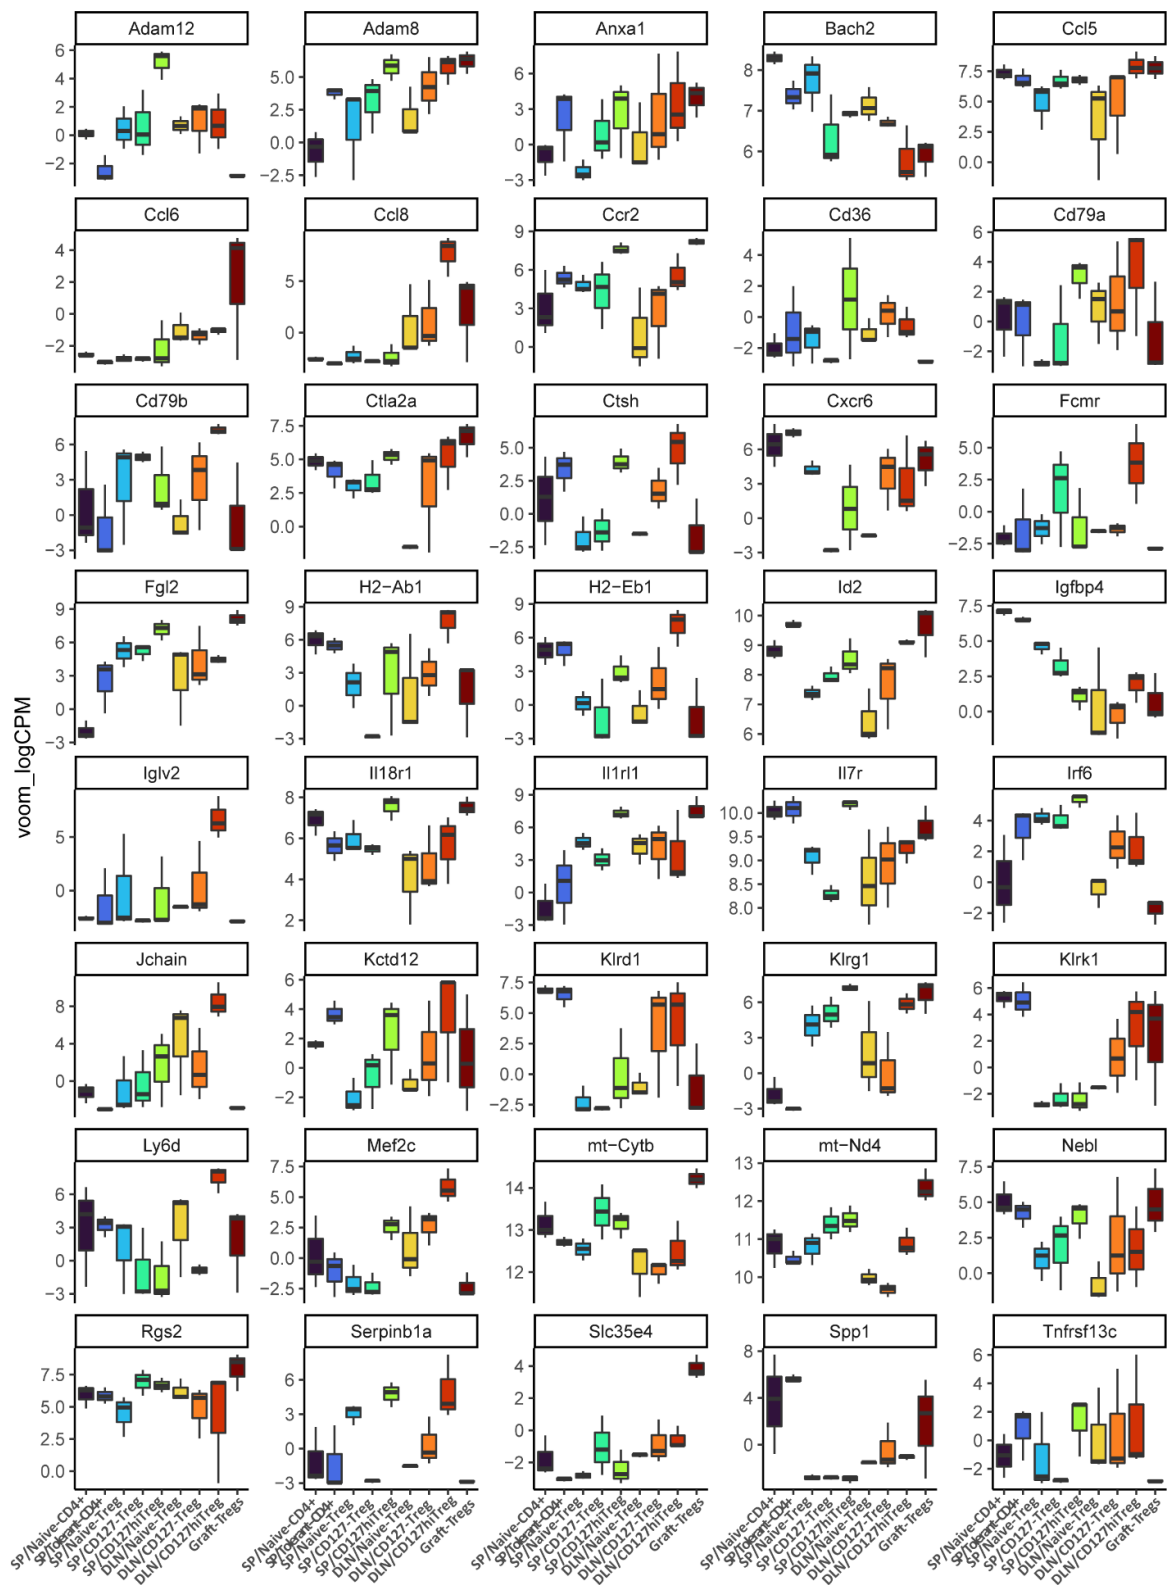

**Supplemental Figure 7. Boxplots of selected 40 DEGs.** Selected 39 DEGs with significant difference (FDR < 0.05) on SP/CD127high(hi)Tregs, DLN/CD127hiTregs, or graft-Tregs compared to naïve-Treg, or CD127-Treg subsets; and the enhanced DEG of *Klrg1* (FDR < 0.05) on SP/CD127hiTregs, DLN/CD127hiTregs, and graft-Tregs compared to splenic CD4<sup>+</sup>T cells (tendency of enhanced *Klrg1* gene expression on SP/CD127hiTregs, DLN/CD127hiTregs, and graft-Tregs compared to naïve-Treg or CD127-Treg subsets).

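Klrg1 (ENSMUSG00000030114) had 154 ± 30.2 CPM in SP/CD127hi Tregs, 136 ± 91.3 CPM in graft Tregs and 63.7 ± 37.4 CPM in DLN/CD127hi Tregs (SD, n = 3). In splenic naive CD4+ T cells it had 0.211 ± 0.366 CPM, at least 148-fold lower than in SP/CD127hi Tregs (adjusted p = 4.41e-05) and at least 131-fold lower than in graft Tregs (adjusted p = 4.59e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its mean was 25.0 CPM in SP/naive Tregs and 43.3 CPM in SP/CD127–/lo Tregs.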

**A**

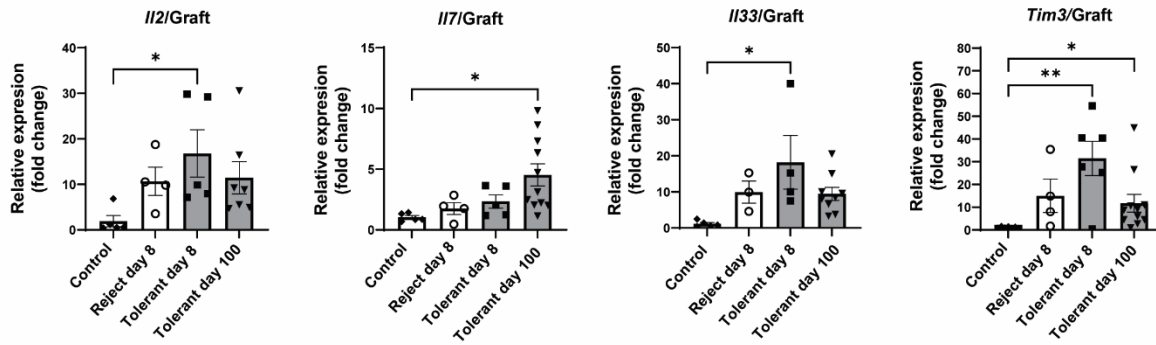

**B**

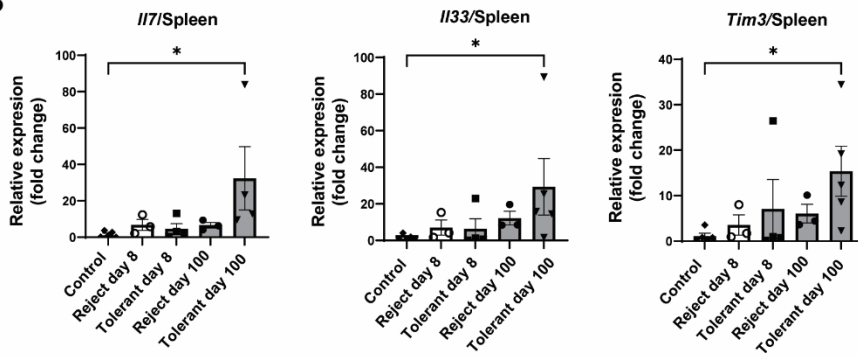

**Supplemental Figure 8. Expressions of *Il12*, *Il17*, *Il33*, *Tim3* in DREG-mouse recipients receiving porcine-NICC grafts.** (A) Real-time RT-PCR measurement of *Il2*, *Il7*, *Il33* and *Tim3* expressions of grafts and (B) spleens from mouse-recipients receiving porcine-NICC transplantation in rejection-group (day-8,  $n = 3 - 4$ ), tolerant-group (day-8,  $n = 4-5$  and day-100,  $n = 4 - 11$ ) and control sample ( $n = 5$ ) (kidney capture of naïve-mice with porcine-NICCs). Kruskal-Wallis test was used for the comparison of *Il7*, *Il33* and *Tim3* expressions in spleen and *Il2*, *Il33* and *Tim3* expressions in grafts between groups. A one-way ANOVA was used for the comparison of *Il7* expression in grafts between groups. Data were from three independent transplant experiments and shown as mean  $\pm$  SEM. \* $P < 0.05$ , \*\* $P < 0.01$ .

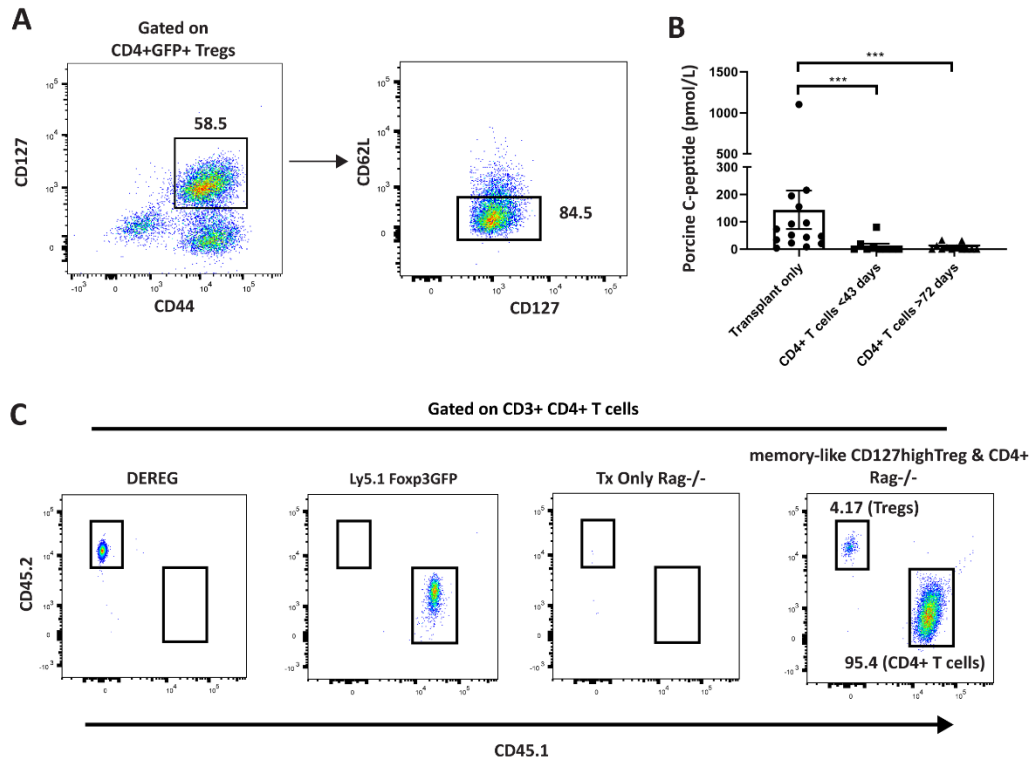

**Supplemental Figure 9. Adoptive transfer of Tregs and challenge of CD4<sup>+</sup>T cells in Rag<sup>-/-</sup> mice receiving porcine-NICC transplantation.** (A) Sorting memory-like CD127<sup>high</sup>Tregs from DEREK-mouse recipients in tolerant-group  $\geq 100$  days. After gating on CD4<sup>+</sup>GFP<sup>+</sup>/Foxp3<sup>+</sup>Tregs (similar as Treg phenotyping gating steps in Supplementary Figure 4), then gating on CD44<sup>+</sup>CD127<sup>high</sup>Tregs, and collected CD127<sup>high</sup>CD62L<sup>+</sup>Tregs. Cell sorting was performed on BD-AriaII. (B) NICC-graft function by porcine C-peptide. The serum porcine C-peptide in Rag<sup>-/-</sup>-mice recipients of NICC grafts without cell infusion (Transplant only) ( $n = 13$  mice with 15 samples including one at day-29, 3 samples at day-71, and 11 samples  $\geq 122$  post-transplantation), and in Rag<sup>-/-</sup>-mice recipients of NICC grafts that were only challenged with nonFoxp3CD4<sup>+</sup>GFP<sup>+</sup>T cells (the dose range from  $6 \times 10^4$  to  $2 \times 10^6$ ) at day from 29 to 42 days after cell challenge (CD4<sup>+</sup>T cells < 43 days) ( $n = 9$  mice including 3 mice with  $1 \times 10^5$ ,  $5 \times 10^5$ , and  $2 \times 10^6$  CD4<sup>+</sup>T cells respectively at day-29 after challenge; 2 mice with  $3.3 \times 10^5$  CD4<sup>+</sup>T cells at day-35 after challenge; and 4 mice with  $6 \times 10^4$ ,  $2 \times 10^5$ , and  $6 \times 10^5$ , and  $2 \times 10^6$  CD4<sup>+</sup>T cells at day-42 after challenge respectively); and > 72 days after challenge of CD4<sup>+</sup>T cells (CD4<sup>+</sup>T cells > 72 days) ( $n = 12$  mice, dose range from  $6 \times 10^4$  to  $6 \times 10^5$ , the number of mice in each dose listed in Supplementary Table 1). (C) Tregs and non-Foxp3 CD4<sup>+</sup>T cells both existed in transplanted Rag<sup>-/-</sup> mice on 72 days after adoptive transfer of the Tregs that was 49 days after the challenge of CD4<sup>+</sup>GFP<sup>+</sup>T cells (Treg: CD4<sup>+</sup>T cells = 1: 3). The representative pseudocolor plots of CD45.1 vs CD45.2 (gated on CD3<sup>+</sup>CD4<sup>+</sup>T cells) showed the CD45.1<sup>+</sup> and CD45.2<sup>+</sup> cells in PMBCs of DEREK naïve-mice (CD45.2) and Ly5.1Foxp3GFP (CD45.1) naïve-mice; Rag<sup>-/-</sup>-mice receiving porcine-NICC transplantation (Tx) only, and Rag<sup>-/-</sup>-mice adoptive transferred with memory-like CD127<sup>high</sup>Tregs ( $2.8 \times 10^5$ )(CD45.2) and challenged with nonFoxp3CD4<sup>+</sup>GFP<sup>+</sup>T cells ( $8.4 \times 10^5$ )(CD45.1) on day-72 after adoptive transfer of Tregs i.e 49 days after challenge with CD4<sup>+</sup>T cells (memory-like CD127<sup>high</sup>Treg and CD4<sup>+</sup>/Rag<sup>-/-</sup>). Kruskal-Wallis test followed by Dunn multiple comparison test was used to compare the levels of serum porcine C-peptide. \*\*\* $P < 0.001$ . Error bars indicate the mean of SEM.

**A**

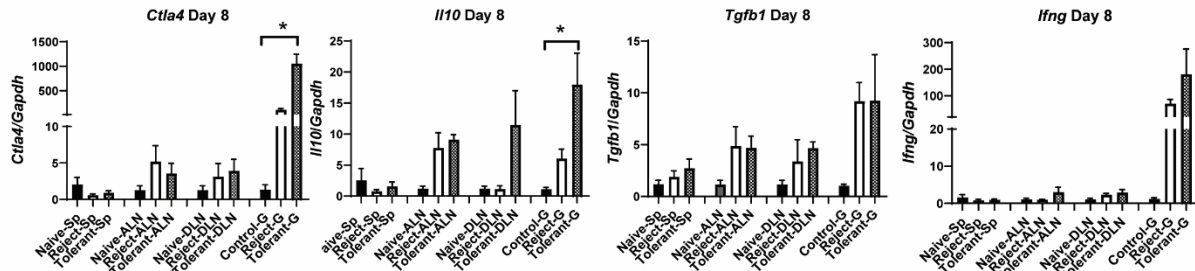

**B**

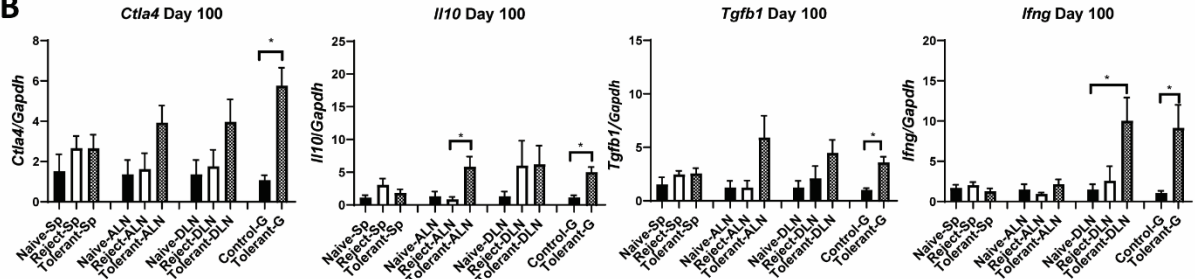

**Supplemental Figure 10. Expressions of *Ctla4*, *Il10*, *Tgfb1* and *Ifng* on DREG-mouse recipients receiving porcine-NICC transplantation.** (A) Expression of *Ctla4*, *Il10*, *Tgfb1* and *Ifng* in the spleen, ALNs, DLNs and porcine-NICC-grafts of tolerant-group (Tolerant-Sp/ALN/DLN/G) ( $n = 3 - 6$ ) and rejection-group (Reject-Sp/ALN/DLN/G) ( $n = 3 - 5$ ) at day-8 (B) and /or day  $\geq 100$  post-transplantation were assessed by real-time RT-PCR analysis using TaqMan® gene expression assay. The control samples included spleen (Naïve-Sp), ALNs (Naïve-ALN), and DLN (Naïve-DLN) from the naïve-mice group ( $n = 3$ ), and control graft-sample (Control-G)(kidney capture of naïve-mice with porcine-NICCs) ( $n = 3$ ). Kruskal-Wallis test was used for the comparison of three groups, and unpaired the Mann-Whitney test were used for the comparison of two groups. Label of statistical significance: \* $P < 0.05$ . Error bars indicate the mean  $\pm$  SEM.

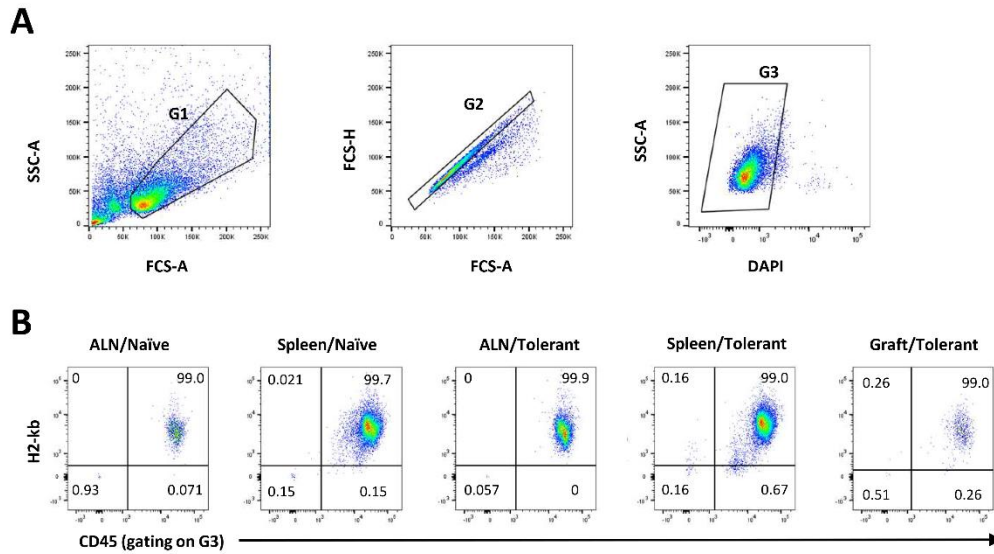

**Supplemental Figure 11. CD45<sup>+</sup> immune cells were from mouse-recipient in transplant tolerance. (A)** Gating strategies. The first gate (G1) on FSC-A vs SSC-A to exclude debris, the second gate (G2) was to exclude double cells using FSC-A vs FSC-H, and the third gate (G3) on DAPI negative to exclude dead cells. **(B)** The pseudocolor-plots of CD45 versus H2-Kb (mouse MHC class 1 for C57BL6 background) (gated on DAPI negative cells, the G3), showed CD45<sup>+</sup> cells in ALN, spleen and grafts tolerant-mouse were from DEREK-recipient (C57BL6 background). There was no difference of the proportion of CD45<sup>+</sup>H2-Kb<sup>+</sup> cells in DEREK-recipient and DEREK mouse without transplantation (naïve-group).

**Supplemental Table 1. The number of DEGs from 15 paired cross-comparisons**

<sup>†</sup>DEGs: differentially expressed genes with false discovery rate < 0.05. Total 1740 DEGs.

<sup>‡</sup> vs: versus

<sup>§</sup>9 paired cross-comparisons within 7 Treg subsets.

**Supplemental Table 2. Selected DEGs in lymphoid CD127<sup>high</sup>Tregs and graft-Tregs and their functions**

†Up DEG: upregulated differentially expressed genes with false discovery rate (FDR) < 0.05. ‡Treg subset: I: SP/CD127<sup>high</sup>Treg; II: DLN/CD127<sup>high</sup>Treg, III: graft-Treg. §I/II/III: including upregulated-DEG (FDR < 0.05) or with a tendency for enhanced gene expression in I/II/III Treg subsets compared to CD127<sup>-low</sup>Treg or naïve-Tregs. ¶ht: human Treg. #mt: mouse Treg. \*\*HLA-DR on effector Tregs: HLA-DR is a human MHC-II molecule. These effector Tregs were CD45RA<sup>+</sup>CD4<sup>+</sup>CD25<sup>high</sup> from peripheral blood mononuclear cells (PBMCs) of healthy human donors. ††: HLA-DR<sup>+</sup>CD4<sup>+</sup>CD25<sup>high</sup>CD62L<sup>high</sup>Tregs were from PBMCs. †††*Klrg1*: upregulated-DEG or tendency of enhanced gene expression of *Klrg1* on SP/CD127<sup>high</sup>Treg, DLN/CD127<sup>high</sup>Treg, and graft-Treg subsets compared to splenic naïve CD4<sup>+</sup>T cells, naïve-Treg and CD127<sup>-low</sup>Treg subsets. §§AKI: acute kidney injury. ¶¶Ig genes<sup>a</sup>: Immunoglobulin genes including *Iglv3* and *Jchain*. ###Ig genes<sup>b</sup>: *Iglc1*, *Iglc2*, *Iglv1*, *Iglv2* and *Igkv6-32*. ¶¶¶Mitochondrial genes: *mt-Nd1*, *mt-Nd2*, *mt-Nd4* and *mt-Cytb*.

**Supplemental Table 3. The number of DEGs from 6 paired cross-comparisons**

<sup>†</sup>DEGs: differentially expressed genes (absolute log fold change > ±1.5 and *P* < 0.01)

**Supplemental Table 4. The dosages of adoptive-transferring Tregs and challenging CD4<sup>+</sup>T cells into porcine-NICC transplant Rag<sup>-/-</sup> mice**

<sup>†</sup>Naïve-Tregs (CD4<sup>+</sup>GFP/Foxp3<sup>+</sup>Tregs) were sorted from DEREg-mice without transplantation and no treatment; and tolerant-Tregs (CD4<sup>+</sup>GFP/Foxp3<sup>+</sup>Tregs) and memory-like CD127<sup>high</sup>Tregs (CD127<sup>high</sup>CD44<sup>+</sup>CD62L<sup>-</sup>CD4<sup>+</sup>GFP<sup>+</sup>/Foxp3<sup>+</sup>Tregs) were sorted from transplanted DEREg-mice recipients that received CTLA4-Fc/MR-1 treatment day-100 post-transplant.

<sup>‡</sup>CD4<sup>+</sup>T cells (nonFoxp3 CD4<sup>+</sup>GFP<sup>+</sup>T cells) were sorted from Ly5.1Foxp3GFP mice.

**Supplemental Table 5. Antibodies for flow cytometric analysis, cell sorting and isolation**

**Supplemental Table 6: Immunohistochemistry and immunofluorescence staining antibodies**

**Supplemental Table 7. Real-time RT polymerase chain reaction (RT-PCR).**

**Supplemental Table 8. Imaging mass cytometry antibodies**

**Supplemental Table 9. Software for imaging mass cytometry analysis**

## References

1. Ashhurst TM, et al. Integration, exploration, and analysis of high-dimensional single-cell cytometry data using Spectre. *Cytometry A*. 2021.
2. Kolde R, Kolde MR. Package ‘pheatmap’. R package. 2015;2015;1(7):790.
3. Wickham H, et al. Welcome to the Tidyverse. *Journal of Open Source Software*. 2019;4(43):1686.
4. Zhang R, et al. Tissue Treg Secretomes and Transcription Factors Shared With Stem Cells Contribute to a Treg Niche to Maintain Treg-Ness With 80% Innate Immune Pathways, and Functions of Immunosuppression and Tissue Repair. *Front Immunol*. 2020;11:632239.
5. Magnuson AM, et al. Identification and validation of a tumor-infiltrating Treg transcriptional signature conserved across species and tumor types. *Proc Natl Acad Sci U S A*. 2018;115(45):E10672-E81.
6. Layland LE, et al. Pronounced phenotype in activated regulatory T cells during a chronic helminth infection. *J Immunol*. 2010;184(2):713-24.
7. Bai F, et al. Targeting ANXA1 abrogates Treg-mediated immune suppression in triple-negative breast cancer. *J Immunother Cancer*. 2020;8(1).
8. Tan MC, et al. Disruption of CCR5-dependent homing of regulatory T cells inhibits tumor growth in a murine model of pancreatic cancer. *J Immunol*. 2009;182(3):1746-55.
9. Loyher PL, et al. CCR2 Influences T Regulatory Cell Migration to Tumors and Serves as a Biomarker of Cyclophosphamide Sensitivity. *Cancer Res*. 2016;76(22):6483-94.
10. Vasanthakumar A, et al. Sex-specific adipose tissue imprinting of regulatory T cells. *Nature*. 2020;579(7800):581-5.
11. Feuerer M, et al. Lean, but not obese, fat is enriched for a unique population of regulatory T cells that affect metabolic parameters. *Nat Med*. 2009;15(8):930-9.
12. Vasanthakumar A, et al. The transcriptional regulators IRF4, BATF and IL-33 orchestrate development and maintenance of adipose tissue-resident regulatory T cells. *Nat Immunol*. 2015;16(3):276-85.
13. Burzyn D, et al. A special population of regulatory T cells potentiates muscle repair. *Cell*. 2013;155(6):1282-95.
14. Schiering C, et al. The alarmin IL-33 promotes regulatory T-cell function in the intestine. *Nature*. 2014;513(7519):564-8.
15. Zhang N, et al. Regulatory T cells sequentially migrate from inflamed tissues to draining lymph nodes to suppress the alloimmune response. *Immunity*. 2009;30(3):458-69.
16. Cuadrado E, et al. Proteomic Analyses of Human Regulatory T Cells Reveal Adaptations in Signaling Pathways that Protect Cellular Identity. *Immunity*. 2018;48(5):1046-59 e6.
17. Wienke J, et al. Human Tregs at the materno-fetal interface show site-specific adaptation reminiscent of tumor Tregs. *JCI Insight*. 2020;5(18).
18. Baecher-Allan C, et al. MHC class II expression identifies functionally distinct human regulatory T cells. *J Immunol*. 2006;176(8):4622-31.
19. Frias AB, Jr., et al. The Transcriptional Regulator Id2 Is Critical for Adipose-Resident Regulatory T Cell Differentiation, Survival, and Function. *J Immunol*. 2019;203(3):658-64.
20. Gratz IK, et al. Cutting Edge: memory regulatory t cells require IL-7 and not IL-2 for their maintenance in peripheral tissues. *J Immunol*. 2013;190(9):4483-7.
21. Neumann C, et al. c-Maf-dependent T(reg) cell control of intestinal T(H)17 cells and IgA establishes host-microbiota homeostasis. *Nat Immunol*. 2019;20(4):471-81.
22. Delacher M, et al. Precursors for Nonlymphoid-Tissue Treg Cells Reside in Secondary Lymphoid Organs and Are Programmed by the Transcription Factor BATF. *Immunity*. 2020;52(2):295-312.e11.
23. Ito M, et al. Brain regulatory T cells suppress astrogliosis and potentiate neurological recovery. *Nature*. 2019;565(7738):246-50.

24. do Valle Duraes F, et al. Immune cell landscaping reveals a protective role for regulatory T cells during kidney injury and fibrosis. *JCI Insight*. 2020;5(3).
25. Yuan X, et al. The importance of regulatory T-cell heterogeneity in maintaining self-tolerance. *Immunol Rev*. 2014;259(1):103-14.
26. Yan J, et al. FGL2 as a Multimodality Regulator of Tumor-Mediated Immune Suppression and Therapeutic Target in Gliomas. *J Natl Cancer Inst*. 2015;107(8).
27. Wang J, et al. Deletion of Fibrinogen-like Protein 2 (FGL-2), a Novel CD4+ CD25+ Treg Effector Molecule, Leads to Improved Control of Echinococcus multilocularis Infection in Mice. *PLoS Negl Trop Dis*. 2015;9(5):e0003755.
28. Zhang S, et al. Fibrinogen-like protein 2: Its biological function across cell types and the potential to serve as an immunotherapy target for brain tumors. *Cytokine Growth Factor Rev*. 2023;69:73-9.
29. Shalev I, et al. Targeted deletion of fg12 leads to impaired regulatory T cell activity and development of autoimmune glomerulonephritis. *J Immunol*. 2008;180(1):249-60.
30. Arpaia N, et al. A Distinct Function of Regulatory T Cells in Tissue Protection. *Cell*. 2015;162(5):1078-89.
31. Hu M, et al. Infiltrating Foxp3+ Regulatory T Cells From Spontaneously Tolerant Kidney Allografts Demonstrate Donor-Specific Tolerance. *American Journal of Transplantation*. 2013;13(11):2819-30.
32. Sawitzki B, et al. IFN-gamma production by alloantigen-reactive regulatory T cells is important for their regulatory function in vivo. *J Exp Med*. 2005;201(12):1925-35.
33. Konieczny BT, et al. IFN-gamma is critical for long-term allograft survival induced by blocking the CD28 and CD40 ligand T cell costimulation pathways. *J Immunol*. 1998;160(5):2059-64.
34. Wood KJ, and Sawitzki B. Interferon  $\gamma$ : a crucial role in the function of induced regulatory T cells in vivo. *Trends in Immunology*. 2006;27(4):183-7.
35. Chu M, et al. Nebulin, a multi-functional giant. *J Exp Biol*. 2016;219(Pt 2):146-52.
36. Miragaia RJ, et al. Single-Cell Transcriptomics of Regulatory T Cells Reveals Trajectories of Tissue Adaptation. *Immunity*. 2019;50(2):493-504 e7.
37. Agenès F, et al. Differential expression of regulator of G-protein signalling transcripts and in vivo migration of CD4+ naïve and regulatory T cells. *Immunology*. 2005;115(2):179-88.
38. Ondondo B, et al. A distinct chemokine axis does not account for enrichment of Foxp3(+) CD4(+) T cells in carcinogen-induced fibrosarcomas. *Immunology*. 2015;145(1):94-104.
39. Guo X, et al. Global characterization of T cells in non-small-cell lung cancer by single-cell sequencing. *Nat Med*. 2018;24(7):978-85.
40. Oldham KA, et al. T lymphocyte recruitment into renal cell carcinoma tissue: a role for chemokine receptors CXCR3, CXCR6, CCR5, and CCR6. *Eur Urol*. 2012;61(2):385-94.
41. Sheppard S, et al. The Paradoxical Role of NKG2D in Cancer Immunity. *Front Immunol*. 2018;9:1808.
42. Giordano G, et al. JAK/Stat5-mediated subtype-specific lymphocyte antigen 6 complex, locus G6D (LY6G6D) expression drives mismatch repair proficient colorectal cancer. *J Exp Clin Cancer Res*. 2019;38(1):28.
43. Semba T, et al. Lung Adenocarcinoma Mouse Models Based on Orthotopic Transplantation of Syngeneic Tumor-Initiating Cells Expressing EpCAM, SCA-1, and Ly6d. *Cancers (Basel)*. 2020;12(12).
44. Gerner MC, et al. The TGF- $\beta$ /SOX4 axis and ROS-driven autophagy co-mediate CD39 expression in regulatory T-cells. *FASEB J*. 2020;34(6):8367-84.
45. Newell KA, et al. Identification of a B cell signature associated with renal transplant tolerance in humans. *The Journal of clinical investigation*. 2010;120(6):1836-47.
46. Di Giorgio E, et al. A Biological Circuit Involving Mef2c, Mef2d, and Hdac9 Controls the Immunosuppressive Functions of CD4+Foxp3+ T-Regulatory Cells. *Front Immunol*. 2021;12:703632.

47. Di Giorgio E, et al. MEF2D sustains activation of effector Foxp3<sup>+</sup> Tregs during transplant survival and anticancer immunity. *The Journal of clinical investigation*. 2020;130(12):6242-60.
  48. Fischer R, et al. TNFR2 promotes Treg-mediated recovery from neuropathic pain across sexes. *Proc Natl Acad Sci U S A*. 2019;116(34):17045-50.
  49. Drashansky TT, et al. Bcl11b prevents fatal autoimmunity by promoting T(reg) cell program and constraining innate lineages in T(reg) cells. *Sci Adv*. 2019;5(8):eaaw0480.
  50. Van Damme H, et al. Therapeutic depletion of CCR8(+) tumor-infiltrating regulatory T cells elicits antitumor immunity and synergizes with anti-PD-1 therapy. *J Immunother Cancer*. 2021;9(2).
  51. Liu Y, et al. A critical function for TGF-beta signaling in the development of natural CD4<sup>+</sup>CD25<sup>+</sup>Foxp3<sup>+</sup> regulatory T cells. *Nat Immunol*. 2008;9(6):632-40.
  52. Zhou AX, et al. The metalloprotease ADAM12 regulates the effector function of human Th17 cells. *PLoS One*. 2013;8(11):e81146.
  53. Wang H, et al. CD36-mediated metabolic adaptation supports regulatory T cell survival and function in tumors. *Nat Immunol*. 2020;21(3):298-308.
  54. Zhao J, et al. MicroRNAs expression profile in CCR6(+) regulatory T cells. *PeerJ*. 2014;2:e575.
  55. Núñez NG, et al. Tumor invasion in draining lymph nodes is associated with Treg accumulation in breast cancer patients. *Nat Commun*. 2020;11(1):3272.
  56. Stohl W, and Yu N. Promotion of T Regulatory Cells in Mice by B Cells and BAFF. *J Immunol*. 2020;204(9):2416-28.
  57. Fu Z, et al. Requirement of Mitochondrial Transcription Factor A in Tissue-Resident Regulatory T Cell Maintenance and Function. *Cell Rep*. 2019;28(1):159-71 e4.
  58. Weinberg SE, et al. Mitochondrial complex III is essential for suppressive function of regulatory T cells. *Nature*. 2019;565(7740):495-9.
  59. Shi L, et al. Treg cell-derived osteopontin promotes microglia-mediated white matter repair after ischemic stroke. *Immunity*. 2021;54(7):1527-42 e8.
-

How the deposited data were processed for this re-analysis (not part of the article)

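Gene counts of 33 bulk RNA-Seq libraries were analysed, 3 for each of 11 cell subsets. The subsets were 7 Treg subsets (SP/naive, SP/CD127–/lo, SP/CD127hi, graft, DLN/naive, DLN/CD127–/lo and DLN/CD127hi Tregs) and 4 Foxp3– subsets (CD4+ T cells and CD45+CD4– cells of the spleen of naive and tolerant mice). Libraries were grouped by the condition in their labels. The 24 spleen and graft libraries were sequenced on a NextSeq 500 and the 9 DLN libraries on a MiSeq.

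According to the methods, the authors trimmed the reads with Trim Galore, aligned them with STAR to mm10 with EGFP added and counted them on genes. The methods name HTSeq for the counting, and the files have the layout of STAR's gene counts. The values are raw counts of read pairs per gene without normalization, and the column over both strands together was used. The 4 totals of reads without a gene that open each file were left out of the gene table and used for mapping rates. The total on genes of each library equalled that of Supplemental Table 10. Positions of genes were taken from GENCODE vM21 on GRCm38, and 119 of 31054 identifiers had no symbol there.

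Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and sva 3.50.0, and in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Genes with at least 1 CPM in at least 1 library were kept, which left 25347. TMM factors were computed over all libraries, and a negative binomial model with 1 mean per subset was fitted. Each of the 15 comparisons of Supplemental Table 1 was tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the genes tested. DEGs had an adjusted p under 0.05, and the 6 comparisons of Supplemental Table 3 were also counted with an absolute log2 fold change over 1.5 and an unadjusted p under 0.01. The difference between the CD127hi effect in spleen and in DLN was tested as an interaction. Log2 CPM were computed with a prior count of 2. A subset in which every library had at most 3 counts of a gene was taken to be at the limit of detection, and fold changes against it are given as lower bounds at that limit. In 3 libraries against 3, the groups of a gene without a difference do not overlap in 10% of cases.

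MDS distances used the 500 largest log2 fold changes of each pair of libraries, as in limma's plotMDS. Gene lists were tested with camera at a preset correlation of 0.01 on voom values, over 17 lists and 10 comparisons, with fry and an estimated correlation beside it. The weights of voom were capped at their 0.99 quantile in every fit of the lists, and lists with fewer than 3 genes were not tested. The subsets, the comparisons and their tests, the gene lists and the alternatives were fixed before the data were examined, while tests of explanations were in part chosen only after the result was seen, as stated with them. Also fixed beforehand was the rule for naming single genes, which covered every gene the paper names from these libraries, Foxp3 and EGFP, the genes of the lists, and up to 5 genes per direction with the largest log2 fold change among DEGs whose groups did not overlap.

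The alternatives were the likelihood ratio test of edgeR, DESeq2, RLE normalization, no filter on low counts, a stricter filter of at least 10 counts in at least 3 libraries, a model of the compared libraries only, counts adjusted by ComBat-Seq with the sequencer as batch, the replicate number as a block, and leaving out each library in turn. For MDS, all genes or a common set of genes replaced the largest changes of each pair. Other splits of the same libraries were counted, 10 for each comparison of 3 against 3 and 100 draws for the interaction and for the correlation of log2 fold changes. The effect of a shared control was simulated 20 times, and the depth of the splenic Treg libraries was reduced to the median of the DLN in 4 draws.

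The tests were tested on simulated data with 3 libraries against 3, in which 200 of 20146 genes were changed. The quasi-likelihood test recovered 59 of the 200, which were 6% of those changed 4-fold and 53% of those changed 16-fold, with 1 false call. The likelihood ratio test recovered 55 with 1 false call, and DESeq2 recovered 80 with 40 false calls. No call had the wrong direction. The changed list was called by camera and by fry, and 0 of 20 unchanged lists were called by either. In simulated comparisons without a change, the quasi-likelihood test made no call, and the likelihood ratio test and DESeq2 were not run on them.

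The enrichment of Gene Ontology terms was not analysed here, since no term annotation was used, and neither were flow cytometry or RT-PCR data. The voom step of the paper's heatmaps was used here only for the gene lists. The paper does not name the batch given to ComBat-Seq, for which the sequencer was taken. No subset labels were given to it here, and the MiSeq libraries are all Tregs, so the adjustment can also remove differences between cell classes.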

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

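The tests of kidney RNA, of the sex chromosome transcripts by group and of the thinned spleen libraries were set out before their results were seen, and all other tests in this part were chosen only after the result was seen.

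A difference between tissues appeared in the effect of CD127. The change from CD127–/lo to CD127hi Tregs differed between spleen and DLN for 30 genes by the interaction test (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Among the genes named in the paper, the difference of the log2 fold change in spleen from that in DLN was -10.76 for Ly6d (adjusted p = 1.11e-08), 8.78 for Ms4a1 (adjusted p = 1.09e-07), -12.97 for Fcmr (adjusted p = 5.05e-05) and -5.05 for Plac8 (adjusted p = 0.00790). These 4 values depend on the prior count where a subset has no reads. Of 100 splits of the 12 libraries within each tissue, 49, the real one among them, gave at least 30 genes. The 99 splits other than the real one gave from 7 to 132, so other splits also give this number of genes. Every split still holds the CD127 subsets unevenly. The splits are therefore not free of a CD127 effect and cannot decide whether the number arose by chance. Leaving out 1 library gave from 17 genes, without replicate 1 of SP/CD127–/lo Tregs, to 139, without replicate 3 of DLN/CD127–/lo Tregs, and without replicate 1 of SP/CD127–/lo Tregs the difference was -4.92 for Ly6d and -2.69 for Plac8 (adjusted p = 0.618), and neither was called. With the stricter filter none of the 4 genes was called. After adjustment for the sequencer by ComBat-Seq, the interaction test gave 9 genes. Spleen libraries ran on a NextSeq 500 and DLN libraries on a MiSeq at lower depth, so tissue, sequencer and depth cannot be told apart for these genes, and a biological difference between the tissues stays open and untested.

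Kidney transcripts outside those the paper discusses appeared in graft Tregs. Of 19 genes of kidney epithelium that the paper does not name, 14 were above 3 counts in at least 1 graft library and 6 in at least 2. A graft library had a mean of 8 of them above 3 counts (6 to 11), against a mean of 1.73 and at most 5 in the 30 other libraries (exact permutation test, p = 0.000183), and 8 of the 19 were highest in graft Tregs. In graft against SP/naive Tregs, 14 of the 18 genes tested were higher, with a median log2 fold change of 2.38, or 1.62 with genes at the limit of detection set to that limit (adjusted p = 1.02e-14 with camera, and 4.57e-05 with fry). The most abundant, Kap, varied between 13.4 and 887 CPM over the 3 graft libraries. These values are consistent with RNA of mouse kidney epithelium in the graft libraries, in a test that had the chance to come out the other way. The grafts lay under the kidney capsule, and no biological explanation, such as expression of these genes by Tregs in the graft, was tested.

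Transcripts of the Y chromosome appeared in 1 library in which the paper gives female mice as the source. In DLN/naive Tregs, replicate 3 had 504 CPM on Y-linked genes and 1.24 CPM of Xist, while replicates 1 and 2 had 3.55 and 16.1 CPM on Y-linked genes and 405 and 459 CPM of Xist. With 2 of the 3 DLN/naive libraries on the female side, sex parts them from the male tolerant mice only in part, and 17 of the 241 DEGs of DLN/CD127hi against DLN/naive Tregs lie on chromosome X or Y (7.05%, against 2.99% of the genes tested, Fisher's exact test p = 0.00165), 3 of them on Y. The DEGs found without replicate 3 placed it on the naive side for 176 of 246 genes (71.5%), against 83.3% of 216 for replicate 1 and 75.2% of 246 for replicate 2 in the same test. The median log2 difference of replicate 3 from the DLN/CD127hi Tregs was 2.06 for these genes, against 4.19 for the libraries that found them. Left out in the same way, replicates 1 and 2 had 2.81 and 2.23, against 4.17 and 4.09. A smaller difference of the left-out library was thus not particular to replicate 3. The DLN/CD127–/lo libraries come from male tolerant mice. They were placed on the naive side for 69.5% to 77.6% of the genes found without replicate 3. The side therefore says nothing about the source of a library. For these DEGs, sex, an exchange of replicate 3 with a library of tolerant mice and an effect of the transplant setting cannot be told apart, since only 1 DLN/naive library has male transcripts. Male mice among the naive donors of replicate 3 stay a candidate explanation of its Y-linked transcripts, which was not tested further.

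Reads on genes of the major satellite repeat appeared in all libraries, at up to 1.32% of the reads on genes in NextSeq 500 libraries (lowest 0.0204%) and up to 5.49% in MiSeq libraries (lowest 0.0290%), in genes that the paper does not discuss. Across the 24 NextSeq 500 libraries, this share went with the share of reads outside annotated genes (Pearson r = 0.651, permutation p = 2e-05, the smallest that the resamples give, and 4e-05 after Benjamini-Hochberg adjustment, Spearman rho = 0.794), and across the 9 MiSeq libraries likewise (r = 0.822, exact permutation p = 0.000215, rho = 0.967). Without the 2 libraries whose satellite share was furthest from the median, r was 0.587 and 0.792. A candidate explanation is genomic DNA in the libraries, which values of this kind are consistent with, but satellite RNA made by the cells was not tested and stays open.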

How the results depend on the processing

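No test in this part was chosen only after its result was seen. Across the alternatives and the fits that each left out 1 library, 28 counts, distances and correlations were recomputed. In 320 of these values a count stayed within 1.5 times the main value, or a distance or correlation within 1 SD, in 148 the value moved by more and in 4 the direction reversed. With RLE in place of TMM normalization, all 28 of these results stayed within those limits, but the split of the DEGs changed. The DEGs that were higher and lower in the first subset were 16 and 10 with TMM against 17 and 16 with RLE for SP/CD127hi Tregs against graft Tregs, 139 and 102 with TMM against 168 and 79 with RLE for DLN/CD127hi Tregs against DLN/naive Tregs and 61 and 29 with TMM against 60 and 16 with RLE for DLN/CD127–/lo Tregs against DLN/naive Tregs, which moves the share of higher ones by over 10 percentage points, and in none of the other 12 comparisons did it move as far. For 43 combinations of a gene and a comparison, 524 values kept direction and call, 82 lost the call, 15 gained it and 1 reversed. For 14 combinations of a list and a comparison, the numbers were 143, 5, 14 and 6. Of the 20 mean levels of Foxp3 and EGFP in subsets with a read, 6 moved by more than 1 SD after ComBat-Seq and 1 with RLE normalization, and the 2 subsets without a read of EGFP, whose SD is 0, were not judged.

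The cause of the changes below was not tested, except that the fits differ by construction in the genes or libraries they hold. The likelihood ratio test of edgeR changed the number of DEGs from 9 to 1 for tolerant against naive CD45+CD4– cells, 27 to 6 for tolerant against naive CD4+ T cells, 26 to 40 for SP/CD127hi Tregs against graft Tregs, 23 to 10 for SP/CD127hi Tregs against SP/CD127–/lo Tregs, 18 to 4 for SP/CD127–/lo Tregs against SP/naive Tregs, 5 to 0 for SP/CD127hi Tregs against SP/naive Tregs and 106 to 173 for DLN/CD127hi Tregs against DLN/CD127–/lo Tregs. At an unadjusted p under 0.05, 1365 genes were found for SP/CD127hi Tregs against SP/naive Tregs under the likelihood ratio test. The number of genes whose CD127hi effect differed between spleen and DLN went from 30 to 70 under the likelihood ratio test. DESeq2 changed the number of DEGs from 9 to 38 for tolerant against naive CD45+CD4– cells, 27 to 82 for tolerant against naive CD4+ T cells, 157 to 645 for naive CD4+ T cells against graft Tregs, 26 to 262 for SP/CD127hi Tregs against graft Tregs, 21 to 199 for SP/CD127–/lo Tregs against graft Tregs, 33 to 183 for graft Tregs against SP/naive Tregs, 23 to 91 for SP/CD127hi Tregs against SP/CD127–/lo Tregs, 107 to 452 for naive CD4+ T cells against SP/CD127hi Tregs, 18 to 38 for SP/CD127–/lo Tregs against SP/naive Tregs, 119 to 389 for naive CD4+ T cells against SP/CD127–/lo Tregs, 5 to 33 for SP/CD127hi Tregs against SP/naive Tregs, 67 to 185 for naive CD4+ T cells against SP/naive Tregs, 241 to 959 for DLN/CD127hi Tregs against DLN/naive Tregs, 90 to 626 for DLN/CD127–/lo Tregs against DLN/naive Tregs and 106 to 730 for DLN/CD127hi Tregs against DLN/CD127–/lo Tregs. Under DESeq2, the number by log2 fold change and unadjusted p went from 359 to 226 for SP/CD127hi Tregs against SP/naive Tregs. The number of unique DEGs over the 15 comparisons went from 530 to 2671 and the number of unique DEGs over the 9 Treg comparisons went from 358 to 2008 under DESeq2.

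Leaving out the filter on low counts changed the number of DEGs from 27 to 44 for tolerant against naive CD4+ T cells, 26 to 52 for SP/CD127hi Tregs against graft Tregs, 21 to 33 for SP/CD127–/lo Tregs against graft Tregs, 33 to 59 for graft Tregs against SP/naive Tregs, 23 to 35 for SP/CD127hi Tregs against SP/CD127–/lo Tregs, 18 to 36 for SP/CD127–/lo Tregs against SP/naive Tregs and 5 to 15 for SP/CD127hi Tregs against SP/naive Tregs. The number of genes whose CD127hi effect differed between spleen and DLN went from 30 to 54 under no filter. The stricter filter on low counts changed the number of DEGs from 9 to 3 for tolerant against naive CD45+CD4– cells, 27 to 1 for tolerant against naive CD4+ T cells, 157 to 59 for naive CD4+ T cells against graft Tregs, 26 to 0 for SP/CD127hi Tregs against graft Tregs, 21 to 0 for SP/CD127–/lo Tregs against graft Tregs, 33 to 6 for graft Tregs against SP/naive Tregs, 23 to 0 for SP/CD127hi Tregs against SP/CD127–/lo Tregs, 107 to 52 for naive CD4+ T cells against SP/CD127hi Tregs, 18 to 1 for SP/CD127–/lo Tregs against SP/naive Tregs, 119 to 52 for naive CD4+ T cells against SP/CD127–/lo Tregs, 5 to 0 for SP/CD127hi Tregs against SP/naive Tregs, 67 to 35 for naive CD4+ T cells against SP/naive Tregs, 241 to 131 for DLN/CD127hi Tregs against DLN/naive Tregs, 90 to 23 for DLN/CD127–/lo Tregs against DLN/naive Tregs and 106 to 68 for DLN/CD127hi Tregs against DLN/CD127–/lo Tregs. Under the stricter filter, the number by log2 fold change and unadjusted p went from 787 to 318 for SP/CD127hi Tregs against graft Tregs, 670 to 268 for graft Tregs against SP/naive Tregs, 452 to 157 for SP/CD127hi Tregs against SP/CD127–/lo Tregs and 359 to 75 for SP/CD127hi Tregs against SP/naive Tregs. At an unadjusted p under 0.05, 1363 genes were found for SP/CD127hi Tregs against graft Tregs, 1167 genes were found for SP/CD127–/lo Tregs against graft Tregs, 960 genes were found for SP/CD127hi Tregs against SP/CD127–/lo Tregs and 564 genes were found for SP/CD127hi Tregs against SP/naive Tregs under the stricter filter. The number of unique DEGs over the 15 comparisons went from 530 to 263, the number of unique DEGs over the 9 Treg comparisons went from 358 to 180 and the number of genes whose CD127hi effect differed between spleen and DLN went from 30 to 11 under the stricter filter.

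A model of the compared libraries only changed the number of DEGs from 9 to 22 for tolerant against naive CD45+CD4– cells, 27 to 65 for tolerant against naive CD4+ T cells, 26 to 51 for SP/CD127hi Tregs against graft Tregs, 33 to 53 for graft Tregs against SP/naive Tregs, 23 to 135 for SP/CD127hi Tregs against SP/CD127–/lo Tregs, 107 to 293 for naive CD4+ T cells against SP/CD127hi Tregs, 18 to 58 for SP/CD127–/lo Tregs against SP/naive Tregs, 119 to 281 for naive CD4+ T cells against SP/CD127–/lo Tregs, 5 to 27 for SP/CD127hi Tregs against SP/naive Tregs, 67 to 188 for naive CD4+ T cells against SP/naive Tregs, 241 to 22 for DLN/CD127hi Tregs against DLN/naive Tregs, 90 to 6 for DLN/CD127–/lo Tregs against DLN/naive Tregs and 106 to 10 for DLN/CD127hi Tregs against DLN/CD127–/lo Tregs. Under the compared libraries only, the number by log2 fold change and unadjusted p went from 787 to 248 for SP/CD127hi Tregs against graft Tregs, 670 to 272 for graft Tregs against SP/naive Tregs, 359 to 206 for SP/CD127hi Tregs against SP/naive Tregs, 949 to 215 for DLN/CD127hi Tregs against DLN/naive Tregs and 793 to 143 for DLN/CD127hi Tregs against DLN/CD127–/lo Tregs. Adjustment for the sequencer by ComBat-Seq changed the number of DEGs from 9 to 1 for tolerant against naive CD45+CD4– cells, 27 to 4 for tolerant against naive CD4+ T cells, 157 to 52 for naive CD4+ T cells against graft Tregs, 26 to 8 for SP/CD127hi Tregs against graft Tregs, 21 to 6 for SP/CD127–/lo Tregs against graft Tregs, 33 to 9 for graft Tregs against SP/naive Tregs, 23 to 5 for SP/CD127hi Tregs against SP/CD127–/lo Tregs, 107 to 28 for naive CD4+ T cells against SP/CD127hi Tregs, 18 to 10 for SP/CD127–/lo Tregs against SP/naive Tregs, 119 to 37 for naive CD4+ T cells against SP/CD127–/lo Tregs, 5 to 1 for SP/CD127hi Tregs against SP/naive Tregs, 67 to 15 for naive CD4+ T cells against SP/naive Tregs, 241 to 55 for DLN/CD127hi Tregs against DLN/naive Tregs, 90 to 16 for DLN/CD127–/lo Tregs against DLN/naive Tregs and 106 to 16 for DLN/CD127hi Tregs against DLN/CD127–/lo Tregs. Under ComBat-Seq, the number by log2 fold change and unadjusted p went from 949 to 490 for DLN/CD127hi Tregs against DLN/naive Tregs and 793 to 325 for DLN/CD127hi Tregs against DLN/CD127–/lo Tregs. The number of unique DEGs over the 15 comparisons went from 530 to 137, the number of unique DEGs over the 9 Treg comparisons went from 358 to 76 and the number of genes whose CD127hi effect differed between spleen and DLN went from 30 to 9 under ComBat-Seq.

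The replicate numbers are not known to mark a shared animal or day. In 0 of 14 pairs of subsets did every pair of libraries with the same number correlate above 0.1 in their deviations from the subset means. The mean correlation per pair of subsets was from 0.00400 to 0.0515. All these means were positive, so the numbers show no strong pairing, but a weak one is not excluded. With the replicate number as a block, the number of DEGs went from 9 to 15 for tolerant against naive CD45+CD4– cells, 27 to 43 for tolerant against naive CD4+ T cells, 26 to 42 for SP/CD127hi Tregs against graft Tregs, 21 to 33 for SP/CD127–/lo Tregs against graft Tregs, 33 to 58 for graft Tregs against SP/naive Tregs, 23 to 45 for SP/CD127hi Tregs against SP/CD127–/lo Tregs, 18 to 37 for SP/CD127–/lo Tregs against SP/naive Tregs, 5 to 16 for SP/CD127hi Tregs against SP/naive Tregs and 67 to 109 for naive CD4+ T cells against SP/naive Tregs. Under the block, the number by log2 fold change and unadjusted p went from 787 to 414 for SP/CD127hi Tregs against graft Tregs, 670 to 381 for graft Tregs against SP/naive Tregs, 452 to 240 for SP/CD127hi Tregs against SP/CD127–/lo Tregs and 359 to 152 for SP/CD127hi Tregs against SP/naive Tregs. The difference in distance to graft Tregs between SP/CD127hi and SP/CD127–/lo Tregs in the MDS plane went from -0.470 to -0.222 under the block. The list of IFN-γ response genes in DLN/CD127hi against DLN/naive Tregs reversed its direction under the block (adjusted p = 0.839).

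Of the gene lists, 58 tests were called with camera, 25 with fry and 25 with an estimated correlation. Without the genes that the paper names, the direction reversed for tissue Treg genes in SP/CD127hi against SP/CD127–/lo Tregs (adjusted p = 0.353) and in DLN/CD127hi against DLN/naive Tregs (0.925), and for IFN-γ response genes in DLN/CD127hi against DLN/naive Tregs (0.757), and the cause was not tested. The difference in distance to graft Tregs between SP/CD127hi and SP/CD127–/lo Tregs in the MDS plane, -0.470, reversed to 0.260 over all genes and 0.315 over common genes, and the cause was not tested.

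With each library of the compared subsets left out in turn, the number of DEGs was from 5 to 17 for tolerant against naive CD45+CD4– cells, from 25 to 47 for SP/CD127hi Tregs against graft Tregs, from 8 to 28 for SP/CD127–/lo Tregs against graft Tregs, from 14 to 33 for SP/CD127hi Tregs against SP/CD127–/lo Tregs, from 12 to 28 for SP/CD127–/lo Tregs against SP/naive Tregs, from 77 to 103 for naive CD4+ T cells against SP/CD127–/lo Tregs, from 4 to 20 for SP/CD127hi Tregs against SP/naive Tregs, from 216 to 371 for DLN/CD127hi Tregs against DLN/naive Tregs, from 105 to 177 for DLN/CD127–/lo Tregs against DLN/naive Tregs and from 152 to 232 for DLN/CD127hi Tregs against DLN/CD127–/lo Tregs. By log2 fold change and unadjusted p it was from 437 to 504 for graft Tregs against SP/naive Tregs, from 240 to 402 for SP/CD127hi Tregs against SP/CD127–/lo Tregs and from 197 to 256 for SP/CD127hi Tregs against SP/naive Tregs. The number of unique DEGs over the 9 Treg comparisons was from 346 to 541. The number of genes whose CD127hi effect differed between spleen and DLN was from 17 to 139. The correlation of log2 fold changes between the CD127hi and the graft comparison was from -0.0620 to 0.0120 and reversed without replicate 2 of SP/naive Tregs (0.0120) and without replicate 2 of graft Tregs (0.000926). The adjusted p of IFN-γ response genes in DLN/CD127hi Tregs against DLN/naive Tregs was from 0.428 to 0.927, and its direction reversed without replicate 2 of DLN/naive Tregs (0.877). The adjusted p of IFN-γ response genes in DLN/CD127hi Tregs against DLN/CD127–/lo Tregs was from 0.0218 to 0.498, and its direction reversed without replicate 2 of DLN/CD127–/lo Tregs (0.498). The log2 fold change of Il7r in DLN/CD127hi Tregs against DLN/CD127–/lo Tregs was from -0.13 to 0.61, and its direction reversed without replicate 1 of DLN/CD127–/lo Tregs (-0.13). The cause of these changes was not tested.

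Depth limits what can be said of the DLN, where 3 counts correspond to up to 3.55 CPM, so that genes below that level can be called neither present nor absent in a single library. In the simulated comparisons 6% of the genes changed 4-fold were recovered, so that a gene without a call is not shown to be unchanged.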

Differences from the paper's values

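The comparison by direction of change and the search for settings that call single genes of the paper were chosen only after the result was seen. Values here are numbers of DEGs, found with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment in a model of all 33 libraries, beside those of Supplemental Table 1. Higher and lower refer to the subset named first. A gap is closed where an alternative set before the data were examined comes within 1.5 times the paper's number, and alternatives not named for a gap leave it open. Tolerant against naive CD45+CD4– cells gave 0 higher, against the paper's 2, and 9 lower, against the paper's 4. The gap closed for the higher ones by leaving out replicate 2 of naive CD45+CD4– cells (2) and leaving out replicate 3 of naive CD45+CD4– cells (2) and for the lower ones by the stricter filter (3), a model of the compared libraries only (6) and leaving out replicate 3 of tolerant CD45+CD4– cells (5), and by no other alternative. Tolerant against naive CD4+ T cells gave 4 higher, against the paper's 16, and 23 lower, against the paper's 4. That gap was closed for the higher ones by a model of the compared libraries only (11) and for the lower ones by the likelihood ratio test (3) and ComBat-Seq (3), and by no other alternative. Naive CD4+ T cells against graft Tregs gave 157 in all, against the paper's 469, 66 higher, against the paper's 253, and 91 lower, against the paper's 216. This gap closed for the total by DESeq2 (645), for the higher ones by DESeq2 (353) and for the lower ones by DESeq2 (292), and by no other alternative. SP/CD127hi Tregs against graft Tregs gave 26 in all, against the paper's 129, 16 higher, against the paper's 101, and 10 lower, against the paper's 28. The gap was closed for the lower ones by the fit without a filter on low counts (22), a model of the compared libraries only (40) and the replicate block (23), and for the total and the higher ones by no alternative. SP/CD127–/lo Tregs against graft Tregs gave 21 in all, against the paper's 104, 7 higher, against the paper's 77, and 14 lower, against the paper's 27. The gap closed for the lower ones by the fit without a filter on low counts (19) and the replicate block (20), and for the total and the higher ones by no alternative. Graft Tregs against SP/naive Tregs gave 33 in all, against the paper's 129, 19 higher, against the paper's 29, and 14 lower, against the paper's 100. That gap was closed for the total by DESeq2 (183) and for the higher ones by DESeq2 (32), RLE normalization (24), the fit without a filter on low counts (33), the replicate block (36), leaving out replicate 1 of SP/naive Tregs (20), leaving out replicate 3 of SP/naive Tregs (21), leaving out replicate 1 of graft Tregs (24) and leaving out replicate 3 of graft Tregs (24), and for the lower ones by no alternative.

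Naive CD4+ T cells against SP/CD127hi Tregs gave 107 in all, against the paper's 362, 41 higher, against the paper's 142, and 66 lower, against the paper's 220. This gap closed for the total by DESeq2 (452) and a model of the compared libraries only (293), for the higher ones by DESeq2 (179) and a model of the compared libraries only (142) and for the lower ones by DESeq2 (273) and a model of the compared libraries only (151), and by no other alternative. SP/CD127–/lo Tregs against SP/naive Tregs gave 18 in all, against the paper's 5, 7 higher, against the paper's 0, and 11 lower, against the paper's 5. The gap was closed for the total by the likelihood ratio test (4), for the higher ones by the likelihood ratio test (0) and the stricter filter (0) and for the lower ones by the likelihood ratio test (4), ComBat-Seq (4) and leaving out replicate 3 of SP/CD127–/lo Tregs (6), and by no other alternative. Naive CD4+ T cells against SP/CD127–/lo Tregs gave 119 in all, against the paper's 290, 49 higher, against the paper's 111, and 70 lower, against the paper's 179. The gap closed for the total by DESeq2 (389) and a model of the compared libraries only (281), for the higher ones by a model of the compared libraries only (135) and for the lower ones by DESeq2 (220) and a model of the compared libraries only (146), and by no other alternative. SP/CD127hi Tregs against SP/naive Tregs gave 5 in all, against the paper's 14, 3 higher, against the paper's 7, and 2 lower, against the paper's 7. That gap was closed for the total by the fit without a filter on low counts (15), the replicate block (16), leaving out replicate 1 of SP/naive Tregs (10), leaving out replicate 2 of SP/CD127hi Tregs (20) and leaving out replicate 3 of SP/CD127hi Tregs (12), for the higher ones by the fit without a filter on low counts (10), leaving out replicate 1 of SP/naive Tregs (7), leaving out replicate 1 of SP/CD127hi Tregs (5) and leaving out replicate 3 of SP/CD127hi Tregs (7) and for the lower ones by the fit without a filter on low counts (5), a model of the compared libraries only (6), the replicate block (5), leaving out replicate 2 of SP/CD127hi Tregs (6) and leaving out replicate 3 of SP/CD127hi Tregs (5), and by no other alternative. Naive CD4+ T cells against SP/naive Tregs gave 67 in all, against the paper's 166, 27 higher, against the paper's 50, and 40 lower, against the paper's 116. This gap closed for the total by DESeq2 (185) and a model of the compared libraries only (188), for the higher ones by DESeq2 (51), the fit without a filter on low counts (42), the replicate block (49) and leaving out replicate 3 of naive CD4+ T cells (37) and for the lower ones by DESeq2 (134) and a model of the compared libraries only (86), and by no other alternative. DLN/CD127hi Tregs against DLN/naive Tregs gave 241 in all, against the paper's 9, 139 higher, against the paper's 7, and 102 lower, against the paper's 2. The gap was closed for the lower ones by a model of the compared libraries only (3), and for the total and the higher ones by no alternative. DLN/CD127–/lo Tregs against DLN/naive Tregs gave 90 in all, against the paper's 0, 61 higher, against the paper's 0, and 29 lower, against the paper's 0. No alternative closed these gaps. DLN/CD127hi Tregs against DLN/CD127–/lo Tregs gave 106 in all, against the paper's 7, 56 higher, against the paper's 7, and 50 lower, against the paper's 0. The gap closed for the total by a model of the compared libraries only (10) and for the higher ones by a model of the compared libraries only (8), and for the lower ones by no alternative.

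The numbers of genes with an absolute log2 fold change over 1.5 and an unadjusted p under 0.01 are set beside those of Supplemental Table 3. Graft Tregs against SP/naive Tregs gave 235 higher, against the paper's 125. The gap closed for the higher ones by DESeq2 (95), a model of the compared libraries only (154), the replicate block (96) and leaving out replicate 3 of SP/naive Tregs (90), and by no other alternative. DLN/CD127hi Tregs against DLN/naive Tregs gave 949 in all, against the paper's 296, 532 higher, against the paper's 218, and 417 lower, against the paper's 78. That gap was closed for the total by a model of the compared libraries only (215), for the higher ones by ComBat-Seq (303) and the replicate block (233) and for the lower ones by a model of the compared libraries only (79), and by no other alternative. DLN/CD127hi Tregs against DLN/CD127–/lo Tregs gave 793 in all, against the paper's 234, 394 higher, against the paper's 123, and 399 lower, against the paper's 111. This gap closed for the total by ComBat-Seq (325) and for the higher ones by a model of the compared libraries only (88) and ComBat-Seq (158), and for the lower ones by no alternative.

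Over the 15 comparisons, 1049 calls were made, against the paper's 1740, on 530 unique genes, against the paper's 852. For the calls, no filter on low counts (1361), a model of the compared libraries (1429) and the replicate block (1395) closed the gap, as did leaving out any of the DLN/CD127–/lo Treg libraries (1168 to 1205) or replicate 1 or 2 of DLN/CD127hi Tregs (1240 and 1305). For the unique genes, the likelihood ratio test (664), no filter on low counts (621), a model of the compared libraries (757) and the replicate block (664) closed it, as did leaving out any library of DLN/CD127–/lo Tregs (602 to 616) or of DLN/CD127hi Tregs (595 to 706), and the other alternatives did not. Leaving out these DLN libraries changed only comparisons within the DLN and raised their calls in sum, where the paper has far fewer. Such fits close the totals but not the gap within the DLN.

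Figure 6C marks Tti2, Ifitm6, Cish and Adam8 as DEGs of tolerant against naive CD4+ T cells, and here their adjusted p was 0.112, 0.259, 0.259 and 0.467. DESeq2 called Tti2 (0.00102), Ifitm6 (0.00897) and Cish (0.00362), a model of the compared libraries called Tti2 (0.0456), leaving out replicate 3 of naive CD4+ T cells called Cish (0.0359), and no alternative called Adam8.

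The paper describes graft Tregs as the subset most unlike the other Tregs and small changes within the DLN, whereas here the comparisons within the DLN gave the most DEGs among Tregs, with 90 to 241 against 21 to 33 for graft Tregs. In a model of the compared libraries only, the order was the paper's for these 2 groups, with 6 to 22 DEGs within the DLN against 26 to 53 for graft Tregs, although SP/CD127hi against SP/CD127–/lo Tregs then gave the most (135), and no other alternative turned the order. It places SP/CD127hi Tregs nearer to graft Tregs than the other splenic Tregs on the MDS plot. Here this held in the plane of the first 2 dimensions. The distance of SP/CD127hi Tregs minus that of SP/CD127–/lo Tregs was -0.470 there. Over the full distances, SP/CD127hi Tregs lay farther by 0.175. Against SP/naive Tregs it held in the plane too (0.580 against 0.997), but not after ComBat-Seq (0.690 against 0.641, exact permutation test, p = 0.8). Nor did it hold against SP/naive Tregs over all genes (0.406 against 0.339) or common genes (0.599 against 0.360). In the other settings, SP/CD127hi Tregs stayed nearer than SP/naive Tregs. The paper lists Anxa1, Adam8 and Ccr2 as raised in CD127hi Tregs of spleen and DLN and in graft Tregs. It gives them a DEG call in at least 1 comparison, and here none was called. Anxa1 was called in graft against SP/naive Tregs by DESeq2 (adjusted p = 0.0297), without the filter on low counts (0.0248), with the replicate block (0.0208) and without replicate 1 of graft Tregs (0.0326), and in DLN/CD127hi against DLN/naive Tregs without replicate 2 of DLN/naive Tregs (0.0195). Adam8 was called by a model of the compared libraries in SP/CD127hi (0.0412) and graft Tregs (0.0338) against SP/naive Tregs. Ccr2 was called by that model in the 4 comparisons of SP/CD127hi and graft Tregs with SP/naive and SP/CD127–/lo Tregs (6.07e-09 to 0.000833), without the filter on low counts and with the replicate block in graft against SP/naive Tregs (0.0222 and 0.0463) and in DLN/CD127hi against DLN/naive Tregs (0.0216 and 0.0477), and in the latter also with RLE normalization (0.0432) and without replicate 2 of DLN/naive Tregs (8.76e-05) or replicate 1 or 2 of DLN/CD127hi Tregs (0.00503 and 0.00672).

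The paper lists Nebl, Fgl2, Il1rl1 and Il18r1 among the DEGs of SP/CD127hi and graft Tregs, and here none of the 4 was called in either, with adjusted p in graft against SP/naive Tregs of 0.327, 0.336, 0.336 and 0.656. A model of the compared libraries called Nebl (0.0195), Fgl2 (2.67e-06) and Il1rl1 (1.76e-06) in graft against SP/naive Tregs, Fgl2 (4.23e-06) and Il1rl1 (3.40e-11) in graft against SP/CD127–/lo Tregs, Fgl2 (0.0129), Il1rl1 (1.85e-08) and Il18r1 (0.00237) in SP/CD127hi against SP/CD127–/lo Tregs and Il1rl1 (0.000219) in SP/CD127hi against SP/naive Tregs. Il1rl1 was also called in graft against SP/CD127–/lo Tregs without the filter on low counts (0.0186), with the replicate block (0.0430) and without replicate 2 or 3 of graft Tregs (0.0366 and 0.0358). Of the other genes in its table of selected DEGs, Mrc1, Iglv1, Adam12, Cd36, Tnfrsf13c, Ccl6, Slc35e4 and Spp1 were not called in the subsets it gives for them. Mrc1 was called in DLN/CD127hi against DLN/naive Tregs by the likelihood ratio test (0.0360) and DESeq2 (0.00517). Iglv1 was called in DLN/CD127hi Tregs without replicate 2 of DLN/CD127–/lo (0.00893) or replicate 3 of DLN/naive Tregs (0.00253). Adam12 was called in SP/CD127hi against SP/naive Tregs by a model of the compared libraries (0.0481), Cd36 in SP/CD127hi against SP/CD127–/lo Tregs by DESeq2 (0.0270), and Tnfrsf13c there by DESeq2 (1.10e-10) and without replicate 2 of SP/CD127hi Tregs (0.0448). Ccl6 was called in graft against SP/naive and SP/CD127–/lo Tregs by the likelihood ratio test (0.0436 and 0.0468) and Slc35e4 in graft against SP/naive Tregs by DESeq2 (0.0425), and no alternative called Spp1.

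The paper describes Il7r as raised in graft Tregs, and here its adjusted p in graft Tregs was 0.686 against SP/naive and 0.0685 against SP/CD127–/lo Tregs, with the direction of the paper. It was called against SP/CD127–/lo Tregs by DESeq2 (0.0463), without the filter on low counts (0.0411), by a model of the compared libraries (0.0221), with the replicate block (0.0131) and without replicate 2 of graft Tregs (0.0488).

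The paper lists Cd79a for both CD127hi subsets, as a DEG or with a tendency to higher expression. It was called here in SP/CD127hi Tregs, but in DLN/CD127hi against DLN/naive Tregs its adjusted p was 0.0750. It was called there with RLE normalization (0.0431), without the filter on low counts (0.0179), with the replicate block (0.00334) and without replicate 2 of DLN/naive Tregs (0.0353) or replicate 2 or 3 of DLN/CD127hi Tregs (0.0382 and 0.00228).

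The paper reports that the IFN-γ pathway is raised in CD127hi Tregs of the DLN, from an enrichment of Gene Ontology terms that was not repeated here. The list of IFN-γ response genes was tested with camera over all genes, a different measure on a different set of genes. It had an adjusted p of 0.883 in DLN/CD127hi against DLN/naive Tregs and 0.173 against DLN/CD127–/lo Tregs. The first was called with fry (0.0105) and with the stricter filter (0.0111), and the second without replicate 3 of DLN/CD127–/lo Tregs (0.0218) or replicate 1 of DLN/CD127hi Tregs (0.0435).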

Other observations

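The tests of B cell RNA and of fewer DEGs in the DLN at lower depth were set out before their results were seen, and all other tests in this part were chosen only after the result was seen.

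Each comparison of 3 libraries with 3 allows 10 splits of the same 6 libraries, so that the share of splits with as many DEGs is never under 0.1 and chance cannot be excluded by it. By an adjusted p under 0.05, 1 of 10 splits, the real one, gave as many DEGs for tolerant against naive CD45+CD4– cells, tolerant against naive CD4+ T cells, the 4 comparisons of naive CD4+ T cells with Treg subsets, the 3 comparisons of graft Tregs with splenic Tregs, SP/CD127hi against SP/CD127–/lo Tregs, SP/CD127–/lo against SP/naive Tregs and DLN/CD127hi against DLN/naive Tregs. For SP/CD127hi against SP/naive, DLN/CD127–/lo against DLN/naive and DLN/CD127hi against DLN/CD127–/lo Tregs, 5 of 10 splits gave as many. By log2 fold change and unadjusted p, 1 of 10 splits gave as many genes in the 4 comparisons of spleen and graft Tregs and 2 of 10 in both DLN comparisons. For the correlation between the log2 fold changes of SP/CD127hi against SP/CD127–/lo Tregs and of graft against SP/naive Tregs, 84 of 100 splits, the real one among them, gave a value at least as high, and the 99 splits other than the real one lay between -0.0829 and 0.109.

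B cell transcripts were higher in DLN/CD127hi Tregs than in both other DLN subsets for 10 of 14 abundant B cell genes. Relative to CD45+CD4– cells, the genes corresponded to shares between 0.168% and 22.2% with a median of 4.8%, with 10 of 14 within 3-fold of the median and 2 more than 5-fold below it. The median by library was 6.18%, 7.48% and 0.718% in replicates 1, 2 and 3. MHC class II genes and Cd74 had a median of 20.7%. Of the 8 genes that the paper does not name, 5 were higher than in both other subsets. Some of these values go with B cells or their RNA in the libraries and others lie apart from 1 common share, so that B cells in the sorted libraries and expression by the Tregs cannot be told apart for these genes from their shares.

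The DLN comparisons gave 241, 106 and 90 DEGs, and the matching comparisons in spleen 5, 23 and 18. The expectation set out beforehand, fewer DEGs in DLN through lower depth, did not appear. Splenic libraries reduced to 1315808 read pairs gave at least 26 DEGs for SP/CD127hi against SP/CD127–/lo Tregs, against 23 at full depth. In 4 draws at that depth, the splenic comparisons gave from 8 to 11, from 26 to 28 and from 26 to 33 DEGs, and 33 as the most lies far below the DLN, which argues against depth as the cause of the larger numbers. The common biological coefficient of variation was 1.15 over DLN libraries and 0.753 over splenic Treg libraries, a ratio of 1.52, and in models of the compared libraries only, at most 22 DEGs were found in the DLN and at least 27 between splenic Treg subsets. A candidate explanation is therefore a spread between the DLN libraries that is larger than the estimate shared by all libraries. A biological difference between the tissues was not tested, since tissue and sequencer go together.

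The 9 DEGs of tolerant against naive CD45+CD4– cells are lower in tolerant mice, as are 14 of 15 genes that T cells express in general (log2 fold changes from -1.93 to 0.14, median -0.89). In a model of the compared libraries only, 16 of 22 DEGs were higher in tolerant mice, so that the balance of higher and lower DEGs depends on the model. All 9 DEGs lie below that median and 5 below each of the 15 genes. Cd8a changed by -0.88 and Cd4 by -1.34 on the log2 scale, and the B cell list was higher in tolerant mice (19 of 19 genes, median log2 fold change 0.55, adjusted p = 2.36e-07 with camera, 0.0340 with fry and 0.0285 with an estimated correlation). A candidate explanation is a lower share of T cells among the CD45+CD4– cells of tolerant mice, which would lower T cell genes as it was seen for 14 of the 15. An equal fall of all T cells may not account by itself for the 5 DEGs below each of the 15, or for Malat1 (-1.02), which all 11 subsets express. The DEGs were chosen for their change, and a fall that differed between kinds of T cell was not tested and stays open. For the 9 DEGs, a lower share of T cells and a change of expression within cells therefore cannot be told apart, and the cause of the DEGs that were higher in the other model stays open.

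With SP/naive Tregs as the control of both, the log2 fold changes of SP/CD127hi and of graft Tregs had a correlation that the shared control may account for, since simulated subsets without a difference had a mean r of 0.506. The 324 genes with an unadjusted p under 0.05 in both comparisons lie above the simulated numbers, and so do the 7 genes that were DEGs in both in a model of the 9 libraries of these 3 subsets. The simulations drew each gene independently from the means of SP/naive Tregs. Genes without reads there and shifts of a whole library were thus not covered. Whether the shared control is the whole cause of that overlap cannot be told from them. A biological likeness of both subsets stays open for these genes. Against the same control, in the model of all libraries, r with graft Tregs was 0.445 for SP/CD127–/lo and 0.403 for SP/CD127hi Tregs. The correlation therefore shows no likeness to graft Tregs that is particular to SP/CD127hi Tregs.

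Over 17 gene lists and 10 comparisons, 170 tests gave 44 lists called up and 14 called down, of which 22 kept the call with fry and 25 with an estimated correlation. In the 10 comparisons, the lists called up and down were as follows. The B cell list was called up in 5, the plasma cell list in 2, the erythroid list in 3, the type I interferon list in 1, the IFN-γ response list in 3, the CD8 and NK cell list in 1, the list of stress of dissociation in 4 and the male list in 2 comparisons, and none of these 8 lists was called down. The macrophage list was called up in 6 and down in 1, the kidney epithelium list in 2 and 1, the paper's kidney candidates in 1 and 1, the tissue Treg list in 4 and 1, the mitochondrial list in 4 and 1, the cell cycle list in 3 and 3 and the Treg identity list in 3 and 3. The resting T cell list was called down in 3 and up in 0, and the suppression genes of other panels in 0 of 10. Of the 10 splits of each comparison, as many lists were called in 7 for tolerant against naive CD45+CD4– cells, 2 for tolerant against naive CD4+ T cells, 1 for SP/CD127hi against graft Tregs, 2 for graft against SP/naive Tregs, 4 for SP/CD127hi against SP/CD127–/lo Tregs, 1 for SP/CD127–/lo against SP/naive Tregs, 3 for SP/CD127hi against SP/naive Tregs, 1 for DLN/CD127hi against DLN/naive Tregs, 6 for DLN/CD127–/lo against DLN/naive Tregs and 7 for DLN/CD127hi against DLN/CD127–/lo Tregs. The lists overlap with the tissue, the paper's choice or each other, as with 8 of the 19 B cell genes, 3 of the 12 plasma cell genes, 4 of the 12 mitochondrial genes and 5 of the 44 IFN-γ response genes, which the paper names from these libraries.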
